# OMA1 mediates local and global stress responses against protein misfolding in CHCHD10 mitochondrial myopathy

**DOI:** 10.1172/JCI157504

**Published:** 2022-07-15

**Authors:** Mario K. Shammas, Xiaoping Huang, Beverly P. Wu, Evelyn Fessler, Insung Y. Song, Nicholas P. Randolph, Yan Li, Christopher K.E. Bleck, Danielle A. Springer, Carl Fratter, Ines A. Barbosa, Andrew F. Powers, Pedro M. Quirós, Carlos Lopez-Otin, Lucas T. Jae, Joanna Poulton, Derek P. Narendra

**Keywords:** Cell Biology, Genetics, Cell stress, Mitochondria, Proteases

## Abstract

Mitochondrial stress triggers a response in the cell’s mitochondria and nucleus, but how these stress responses are coordinated in vivo is poorly understood. Here, we characterize a family with myopathy caused by a dominant p.G58R mutation in the mitochondrial protein CHCHD10. To understand the disease etiology, we developed a knockin (KI) mouse model and found that mutant CHCHD10 aggregated in affected tissues, applying a toxic protein stress to the inner mitochondrial membrane. Unexpectedly, the survival of CHCHD10-KI mice depended on a protective stress response mediated by the mitochondrial metalloendopeptidase OMA1. The OMA1 stress response acted both locally within mitochondria, causing mitochondrial fragmentation, and signaled outside the mitochondria, activating the integrated stress response through cleavage of DAP3-binding cell death enhancer 1 (DELE1). We additionally identified an isoform switch in the terminal complex of the electron transport chain as a component of this response. Our results demonstrate that OMA1 was critical for neonatal survival conditionally in the setting of inner mitochondrial membrane stress, coordinating local and global stress responses to reshape the mitochondrial network and proteome.

## Introduction

Mitochondria produce energy by coupling the transport of protons across the inner mitochondrial membrane (IMM) to the production of ATP (1). The integrity of the IMM is sensed by quality control pathways that include the IMM metalloendopeptidase OMA1 and the PINK1/PARKIN pathway (2–5).

OMA1 senses IMM integrity through its N-terminus, which responds to loss of IMM voltage by increasing OMA1 peptidase activity (6). Once activated by loss of IMM voltage, OMA1 inhibits the fusion of dysfunction mitochondria by cleaving the IMM fusion protein OPA1 (L-OPA1), as part of a local response (2, 3, 7). Recently, OMA1 was additionally found to mediate a global stress response, communicating bioenergetic stress to the nucleus through the integrated stress response (ISR) in cultured cells (8, 9). Along this axis, OMA1 cleaves DAP3-binding cell death enhancer 1 (DELE1) in the process of mitochondrial import, thereby releasing a short form of DELE1 to the cytosol to activate HRI (10), one of four eIF2α kinases. eIF2α phosphorylation inhibits the cytosolic translation of most mRNAs but increases the translation of select mRNAs that contain upstream ORFs, notably the transcription factors ATF4, ATF5, and CHOP. These transcription factors upregulate amino acid transporters, metabolic enzymes, and other transcription factors to restore cellular homeostasis. Although mitochondrial stress leads to an ATF4 transcriptional response in diverse models of mitochondrial disease (11–17), it is not known whether OMA1 activation can mediate mitonuclear communication in vivo. Additionally, it is not known whether OMA1 activation may protect against specific mitochondrial stresses in vivo, as prior in vivo studies have found that OMA1 activation is often maladaptive (18, 19).

We recently discovered that OMA1 is activated in response to pathogenic mutations in the protein CHCHD10 (hereafter referred to as C10) (15). C10 is a small mitochondrial intermembrane space (IMS) protein that extends into mitochondrial cristae and, together with its paralog CHCHD2 (hereafter referred to as C2), is important for maintaining inner membrane integrity and electron transport chain (ETC) function (15, 20–24). Dominant mutations in C10 cause a spectrum of neuromuscular disorders that includes autosomal dominant isolated mitochondrial myopathy (IMMD, reported family with R15S and G58R variants in *cis*) (25, 26), myopathy with amyotrophic lateral sclerosis/frontotemporal dementia (ALS/FTD; S59L) (27), adult-onset spinal muscular atrophy (SMA-J; G66V) (28), and ALS (R15L) (29), whereas the T61I mutation in C2 causes Parkinson’s disease (30). It is unresolved which C10 mutation, R15S or G58R, causes IMMD, as the 2 mutations cosegregated with disease in the 1 reported family (hereafter referred to as the US family).

Here, we present a study of a family with myopathy and cardiomyopathy (hereafter referred to as the UK family) due to the C10 G58R mutation and demonstrate that the G58R mutation is the cause of IMMD. This phenotype was also observed in what we believe to be the first C10^G58R/+^ (hereafter referred to as C10^G58R^) knockin (KI) mouse model. We further identify that OMA1 was critical for C10^G58R^ neonatal survival, as it orchestrated both local and global stress responses to IMM stress from misfolding of the C10 protein.

## Results

### The CHCHD10 G58R mutation causes autosomal dominant myopathy and cardiomyopathy.

We identified a family with autosomal dominant mitochondrial myopathy and cardiomyopathy (Figure 1A). The mother of the UK family was previously described approximately 50 years ago as having childhood-onset myopathy with mitochondrial inclusions of unknown cause (31). Electromyography (EMG) showed only myopathic features, with no fibrillation potentials at rest (31). The proband also had childhood-onset myopathy with delayed motor milestones, an inability to run or jump, a positive Gowers’s sign, frequent falls, and lax ligaments (Figure 1B). By 20 years of age, the proband was wheelchair bound and had received a heart transplant because of severe progression of his cardiomyopathy. He died from lymphoma soon afterwards, probably as a complication of immunosuppression. The proband had an unaffected sister (III-1) and a brother with myopathy and cardiomyopathy who died in childhood (III-2).

Whole-exome sequencing demonstrated a p.G58R mutation in the proband, and Sanger sequencing of C10 in other members of the UK family revealed the p.G58R variant in *trans*, with the benign p.P34S variant in the mother, the benign p.P34S variant in the unaffected daughter, and the p.G58R variant in the affected brother. The maternal grandmother had neither the p.G58R nor the p.P34S variant, suggesting that the mother most likely inherited the p.P34S variant from the maternal grandfather and that the p.G58R variant most likely arose in the mother de novo. Together, these findings establish that the G58R variant is pathogenic and suggest that it primarily affects striated muscle in humans.

Our assessment of muscle tissue from members of the UK family was also consistent with mitochondrial myopathy and similar to findings reported for the US family (25, 26). A biopsy of the proband’s pectoralis muscle at 8 years of age showed excess lipid droplets in type I fibers, suggestive of a mitochondrial myopathy (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI157504DS1). Mitochondrial DNA (mtDNA) deletions were present at low levels in the pectoralis muscle but not the heart (detectable by long-range PCR but not by Southern blotting) (Supplemental Figure 1B). Mitochondrial complex activity assays of the proband’s muscle showed normal complex I activity, moderately decreased complex II-III activity, and more severely decreased complex IV activity (Table 1). Additionally, the mother’s muscle biopsy showed a predominance of type I fibers, with ragged-red fibers and cytochrome c oxidase–negative (COX^–^) fibers (Supplemental Figure 1C). The proband also had substantially elevated serum FGF-21 (5000 pg/mL; 3.89 SDs above the mean for his age), which was previously published as part of a large series (32).

To further study the pathogenesis of C10 G58R, we assessed mouse C10 with the homologous mutation (p.G54R in mouse, but the human numbering will be used throughout). We first confirmed that mouse C10 and human C10 are functionally conserved, using a cell-based C2/C10 complementation assay that we developed previously (15). Mouse C10 was able to suppress OMA1 activation in cells lacking human C2 and C10, as evidenced by partial normalization of OPA1 cleavage (Supplemental Figures 1, D and E). Additionally, mouse C10 G58R exogenous expression caused mitochondrial fragmentation in human cells, similar to what we observed previously for human C10 G58R (Supplemental Figures 1, F and G). Together, these findings indicate that human and mouse C10 are functionally conserved.

We next generated a C10^G58R^-KI mouse model (Supplemental Figure 2A). The C10^G58R^ mice were smaller, had decreased body weight, and died prematurely (Figure 1, C–E). The weight difference for C10^G58R^ mice was already clear at the time of weaning (Supplemental Figure 2B). By contrast, C10^S59L/+^ (hereafter referred to as C10^S59L^) and C2/C10 double-KO (DKO) mice were similar in size to WT mice at 15 weeks (Figure 1D). Total food intake did not differ between C10^G58R^ and C10^WT^ mice, and there was no difference in the percentage of lean and fat mass between the genotypes (Supplemental Figure 2, C and D). The respiratory exchange ratio, measured by a comprehensive laboratory animal monitoring system (CLAMS), tended to be higher for C10^G58R^ mice at night (indicating increased carbohydrate reliance) and lower during the day (indicating increased fatty acid reliance) compared with that of C10^WT^ littermates, although these differences did not reach statistical significance (Supplemental Figure 2E). When accounting for body weight, we found no difference between C10^WT^ and C10^G58R^ mice in oxygen consumption, carbon dioxide production, or energy expenditure (Supplemental Figure 2F).

Similar to the proband, C10^G58R^ mice had myopathy, with smaller leg muscles compared with C10^WT^, C10^S59L^, and C2/C10-DKO mice (Figure 1F). Consistently, muscle fiber size in C10^G58R^ mice was smaller than in C10^WT^ mice (Supplemental Figures 3, A and B), but no COX^–^ fibers were observed (Supplemental Figure 3A). The myopathy was also functionally evident in C10^G58R^ mice, with decreased grip strength, increased treadmill-induced fatigue, and worse rotarod performance when tested at 18 weeks (Figure 1G). C10^S59L^ mice tested at a slightly older age (25 weeks) did not yet differ from C10^WT^ mice (Figure 1G), although both C10^G58R^ and C10^S59L^ mice took longer to descend a 50 cm pole (Supplemental Figure 3C). Additionally, C10^G58R^ (but not C10^S59L^) mouse tibialis muscles had increased lipid droplets, phenocopying findings in muscle biopsies from members of the UK family (Supplemental Figure 3D). Also similar to the proband, C10^G58R^ mice had decreased heart function as measured by echocardiography (Figure 1H and Supplemental data set 1) and, additionally, had atrioventricular heart block (Figure 1I and Supplemental Figure 3E). Consistent with a mitochondrial basis for heart and muscle dysfunction, complex I and complex IV activities were diminished in C10^G58R^ mouse heart and muscle (Figure 1J), and C10^G58R^ mice had multiple mtDNA deletions and decreased mtDNA copy numbers in the heart, suggesting a mild defect in mtDNA maintenance (Figure 1K and Supplemental Figure 3F). Together, these results demonstrate that the C10^G58R^ mouse model recapitulated the myopathy and cardiomyopathy phenotypes of the UK family and had a more severe myopathy than did the C10^S59L^ mouse model.

### CHCHD10 G58R and S59L mutations form distinct aggregates.

We next explored the basis for phenotypic differences between C10^G58R^ and C10^S59L^ mice. The G58 and S59 residues are highly conserved and are predicted to introduce a break in the central α-helix (Figure 2, A and B). Notably, although the S59L mutation increased the calculated hydrophobicity of the region, as recognized previously (11), the G58R mutation decreased it, suggesting that mutations in these neighboring residues may have differential physiochemical effects on the α-helix (Figure 2B, bottom).

Consistent with its conservation, we found that the G58 residue was intolerant to substitution when exogenously expressed in cultured cells. Hydrophobic substitutions decreased C10 protein solubility (Figures 2C and Supplemental Figure 4A), whereas large hydrophilic substitutions caused mitochondrial fragmentation, similar to what we and others previously reported for the pathogenic G58R substitution (Figure 2D and Supplemental Figure 4B) (15, 23, 25). An arginine scan of this region showed that the G58 position was the most prone to causing mitochondrial fragmentation (Supplemental Figure 4C). We previously observed that the neuronopathy-causing G66V mutation also causes C10 insolubility (23). As the G58 and G66 residues lie on either end of a GXXXGXXXG motif, we systematically assessed the effect of valine substitutions on C10 solubility. Notably, substitution of any glycine residue strongly reduced C10 solubility (Figure 2E; see complete unedited blots in the supplemental material). Thus, increasing hydrophobicity of the glycine face of the α-helix may promote an insoluble C10 conformation. This contrasts with the C10 G58R substitution, which may adopt a soluble conformation that is more prone to inducing mitochondrial fragmentation.

The S59L mutation was previously reported to form insoluble C10 aggregates in mouse heart (11, 15), so we compared the solubility and aggregation tendency of the G58R and S59L mutations in this tissue. In the hearts of all animals, we found that C10 was predominantly in the mitochondrial fraction, suggesting that the G58R and S59L mutations do not alter the mitochondrial targeting of C10 (Figure 3A and Supplemental Figure 4D). Consistent with the data from cultured cells and the calculated change in hydrophobicity, C10 with the G58R mutation was soluble, in contrast to C10 with the S59L mutation (Figure 3A and Supplemental Figure 4D). C10 levels were much higher in C10^S59L^ than in C10^G58R^ mouse hearts, raising the possibility that insolubility may drive the increased protein level of C10 S59L. C10 protein aggregates were prominent in C10^G58R^ mouse hearts, but had a distinct morphology and localization compared with those in C10^S59L^ mouse hearts (Figure 3B and Supplemental Figure 4E). While C10 S59L protein tended to have a filamentous morphology, C10 G58R protein formed punctate aggregates (Figure 3B and Supplemental Figure 4E). C10 G58R aggregates were mostly within the mitochondrial boundary delineated by cytochrome c immunofluorescence and colocalized with the mitochondrial matrix protein PDH. By contrast, C10 S59L aggregates appeared to be outside of mitochondria. Additionally, C10 G58R aggregates occupied a larger area of the tissue in heart and skeletal muscle (Figure 3B and Supplemental Figure 4F). Together, these findings suggest that C10 G58R and S59L proteins likely form distinct aggregates, which may reflect their different conformations and toxicities.

### Intracristal inclusions are characteristic of C10 G58R pathology and likely reflect inner membrane stress.

Double-membraned inclusions within mitochondria were observed in the proband’s muscle biopsy and were similar in appearance to the “inclusion bodies” previously noted in his mother and the “globular inclusions“ previously noted in a member of the US family (Figure 4A) (26, 31). In C10^G58R^ mouse heart and skeletal muscle (but not C10^WT^ or C10^S59L^ tissues), we observed similar inclusions in nearly every field of view (Figure 4, B and C). These inclusions were enclosed within mitochondria, as demonstrated by serial EM (Figure 4D), and were formed from the cristal membrane with which they were continuous (Figure 4E). Thus, they represented dilations of cristae, which sometimes contained membranous intracristal vesicles with single or multiple membranes (Figure 4E). Additionally, we observed possible inward budding events of the cristal membrane into the intracristal space, suggesting that at least some of the internal membranous structures may be derived from the cristal membrane (Figure 4F). Together, these observations establish that intracristal inclusions are characteristic of C10 G58R myopathy.

### OMA1 is activated by IMM stress in C10^G58R^ mice.

We reasoned that the cristal inclusions in C10^G58R^ striated muscle may be symptomatic of inner membrane stress exerted by C10 G58R protein misfolding in the IMS. We next assessed whether OMA1, a peptidase monitoring IMM stress, might be activated by the G58R mutation in vivo, similar to what we reported previously for the G58R mutation in cell culture and the S59L mutation in vivo (15).

OMA1 activity was increased in C10^G58R^ mice in all tissues examined, as reflected by a decrease in L-OPA1 (bands a and b) and an increase in OMA1-generated short forms (S-OPA1, bands c and e) (Figure 5, A and B, and Supplemental Figure 5A). OMA1 was more strongly activated by C10 G58R than by C10 S59L in all tissues, despite higher protein levels of C10^S59L^ in some of these tissues (Figure 5, A and C). C2 protein levels trended toward an increase in mutant hearts but did not reach significance (Figure 5A and Supplemental Figure 5B). As expected, OMA1 levels were negatively correlated with OPA1 processing as a result of OMA1 autocatalysis upon activation (Figure 5A) (6). We also observed OMA1 cleavage of L-OPA1 in skeletal muscle tissue of the proband, demonstrating that the OMA1 stress response to C10 G58R protein was conserved between mice and humans (Figure 5D). These results show that the C10 G58R mutation caused widespread OMA1 activation in vivo.

### C10 G58R causes bioenergetic instability.

To further explore the mechanism of OMA1 activation by the C10 G58R mutation, we assessed C10 G58R expression in cultured cells. We first examined the localization of exogenously expressed C10 G58R in HeLa cells. By light microscopy, the majority of C10 G58R localized to mitochondria, consistent with prior reports (15, 23, 25), and immuno-electron microscopy revealed localization of C10 G58R to the IMS of the mitochondrial cristae (Supplemental Figure 6, A and B). Consistently, C10 G58R was predominantly in the mitochondrial fraction following subcellular fractionation and was protected from protease K in a pattern similar to that of endogenous WT C10 (Supplemental Figure 6, C and D). The IMS localization was important to C10 G58R toxicity, as the C10 G58R C132S double mutant, which cannot be oxidatively trapped in the IMS, caused less mitochondrial fragmentation than did the C10 G58R single mutant (Supplemental Figure 6, E and F).

We next assessed the effect of C10 G58R expression on OMA1 activation in cultured cells. As C10 RNA expression is approximately 10 to 100 times higher in human striated muscle compared with expression in commonly used human cell lines (Supplemental Figure 7A, data from Uhlén et al.; ref. 33), and endogenous levels of C10 G58R in neonatal fibroblasts from C10 G58R KI mice were not sufficient to activate OMA1 (Supplemental Figure 7B), we used a doxycycline-inducible (dox-inducible) system that could achieve a high level of C10 G58R expression in a temporally controlled manner. C10 G58R activated OMA1 approximately 8 hours after dox induction (Figure 6, A and B, and Supplemental Figure 7C). By contrast, C10 WT and C10 S59L at similar levels of expression did not activate OMA1 during the 16-hour time course (Figure 6, A and B, and Supplemental Figure 7C). Quantification showed small but significant decreases in complex I (CI), CIII, and CIV subunits with expression of C10 G58R for 16 hours, correlating with OMA1 activation (Figure 6A and Supplemental Figure 7, C and D). Notably, the decrease in oxidative phosphorylation (OXPHOS) subunits was not caused by OMA1 activation, as it was also observed following constitutive C10 G58R expression for more than 4 days in HEK293 OMA1-KO cells (Supplemental Figure 8, A–C). Consistent with the immunoblot results, most subunits belonging to CI and CIV were decreased following 24 hours of dox induction when measured by liquid chromatography tandem mass spectrometry–based (LC-MS/MS–based) proteomics (Figure 6C and Supplemental data set 2).

OMA1 is known to be activated under conditions of bioenergetic stress, including sustained loss of ΔΨ_m_ as well as instability of ΔΨ_m_ (also called mitochondrial flicker) (34, 35). Overexpression of C10 G58R decreased ΔΨ_m_ at the whole-cell level in both the presence and absence of endogenous C2 and C10 as measured by flow cytometry, and additionally increased OMA1 activation in the absence of endogenous C2 and C10 (Figure 6, D and E, and Supplemental Figure 8D). These effects are probably independent of ROS, as C10 G58R did not increase mitochondrial or cytoplasmic ROS, measured with the dyes MitoSOX and H_2_DCFDA, respectively (Figure 6F). Additionally, we found that C10 G58R overexpression (but not overexpression of C10 WT or C10 S59L) caused ΔΨ_m_ instability in individual mitochondria measured over time by live-cell imaging (Figure 6, G–I, and Supplemental Video 1). Consistent with its effect on ΔΨ_m_, C10 G58R expression decreased basal and maximal oxygen consumption in WT and OMA1-KO HEK293 cells (Figure 6, J and K). Taken together, these findings demonstrate that C10 G58R overexpression destabilized OXPHOS subunits and caused bioenergetic impairment either upstream of or parallel to the OMA1 stress response. We speculate that C10 G58R may activate OMA1 by impairing bioenergetics.

### OMA1 is critical for C10 G58R mouse neonatal survival.

Having established that OMA1 is activated by the G58R mutation, we next asked whether the OMA1 stress response is protective or maladaptive. We crossed C10^G58R^ mice with OMA1-KO mice, which have a normal lifespan and tend to be heavier (Figure 7A) (36). To our surprise, the G58R mutation was neonatally lethal for mice on the OMA1-KO background, with few C10^G58R^ OMA1^–/–^ mice surviving to weaning (Figure 7B, Supplemental Figure 9A, and Table 2). Most of the C10^G58R^ OMA1^–/–^ pups died between P5 and P8, with the few survivors (escapees) dying by 15 weeks of age. Notably, the escapees had markedly enlarged hearts despite a decreased body size (Figure 7C). KO of OMA1 additionally worsened the mtDNA deletion load (Supplemental Figure 9B) and increased the number of p62, but not C10, aggregates in C10^G58R^ mouse hearts (Supplemental Figure 9C).

To further investigate the neonatal lethality of this cross, we examined timed pregnancies. C10^G58R^ OMA1^–/–^ mice were grossly indistinguishable from their littermates at E18.5 and P5 (Supplemental Figure 9, D and E) and did not differ in body weight at P1 (Supplemental Figure 9F). However, their body weight was significantly lower than that of their OMA1^+/–^ C10^G58R^ littermates at P5 (Supplemental Figure 9F), indicating decompensation. In the heart, OMA1 was already activated at P1 and OMA1 activity increased at P5 (Figure 7, D and E, and Supplemental Figure 9G). In marked contrast to the cross between C10^G58R^ OMA1^+/–^ and OMA1^–/–^ mice, the cross between C10^S59L^ OMA1^+/–^ and OMA1^–/–^ mice was not neonatally lethal (Supplemental Figure 9H). Together, these results demonstrate that the OMA1 stress response was critical for G58R survival, with decompensation starting around P5.

### OMA1 fragments heart mitochondria in response to C10 G58R stress.

OMA1 cleavage of L-OPA1 inhibits mitochondrial fusion, causing mitochondrial fragmentation (2, 3, 7). We found that exogenously expressed C10 G58R fragmented mitochondria in HeLa cells by activating OMA1, as we observed previously (15) and, additionally, narrowed the mitochondrial caliber in OMA1-KO cells (Supplemental Figure 10). To assess the effects of G58R and OMA1 activation in vivo, we analyzed heart mitochondria in a surviving 14-week-old C10^G58R^ OMA1^–/–^ mouse and its littermates by focused ion beam scanning electron microscopy (FIB-SEM), followed by segmentation and 3D reconstruction of heart mitochondria (Figure 8A and Supplemental Video 2). C10^G58R^ OMA1^+/–^ mitochondria were smaller than C10^WT^ OMA1^+/–^ mitochondria (Figure 8, B–D), reflecting mitochondrial fragmentation. C10^WT^ OMA1^–/–^ mitochondria had the same average volume as C10^WT^ OMA1^+/–^, but they tended to be longer, as reflected by the decreased aspect ratio (Figure 8D). Interestingly, C10^G58R^ OMA1^–/–^ mitochondria were also longer but tended to be decreased in caliber and thus smaller in volume, similar to what we observed in cell culture with exogenous C10 G58R expression. These mitochondria also had the lowest aspect ratio, reflecting their long, thin morphology. These data demonstrate that OMA1 activation causes mitochondrial fragmentation in vivo.

Next, we analyzed heart tissue from these genotypes by transmission electron microscopy (TEM), which has superior lateral resolution. As expected, there were more inclusions in the C10^G58R^ mutants on either background compared with C10^WT^ mouse hearts (Figure 8E). Notably, OMA1 KO partially blocked inclusion formation, suggesting that OMA1 activity may facilitate (but is not required for) their formation (Figure 8E). Additionally, in C10^G58R^ mutants on both backgrounds, we observed megamitochondria: massively swollen mitochondria with lighter matrix density compared with surrounding mitochondria (Figure 8E and Supplemental Figure 11A), similar to what has been observed in other models of mitochondrial or metabolic stress (37). These megamitochondria were also seen in the FIB-SEM data sets and immunofluorescence-stained sections of C10^G58R^-mutant hearts (Figure 8F, Supplemental Figure 11B, and Supplemental Video 3). While the proportion of megamitochondria was similar for the 2 genotypes, the overall morphology of the megamitochondria (e.g., long or round) reflected that of the nonmegamitochondria from mice of their respective genotypes (Figure 8G).

As mitochondrial fission and megamitochondria can be associated with oxidative damage and mitophagy (38, 39), we also tested for signs of oxidative damage and autophagy. The autophagy adaptor p62 was increased in the heart by immunoblotting (Supplemental Figure 11, C and E), consistent with the appearance of p62 punctae by immunofluorescence (Supplemental Figure 9C) and similar to what has been described for the C10^S59L^ mouse (11). Additionally, we found that the LC3-II/LC3-I ratio was not significantly changed, suggesting that increased p62 may reflect binding to misfolded protein (Supplemental Figure 11, C and E). Finally, 4-HNE immunoblotting showed no increase in oxidatively damaged protein (Supplemental Figure 11, D and E). Thus, we did not observe signs of substantial oxidative damage or mitophagy in C10 G58R hearts.

Taken together, these findings demonstrate that OMA1 fragmented mitochondria in response to the G58R mutation in vivo and permitted reshaping of the inner membrane to form inclusions.

### OMA1 signals mitochondrial stress through the ISR.

A stress response involving ATF4 has previously been observed in both C10^S59L^ and C2/C10-DKO mice (as well as in other mitochondrial myopathy models), although the mechanism for this response in vivo has not been elucidated (11, 15). ATF4 is often activated downstream of eIF2α phosphorylation in what is known as the ISR. To see if the ISR was activated in our models, we immunoblotted for eIF2α phosphorylation. The ratio of phosphorylated eIF2α (p-eIF2α) to unphosphorylated eIF2α was significantly increased in C10^G58R^ and C10^S59L^ hearts and C10^G58R^ muscle compared with levels in C10^WT^ muscle, demonstrating ISR activation (Figure 9A).

We next asked whether OMA1 mediates the ISR in vivo, similar to what was recently reported in cultured cells (8, 9). In addition to analyzing the surviving C10^G58R^ OMA1^–/–^ mice, which were decompensated as discussed above, we knocked down OMA1 in adult C10^G58R^ OMA1^+/–^ mice using either nontargeting or one of 2 OMA1-specific antisense oligomers (ASOs) (Figure 9B). In contrast to the constitutive OMA1 KO, knockdown (KD) of OMA1 in adult animals was relatively well tolerated over the 12-week treatment period, with only 2 of 9 OMA1 ASO-treated animals dying, and no or mild effects on cardiac function, motor function, and mtDNA stability (Supplemental Figure 12, A–E, and Supplemental data set 1). 

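Oma1, the gene of the inner membrane protease that the ASOs target, had a log2 signal of 9.41 ± 0.26 (SD, n = 5 arrays) in hearts of CTRL ASO-treated C10 G58R OMA1+/- mice. It was 4.99 ± 0.40 (SD, n = 5) with OMA1 ASO1 and 4.56 ± 0.79 (SD, n = 3) with OMA1 ASO2. All 8 arrays of OMA1 ASO-treated mice, at 3.74 to 5.48, lay below their own background level, and all 5 CTRL ASO arrays lay at 9.13 to 9.83. Against that background, Oma1 was at least 10.7-fold lower with OMA1 ASO. The fitted log2 fold change was −4.58 (standard error 0.244, adjusted p = 7.08e-09 from limma with Benjamini-Hochberg adjustment). A two-sided exact permutation test of the 2 groups gave p = 0.000777, the smallest p that 5 arrays against 8 allow. Among the 11 measured genes of a list of the OMA1, DELE1 and eIF2α kinase pathway, only Oma1 was lower and none was higher (2 were lower when adjusted over the list alone). The other of these 2 was Chchd10, the gene mutated in these mice, which did not pass over all clusters. Chchd10 was at 15.47 to 16.48 on the CTRL ASO arrays and at 13.91 to 15.96 on the OMA1 ASO arrays. Whether its fall bears on the other changes was not tested. The list as a whole did not pass the list test (adjusted p = 0.0597 from limma's camera with Benjamini-Hochberg adjustment).

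In the study's design these hearts were taken at 33 weeks of age, after 12 weekly injections of 50 mg/kg of ASO from 21 weeks on. The paper reports that 2 of 9 animals on OMA1 ASO died in that period, which leaves 7, and there are 8 OMA1 ASO arrays, so whether each array comes from a mouse that completed the treatment is not known. RNA of each heart was hybridized to a Clariom S Mouse array, which measures each transcript cluster (in most cases a gene) by a set of probes. There were 5 arrays of CTRL ASO, 5 of OMA1 ASO1 and 3 of OMA1 ASO2, each from a different mouse. The authors made the deposited log2 signals by the gene-level SST-RMA method, which corrects the background, brings the arrays to a common distribution and summarizes the probes of each cluster. Of the 22206 transcript clusters, between 9299 and 10069 per array lay above background, taken here as the highest of 23 groups of background probe sets on that array (5.77 to 6.07). The pooled comparison of 8 OMA1 ASO arrays against 5 CTRL ASO arrays was fitted to every cluster, and an adjusted p under 0.01, the q threshold the study used, counted as a change. The number of arrays limits the precision. On OMA1 ASO1 replicate 5, the correlation with the other arrays of its group was 0.974 on average, against 0.984 to 0.990 for the other 12 arrays.

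**Figure D1:**
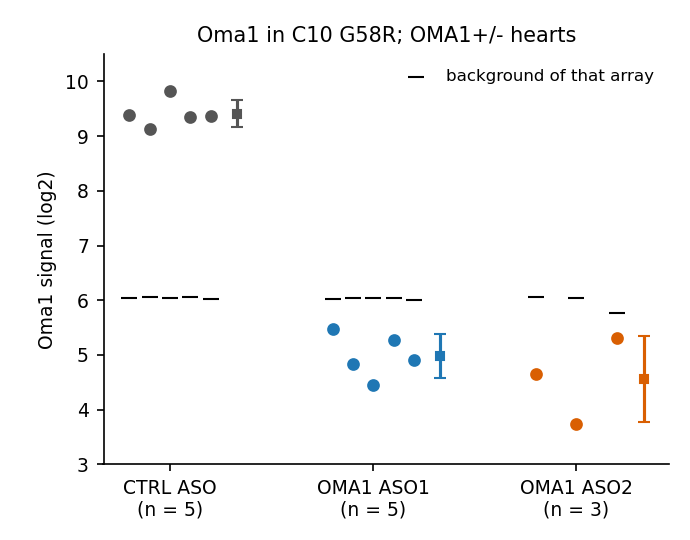
Log2 signal of Oma1 (y axis) on each array, grouped by treatment (x axis), with points for arrays and bars for group means. The 8 OMA1 ASO arrays sit between 3.74 and 5.48 and the 5 CTRL ASO arrays between 9.13 and 9.83.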

Immunoblotting confirmed KD of OMA1 and partial restoration of the long (noncleaved) forms of OPA1 in ASO-treated mouse hearts (Figure 9B). 

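Mthfd2, Asns and Lonp1 were lower than with CTRL ASO under either OMA1 ASO. Mthfd2, which encodes a mitochondrial enzyme of 1C metabolism, had a log2 fold change of −4.94 with ASO1 and −6.19 with ASO2 (adjusted p = 1.02e-06 and 8.25e-07 from limma with Benjamini-Hochberg adjustment). For Asns, which encodes asparagine synthetase, these were −3.93 and −4.58. For Lonp1, which encodes the main protease of the mitochondrial matrix, they were −2.37 and −2.36. The difference between the ASOs, tested itself, had an adjusted p of 0.456 for Mthfd2, 0.644 for Asns and 0.998 for Lonp1 from the same fit. Oma1 itself lay below background under both, so the depth of knockdown cannot be compared between the ASOs.

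With ASO1, 204 clusters passed the threshold, 160 lower and 44 higher, and with ASO2, 169 passed, 128 lower and 41 higher. With the mean of Y-linked genes as a covariate, the ASO2 count was 107. The Y-linked genes used lay below background on all 3 ASO2 arrays, but not on every array of the other treatments. The ASOs shared 93 of the lower and 9 of the higher clusters, and the CTRL ASO arrays that both comparisons use raise such counts by an amount not computed here. Across all clusters, which are not independent replicates, the ASO1 and ASO2 fold changes had a Pearson's r of 0.642. Simulated unchanged groups that shared a control group gave a mean r of 0.448 (0.0294 to 0.723 over 100 simulations). In these, all arrays, with group means removed, were shuffled over the treatments. The covariance of the measured fold changes, which also depends on their size, was 0.101. In the simulations it was 0.0357 on average (0.00184 to 0.0694). The measured ASO arrays were also compared with the CTRL ASO arrays divided between the comparisons, so that no control was shared. Their r was then 0.415 on average and at most 0.463 over 20 splits. This r is the measured agreement without shared controls, not a value for unchanged groups, and it rests on fewer controls in each comparison. The covariance over these splits was 0.0760 on average (0.0620 to 0.0840).

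Tested directly, 23 clusters differed between the ASOs, 8 lower and 15 higher with ASO2. Me3, the mitochondrial malic enzyme, was at 10.87 ± 0.15 (SD, n = 5) with CTRL ASO, 11.07 ± 0.21 (SD, n = 5) with ASO1 and 8.13 ± 0.63 (SD, n = 3) with ASO2, a difference of −2.95 between the ASOs (adjusted p = 2.20e-05 from limma with Benjamini-Hochberg adjustment). Mthfs, an enzyme of folate metabolism, and its near-identical copy Mthfsl were at least 2.72-fold and 1.99-fold lower with ASO2 than with ASO1, with all 3 ASO2 arrays below background. Kcnj12, an inward rectifier potassium channel, was lower with ASO1 at 7.03 ± 0.67 (SD, n = 5) and higher with ASO2 at 10.97 ± 0.66 (SD, n = 3) than with CTRL ASO at 8.66 ± 0.15 (SD, n = 5), and was the only cluster called in opposite directions. Chrm2, the M2 muscarinic receptor, and Ptgfr, the prostaglandin F receptor, were lower with ASO1, with changes of −3.06 and −2.03, and their changes with ASO2 of 0.26 and 1.15 did not pass the test. The number of clusters that differed rests on single arrays: it was 38 without OMA1 ASO1 replicate 5, 8 without OMA1 ASO2 replicate 2 and 12 without OMA1 ASO2 replicate 3. The ASO2 count was 110 without CTRL ASO replicate 2, 269 without OMA1 ASO1 replicate 5, and 110, 99 and 96 without OMA1 ASO2 replicate 1, 2 and 3 in turn.

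**Figure D2:**
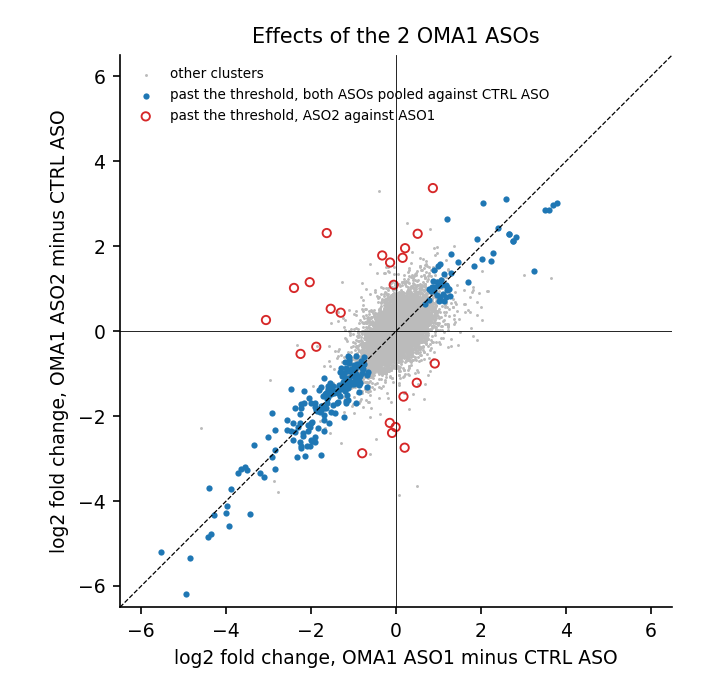
Log2 fold change against CTRL ASO with OMA1 ASO1 (x axis) and with OMA1 ASO2 (y axis), with a point for each transcript cluster; the clusters that passed the pooled test and those that differed between the ASOs are coloured. Me3 (−2.95) and Kcnj12 (3.94) stand off the diagonal.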

Since the 2 OMA1 ASOs performed similarly, they were grouped together for analysis. The ratio of p-eIF2α to eIF2α was decreased to 27% of control ASO following OMA1 ASO treatment (Figure 9B and Supplemental Figure 12F), demonstrating inhibition of the ISR.

To further evaluate whether C10 G58R and S59L induce the ISR through the recently described OMA1/DELE1 pathway (8, 9), we assessed ISR activation in 293T cell lines lacking either OMA1 or DELE1. Expression of C10 G58R or C10 S59L, but not WT C10, significantly induced expression of the ISR-dependent gene CHOP, 32 and 48 hours after transfection (Figure 9, C and E, and Supplemental Figure 12, G–L). ISR induction (manifested through increased CHOP levels) depended on both OMA1 and DELE1 (Figure 9, C and E, and Supplemental Figure 12, G–L). OMA1 activates the ISR by cleaving the full-length DELE1 (L-DELE1) to a short form (S-DELE1), which then activates heme-regulated inhibitor (HRI) in the cytosol (8, 9). Consistently, expression of both C10 G58R and C10 S59L generated S-DELE1 in an OMA1-dependent manner (Figure 9D and Supplemental Figure 12, G and J). Taken together, these findings demonstrate that C10 G58R and S59L activate the ISR through the OMA1/DELE1 pathway (Figure 9F).

To examine the ISR further, we looked at global gene expression in C10^G58R^ and C10^S59L^ mouse hearts on an OMA1^+/–^ background (Supplemental data set 3). Gene set enrichment analysis (GSEA) of reactome pathways showed that EIF2AK1 (HRI) response, tRNA aminoacylation, and mitochondrial translation were among the most upregulated pathways in C10^G58R^ versus C10^WT^ hearts (Supplemental data set 4). Indeed, we found that transcription factors involved in the ISR (ATF4, ATF5, CHOP, and CEBPG) were all significantly upregulated in both C10^G58R^ and C10^S59L^ mouse hearts (Figure 10A), along with several ATF4 targets, including MTHFD2, GDF15, FGF21, ASNS, LONP1, and ALDH18A1. Many of these same ISR-associated genes were downregulated by OMA1 ASO treatment compared with control ASO treatment in C10 G58R-KI mice (Figure 10, B and C, and Supplemental data set 4), demonstrating that the OMA1 stress response is responsible for the transcriptional upregulation of these genes. 

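The transcription factors of the ISR were lower in hearts of OMA1 ASO-treated mice. Atf4, whose protein drives transcription in the ISR, was at 14.15 ± 0.41 (SD, n = 5 arrays) with CTRL ASO and 11.16 ± 0.67 (SD, n = 8) with OMA1 ASO, a log2 fold change of −2.99 (standard error 0.291, adjusted p = 5.44e-06 from limma with Benjamini-Hochberg adjustment). Atf5, a related factor that induces mitochondrial stress genes, changed by −3.76 (standard error 0.303, adjusted p = 5.90e-07 from limma). Ddit3, which encodes CHOP, is read by a pair of clusters, with changes of −2.12 and −1.58 (adjusted p = 5.90e-07 and 4.65e-06 from limma). Cebpg, a dimerization partner of ATF4, changed by −1.88, and Nupr1, a stress-induced regulator of chromatin, by −3.83 with the smallest adjusted p of all clusters (4.27e-09 from limma). Trib3, a pseudokinase induced by CHOP, was at least 2.36-fold lower, with all OMA1 ASO arrays below background. Of the 9 measured genes of a list of ISR transcription factors, 6 were lower and none was higher (7 lower when adjusted over the list alone), and their median log2 fold change was −2.12. The list passed the list test (adjusted p = 9.50e-23 from limma's camera, and adjusted p = 0.00188 with an estimated correlation). On OMA1 ASO1 replicate 5, Atf4 was at 12.70, above the 10.64 to 11.17 of the other OMA1 ASO1 arrays.

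Several targets of ATF4 were lower as well. Asns was at 14.77 ± 0.28 (SD, n = 5) with CTRL ASO and 10.60 ± 0.63 (SD, n = 8) with OMA1 ASO, a change of −4.18 (standard error 0.266, adjusted p = 3.78e-08 from limma with Benjamini-Hochberg adjustment). Chac1, which encodes an enzyme that degrades glutathione, was at least 3.90-fold lower. Cth, which encodes an enzyme of cysteine synthesis, changed by −1.99, with 1 of 5 ASO1 arrays and 2 of 3 ASO2 arrays above background. Slc25a39, the mitochondrial glutathione carrier, changed by −1.84. Fgf21, which encodes a hormone secreted under mitochondrial stress, lay above background on only 1 of 5 CTRL ASO arrays and on none of the 8 OMA1 ASO arrays, so no fold is given, and it did not pass the test (adjusted p = 0.110 from limma). Myc changed by −3.16 (standard error 0.645, adjusted p = 0.0120 from limma), short of the threshold. Myc was at 11.34 on OMA1 ASO1 replicate 5 and at 7.04 on average on the other OMA1 ASO1 arrays. Without that array its adjusted p was 1.94e-06, the lowest of a range up to 0.0628 over the alternatives. Gsto1, a glutathione transferase, changed by −0.94 (adjusted p = 0.0334 from limma). Of the 32 genes of Fig. 10B, 29 are named in the array annotation and 3 are not analysed here. Of the 29, 17 were lower, none was higher and 12 did not pass (23 lower when adjusted over the list alone). Since the study chose these genes for display, the second count is not independent evidence. Of the 17, 11 still passed with the spread of each cluster estimated on its own. Of the 14 measured genes of a list of the HRI response, 9 were lower (9 when adjusted over the list alone). This list passed with adjusted p = 8.71e-23 from limma's camera and with adjusted p = 0.000240 with an estimated correlation. It shares genes with the list of ISR transcription factors, among them the lower Atf4, Atf5, Ddit3, Cebpg and Trib3. The tests of these lists are therefore not independent of each other.

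Over all 22206 clusters, 230 passed, 179 lower with a median log2 fold change of −1.52 and 51 higher with a median of 1.19. Without CTRL ASO replicate 2 the count was 142, and without CTRL ASO replicate 4 it was 149. From the fall of ISR-associated genes that were higher in C10 G58R hearts, the paper concludes that the OMA1 stress response is responsible for their transcriptional upregulation.

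**Figure D3:**
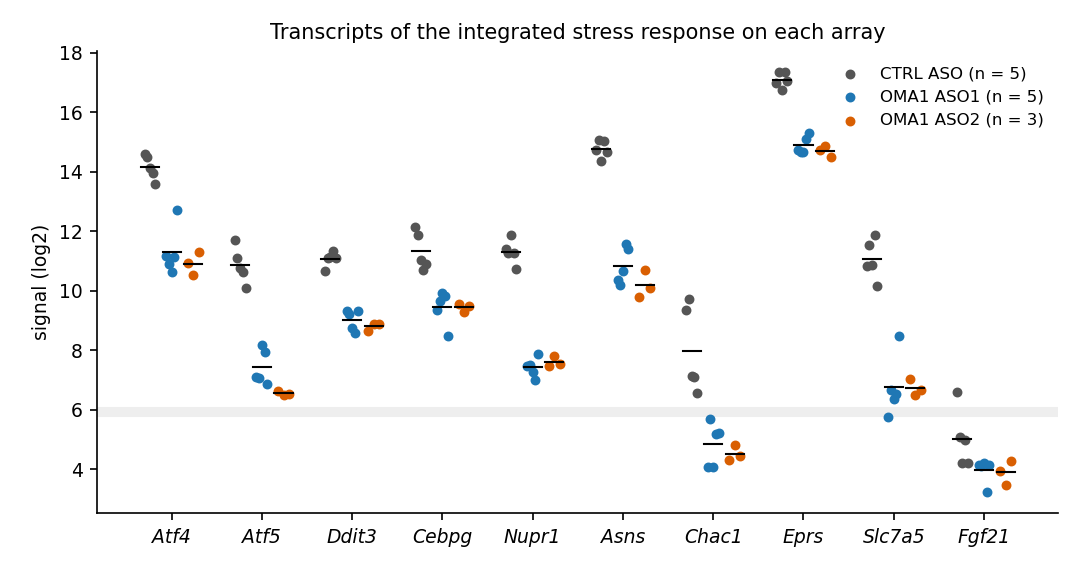
Log2 signal (y axis) of 10 ISR genes (x axis) on the CTRL ASO, OMA1 ASO1 and OMA1 ASO2 arrays, with a point for each array, bars for group means and a grey band for the range of array backgrounds (5.77 to 6.07). Atf4 falls from a mean of 14.15 to 11.16 and Asns from 14.77 to 10.60, while Fgf21 lies near or below the band in all groups.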

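Genes with higher transcript levels in C10 G58R than in C10 WT hearts were for the most part lower after OMA1 ASO. Ostn, which encodes the secreted muscle peptide osteocrin, was at 15.05 ± 0.28 (SD, n = 5 arrays) with CTRL ASO and 9.64 ± 0.76 (SD, n = 8) with OMA1 ASO, a log2 fold change of −5.42 (standard error 0.307, adjusted p = 9.58e-09 from limma with Benjamini-Hochberg adjustment). Vmn2r3, annotated as a vomeronasal receptor, was at least 9.00-fold lower, with all OMA1 ASO arrays below background. Supplemental data set 3 lists 72 transcript clusters with an FDR p under 0.01 in the C10 G58R versus C10 WT comparison, of which the study's fold is upward for 67 and downward for 5. That comparison used hearts of younger mice in a separate experiment, and the ASO arrays include no C10 WT hearts. Of these 72, 68 had the opposite sign with OMA1 ASO, and 45 (62.5%) also passed the threshold here. None passed in the same direction in limma (0 also at an unadjusted p under 0.05), and 27 did not pass. The median log2 fold change with OMA1 ASO was −1.80 over the 67 and 0.43 over the 5. Scn4b, a sodium channel subunit, was the only one of the 5 that passed the threshold, with a rise of 1.14 (adjusted p = 0.00416 from limma). It lay above background on 1 of 5 CTRL ASO arrays, and its call was lost without CTRL ASO replicate 2, 3, 4 or 5 (adjusted p up to 0.0206). Cdkn1a, which encodes the cell cycle inhibitor p21, had a change of −3.12 but did not pass (adjusted p = 0.115 from limma). Cdkn1a was at 14.86 on OMA1 ASO1 replicate 5 and at 8.19 on average on the other OMA1 ASO1 arrays. Without that array its adjusted p was 8.43e-05, the lowest of a range up to 0.297 over the alternatives. With the spread of each cluster estimated on its own, 27 of the 72 passed in the opposite direction. At an FDR p under 0.05 the data set lists 252 clusters, of which 216 had the opposite sign and 73 passed here.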

Altogether, approximately 70% of the differentially expressed genes (DEGs) identified in the C10^G58R^ versus C10^WT^ comparison were significantly suppressed by OMA1 ASO treatment, suggesting that OMA1 drove most of the transcriptional response to the G58R mutation (Figure 10D). Similar to OMA1 KD in the C10^G58R^ mice, constitutive KO of OMA1 in C10^S59L^ mice suppressed the ISR (Supplemental Figure 13). By contrast, constitutive KO of OMA1 in C10^G58R^ mice mildly increased the expression of some ATF4-dependent genes, likely reflecting alternative activation of ATF4 in the decompensated mice (Supplemental Figure 13). Taken together, these data demonstrate that OMA1 signals IMM stress through the ISR in vivo.

### OMA1 activation shapes the mitoproteome through mitonuclear signaling.

We next examined how the G58R mutation affects the heart mitochondrial proteome by label-free quantification mass spectrometry. Endonuclease G (Endog) and Ccdc127 were the 2 proteins with the greatest decrease in C10^G58R^ versus C10^WT^ heart mitochondria. The levels of OMA1 were also decreased, as expected, given its autocatalysis when activated (Figure 11A, left). Enzymes involved in coenzyme Q metabolism were also found to be overall decreased, with the exception of the upstream enzyme Pdss2, similar to what has been previously observed in models of decreased mtDNA expression (14). CI and CIV subunits were mildly decreased overall in C10^G58R^ heart mitochondria, consistent with the decrease in CI and CIV activity.

In contrast to the other CIV subunits, 3 were increased: Cox6a1, Cox7a2, and Cox7a2l. These CIV isoforms (called the “liver” isoforms) are not typically expressed in adult striated muscle but are the dominant isoforms in most other tissues (40, 41). The “heart” isoforms Cox6a2 and Cox7a1 were decreased, suggesting that CIV may undergo a subunit switch favoring liver over heart subunits (Figure 11, A and B, and Supplemental Figure 14, A and C). Notably, this switch occurred in each of the intact CIV complexes, separated by blue native PAGE (BN-PAGE) gel electrophoresis (Supplemental Figures 14, E and F, and Supplemental data set 2). Overall, the monomeric form of CIV was relatively preserved in C10^G58R^ hearts, but CIV-containing supercomplexes were decreased (Supplemental Figure 14C, right).

Plotting protein versus RNA expression showed that almost all OMA1-regulated genes were concordantly increased, suggesting that these protein changes are likely transcriptionally driven (Figure 11A, right). Among the most increased OMA1-dependent genes were enzymes in the mitochondrial 1-carbon (1C) metabolism and proline synthesis pathways, which are known targets of the ISR. Notably, the liver CIV isoforms were also increased, whereas the heart isoforms Cox6a2 and Cox7a1 were decreased, suggesting that the CIV isoform switch may also be mediated by the ISR.

We next assessed whether these changes to the mitochondrial proteome depended on OMA1. Enzymes in the 1C metabolism and proline synthesis pathways were significantly increased in C10^G58R^ and C10^S59L^ hearts and were suppressed by KD of OMA1 in C10^G58R^ hearts (Figure 11, B and C, and Supplemental Figure 14, A and B), confirming that their upregulation at the protein level was signaled by OMA1. Similarly, the liver isoform Cox6a1 increased in C10^G58R^ and C10^S59L^ hearts and was suppressed in C10^G58R^ hearts by OMA1 ASO treatment, confirming that this isoform was also upregulated by OMA1. By contrast, the heart isoform Cox7a1 exhibited a converse pattern; it was decreased in both C10^G58R^ and C10^S59L^ hearts and increased in C10^G58R^ hearts treated with OMA1 ASO, suggesting that it may be negatively regulated by OMA1. Considering all identified high-confidence, OMA1-regulated mitochondrial genes, the majority were significantly upregulated at both the transcript and protein levels and suppressed by OMA1 ASO at the transcript level (Supplemental Figure 14D). These results demonstrate that an OMA1-dependent transcriptional response rewired the heart mitochondrial proteome in response to the C10 G58R mutation.

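Mitochondrial 1C metabolism was lower as a list of transcripts after OMA1 ASO, while in proline synthesis and protein quality control single genes were. Mthfd2 was at 15.60 ± 0.12 (SD, n = 5 arrays) with CTRL ASO and 10.20 ± 1.09 (SD, n = 8) with OMA1 ASO, a log2 fold change of −5.41 (standard error 0.414, adjusted p = 3.31e-07 from limma with Benjamini-Hochberg adjustment). Aldh1l2, which oxidizes formyl-tetrahydrofolate in the matrix, changed by −3.49, with 4 of 8 OMA1 ASO arrays above background. Shmt2, the mitochondrial serine hydroxymethyltransferase, changed by −1.40 (adjusted p = 0.00422 from limma), a call lost without CTRL ASO replicate 1, 2, 3 or 4 or OMA1 ASO1 replicate 3 (adjusted p up to 0.0205). Mthfd1l, the mitochondrial formate-producing synthetase, changed by −1.01, with 1 of 5 ASO1 arrays and 0 of 3 ASO2 arrays above background, and did not pass (adjusted p = 0.0351 from limma). Without OMA1 ASO1 replicate 5 its adjusted p was 0.00787, the lowest of a range up to 0.232 over the alternatives. Of the 7 genes of a list of mitochondrial 1C metabolism, 3 were lower and none was higher (4 lower when adjusted over the list alone, with adjusted p = 1.78e-07 from limma's camera and adjusted p = 0.00307 with an estimated correlation). Aldh18a1, which catalyzes the entry into proline synthesis, changed by −2.83 (standard error 0.160, adjusted p = 9.58e-09 from limma). It was the only one of the 3 measured genes of proline synthesis to pass (1 lower and 1 higher when adjusted over the list alone), and the call of this list was lost with adjusted p = 0.158 with an estimated correlation. The others were Oat and Pycrl. Pycr1, whose protein the paper immunoblotted, was not among the measured genes of the list.

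Lonp1 was at 14.06 ± 0.19 (SD, n = 5) with CTRL ASO and 11.69 ± 0.28 (SD, n = 8) with OMA1 ASO (adjusted p = 6.25e-08 from limma with Benjamini-Hochberg adjustment). Hspa9, the mitochondrial HSP70, changed by −1.02 (standard error 0.155, adjusted p = 0.000863 from limma). Clpb, a disaggregase of the intermembrane space, changed by −1.04, and its call was lost when any 1 of 10 arrays was left out: CTRL ASO replicate 1 to 4, OMA1 ASO1 replicate 1 to 4, and OMA1 ASO2 replicate 1 and 2 (adjusted p = 0.0112 to 0.0334 from limma). Of 18 mitochondrial chaperones and proteases, 3 were lower and none was higher (6 lower when adjusted over the list alone), and the call of this list was lost with adjusted p = 0.0757 with an estimated correlation. Maoa, the outer membrane enzyme that oxidizes monoamines, changed by −2.82, Acot2, a matrix acyl-CoA thioesterase, by −2.21, and Gpt2, the mitochondrial alanine transaminase, by −1.65.

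Of the 21 genes of Supplemental Figure 14D, 17 are named in the array annotation and 4 are not analysed here. Of the 17, 14 were lower, none was higher and 3 did not pass (17 lower when adjusted over the list alone). The paper calls them high-confidence OMA1 targets found by proteomics, without the thresholds used, and these arrays are part of the data shown for them, so the counts are not taken as independent evidence. Cox6a1, the liver isoform of a complex IV subunit, was at 13.59 ± 0.40 (SD, n = 5) and 12.29 ± 0.68 (SD, n = 8), and its change of −1.30 did not pass (adjusted p = 0.0231 from limma). Slc25a5, an ADP/ATP carrier, changed by −0.80 (adjusted p = 0.0118 from limma) and Timm10, a chaperone of protein import, by −0.96 (adjusted p = 0.0221 from limma). Slc25a5 passed in limma without OMA1 ASO1 replicate 5 (adjusted p = 0.00385, in a range of 0.00229 to 0.0564 over the alternatives) and Timm10 without OMA1 ASO2 replicate 2 (adjusted p = 0.00991 from limma, in a range of 0.00440 to 0.0855). Of the 14, 9 still passed with the spread of each cluster estimated on its own.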

## Discussion

Through genetic characterization of a C10 G58R family and a C10^G58R^-KI mouse model, we have established that the G58R mutation is pathogenic, causing aggregate formation and autosomal dominant IMMD. OMA1 is activated in response to C10 G58R misfolding to mediate a protective response that involves mitochondrial fragmentation locally and signaling outside the mitochondria to activate the ISR. The ISR reshapes the mitochondrial proteome, including upregulation of the “liver” isoforms of CIV subunits, which we identify as a component of the ISR in striated muscle. To our knowledge, this is the first demonstration that the OMA1 stress response can be critical for neonatal survival and can mediate mitonuclear signaling through the ISR in vivo.

The heterozygous C10 G58R variant was first identified in *cis* with R15S in a large US family with autosomal dominant myopathy (25, 26). Here, we presented a family from the UK exhibiting myopathy and cardiomyopathy with a de novo G58R mutation in isolation, establishing that the G58R variant is pathogenic. The study of the US and UK families share several features, including (a) a generalized myopathy presenting in the first decade of life; (b) myopathic features and an absence of fibrillations on needle electromyography; (c) moderately decreased complex II-III activity and severely decreased complex IV activity; and (d) intramitochondrial inclusions that we found to be dilations of the cristae with intracristal membranes.

Despite their similarities, the disease severity differed between these US and UK families. In the US family, some members lived into their 60s, facial weakness was delayed until the third or fourth decade, and cardiomyopathy was not a general feature (26). By contrast, the 3 affected members of the UK family all died before the age of 35, and all had early facial weakness and cardiomyopathy. Although the reason for this difference is not clear at present, the genetic background including a potential protective effect of the *cis* R15S variant in the US family may play a role.

The C10 G58R and S59L mutations — while affecting neighboring residues — cause different phenotypes, with a more severe myopathy in patients with G58R mutations and upper and lower motor neuron involvement (as well as cerebellar, cortical, and possible nigrostriatal involvement) in patients with S59L mutations (27). As in humans, we found myopathy to be more severe in the C10^G58R^ mice than in the C10^S59L^ mice. The differential toxicities of G58R and S59L in muscle and nerve may relate to the distinct toxic conformations they adopt. Notably, C10 G58R and S59L exhibited differential solubility and formed aggregates with distinct morphologies and localizations in the affected heart tissue. Thus, although misfolding into toxic conformations may be a shared pathogenetic mechanism for dominant C10 and C2 mutations, distinct toxic conformations may cause distinct phenotypes. This parallels recent observations of other toxic misfolding proteins, such as α-synuclein and tau, which misfold into different pathogenic strains, each of which causes a distinct but related neurodegenerative disorder (42, 43).

C10 G58R dramatically distorted the IMM, with mitochondrial cristae forming focal dilations with internal vesicles. The IMM is commonly altered in models with mitochondrial dysfunction, and rod-like intracristal inclusions are known to develop in response to creatine depletion (44). However, the morphology of C10 G58R inclusions was distinct and plausibly reflected strain on the IMM from C10 G58R misfolding. Notably, the disruption of the IMM was more pronounced in the C10^G58R^ model than the comparatively mild effects on OXPHOS subunit expression, suggesting that IMM disruption may have been a proximal event. We propose that the morphogenesis of these intracristal inclusions may involve dilation of the cristae followed by internalization of membranes (possibly by inward budding), as some dilated cristae were empty, but most cristae with internal vesicles were dilated. Interestingly, L-OPA1, which is thought to stabilize the neck of cristae (45), may partially inhibit the formation of these inclusions, as we found that fewer inclusions formed in the absence of OMA1. However, although their formation may be modulated by OMA1, they seemed to be driven by C10 G58R toxicity, as they were observed in the presence or absence of OMA1. It is not clear at present whether C10 G58R disrupts the IMM through a direct interaction with the membrane or through an indirect mechanism.

Strikingly, OMA1 activation was critical for neonatal survival of C10^G58R^ mice, with only a few escapees surviving to young adulthood. Escape from neonatal lethality is also seen in other mitochondrial disorders, such as reversible infantile respiratory chain deficiency, and may reflect metabolic rescue by an alternatively activated ISR and/or the mTOR pathway (46). The neonatal lethality we observed in the C10^G58R^ OMA1^–/–^ double mutants contrasts with previously reported models, including YME1L conditional heart KO and PHB2 conditional brain KO models, in which OMA1 activation drove the pathology (18, 19). The trigger for OMA1 activation, however, may be different in these models; YME1L, OMA1, and PHB2 associate within inner membrane proteolytic hubs, the disruption of which may lead to aberrant OMA1 activation (47, 48). Activation of OMA1 by C10 G58R, by contrast, may be through bioenergetic instability. Notably, C10 G58R caused lower ΔΨ_m_ and unstable ΔΨ_m_ when expressed in cultured cells. These perturbations can be directly sensed by a voltage sensor in OMA1 to increase its activity (6, 34, 35). However, direct evidence for a causal link between lowered ΔΨ_m_ from C10 G58R expression and OMA1 activation is still lacking, and another mechanism of OMA1 activation by C10 G58R is possible.

In addition to demonstrating that OMA1 mediated mitochondrial fragmentation in response to C10 G58R stress, we showed in vivo that OMA1 signaled mitochondrial stress to the nucleus through the ISR. This involves the OMA1-mediated cleavage of DELE1 in the IMS, as part of the OMA1/DELE1/HRI pathway recently described in cell culture studies (8, 9). This mechanism is likely shared by other mitochondrial stresses that disrupt inner membrane integrity or otherwise cause instability of ΔΨ_m_ to activate OMA1.

Although we showed that OMA1 was necessary for the survival of C10^G58R^ pups, it remains unknown which function of OMA1 is necessary: mitochondrial fragmentation (likely through L-OPA1 cleavage), activation of the ISR (through DELE1/HRI), and/or an uncharacterized function. Future studies focused on the 2 best established substrates of OMA1, DELE1 and OPA1, may help clarify the importance of each to the OMA1 stress response.

Our findings beg the question: Do all forms of mitochondrial dysfunction activate the ISR through OMA1? Notably, the ISR is potently activated by mutations or toxins that decrease mtDNA expression (sometimes termed mitonuclear imbalance) (14, 17). Are these stress responses also OMA1 dependent? Two lines of evidence suggest that they may not be. Although cell culture studies found that diverse mitochondrial toxins activated the ISR through OMA1 and DELE1, inhibition of mtRNA translation with dox did not (9). Additionally, OMA1-independent modes of DELE1 signaling have been detected (10). Using OMA1 levels as a biomarker of OMA1 activation, we compared the heart mitoproteome of our C10^G58R^ model with models with reduced mtDNA expression (14). Although the ISR was activated to a similar extent in all models, OMA1 levels were reduced as expected in the C10^G58R^ model but were unchanged or increased following diminished mtDNA expression (Supplemental Figure 15A). Notably, models with diminished mtDNA expression had larger reductions in OXPHOS subunits than we observed in our C10^G58R^ model (Supplemental Figure 15A). We speculate that there are at least 2 mitochondrial ISR pathways: one that signals loss of IMM integrity through OMA1, and another that signals severe OXPHOS deficiency independently of OMA1. Plausible mechanisms for the OMA1-independent ISR activation include GCN2 activation in response to asparagine deficiency or mTOR activation, as proposed previously (13, 16, 49).

In addition to well-characterized ISR-dependent changes in the heart, we observed upregulation of the ubiquitous liver subunits of CIV (including Cox6a1, Cox7a2, and Cox7a2l) and downregulation of their heart counterparts (Cox6a2 and Cox7a1). Analysis of proteomics data from a previous study of 5 models with decreased mtDNA expression showed a similar shift between the liver and heart isoforms, suggesting that this is a general feature of the ISR in striated muscle (Supplemental Figure 15B) (14). Although the liver isoforms are present in striated muscle at birth in mice, their expression decreases at around 4 weeks of age, as these isoforms are replaced by their heart counterparts (50). Although Cox7a2l has been observed previously to increase in response to an ER stress–mediated ISR (through PERK) (51), our findings place this change in the broader context of a subunit switch in CIV favoring the more generally expressed liver subunits.

In summary, we have shown that the C10 G58R mutation causes a pathologically distinct form of mitochondrial myopathy, IMMD. In response to C10 G58R misfolding, OMA1 mediates a protective response that fragments mitochondria locally and signals mitochondrial stress to the nucleus through the ISR. As the OMA1 stress response is protective, interventions facilitating it may have therapeutic potential. Additionally, as C10 G58R has a toxic gain-of-function mechanism and C10 KO is tolerated (15, 22), reducing C10 expression may be a viable therapeutic strategy for IMMD. Finally, it is notable that FGF21 was elevated in the proband’s serum and that expression of FGF21 and GDF15 was dependent on the OMA1 stress response in the C10 G58R mouse model. As both FGF21 and GDF15 are serum proteins that are commonly elevated in mitochondrial myopathies, they may serve as biomarkers of target engagement and treatment responses in IMMD therapeutic trials (52, 53).

## Methods

Further information can be found in the Supplemental Methods (54–66).

### Data availability.

The microarray data generated in this study have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE189393 and GSE189396) and the analyzed data are provided in Supplemental data set 3. Proteomics data are provided in Supplemental data set 2.

### Genetic and clinical characterization of the CHCHD10 p.G58R family.

The proband of the family was referred to the Mitochondrial Diagnostic Centre at Oxford University for clinical assessment as well as histological, biochemical, and molecular genetic analyses.

### Mouse models.

Mice were maintained on a 12-hour light/12-hour dark cycle, with food and water provided ad libitum. The C10^G58R^ mouse was generated using CRISPR/Cas9 endonuclease-mediated genome editing on a C57Bl6J background. The generation of C10^S59L^, C2/C10-DKO, and OMA1-KO mice was described previously (15, 36).

### Motor function tests.

C10^WT^ and C10^G58R^ littermate mice, aged 18 weeks, and C10^S59L^ mice, aged 25 weeks, were tested. Mouse forelimb grip strength was measured by pulling the mouse and recording the force generated as the mouse gripped onto the instrument (BIOSEB instrument with bar, catalog EB1-BIO-GS3). Balance and motor coordination were tested by placing the mice on a rotarod (Ugo Basile, catalog 57624) and measuring the time to fall. Endurance and fatigue were measured with the treadmill fatigue test adapted from a previously published protocol (67).

### Mouse CI and CIV activity assays.

Assays were performed according to the kit instructions (Abcam; CI rodent: AB109721, CIV rodent: AB109911). All preparation steps, including homogenization, were performed on ice, and 30–60 mg samples of liquid-nitrogen flash-frozen mouse heart or muscle were used.

### Human histochemistry and complex activities.

Histochemistry and ETC complex activities were performed according to standard methods within the context of an accredited National Health Service (NHS) diagnostic laboratory (68–70).

### Cell transfection.

HeLa cells, HEK293 cells, or 293T cells were transfected with WT or mutant C10 constructs using FuGENE 6 transfection reagent (Promega, catalog PRE2691) in all instances except for the experiments shown in Figure 9 and Supplemental Figure 12, in which PEI 25K (Polysciences, catalog 23966) was used. For the experiments involving Su9-EGFP, the cells were transfected with both C10 constructs and Su9-EGFP at a 3:1 DNA ratio. The cells were incubated at 37°C at least overnight before downstream analysis.

### Immunoblotting.

Immunoblotting and densitometric measurements were performed as described previously (15).

### Mitochondrial isolation.

Mitochondria were isolated from cells or whole mouse hearts as described previously (71).

### Super-resolution imaging.

The super-resolution images shown in Figure 2D, Figure 3B, Supplemental Figure 1F, Supplemental Figure 4E, Supplemental Figure 6, A and F, Supplemental Figure 10A, and Supplemental Figure 11B were acquired using an LSM 880 with Airyscan microscope (Zeiss) as *z*-stacks, with a minimum of 5 images. The images were 3D deconvolved using the default settings in the Zeiss Zen software. The images shown are maximum-intensity projections of the *z*-stack produced using ImageJ/Fiji (NIH).

### Cell lines.

HeLa^OMA1 KO^ cells were a gift from Richard Youle (NIH), and their generation was described previously (72). HEK293^C2/C10 DKO^, HEK293^OMA1 KO^, and HEK293 C10 G58R Tet-inducible cells were described previously (15), and HEK293 C10 WT and S59L Tet-inducible cells were generated in the same manner, using the sleeping beauty transposon system. These cells all also express blue fluorescent protein (BFP) from a separate promoter. Where indicated, HEK293^WT^, HEK293^OMA1 KO^, and HEK293^C2/C10 DKO^ cell lines were transduced with empty vector, C10 WT, C10 G58R, or C10 S59L subcloned into the pCIG3-IRES-GFP vector as described previously (15). Experiments with the transduced cells were performed 4–5 days after transduction. The original HEK293 and HeLa cell lines were from American Type Culture Collection (ATCC).

### FIB-SEM, segmentation, reconstruction, and analysis.

Heart samples were processed with the standard TEM protocol described above. The blocks were processed with the ZEISS Crossbeam 540 (Gemini II column) to collect FIB-SEM micrographs at a 10 nm pixel size (X × Y × Z) using ZEISS Atlas 5 software (Carl Zeiss Microscopy). The 10 nm FIB milling thickness was conducted at 30 keV, while maintaining the beam current at 2 nA. The collected micrographs were aligned using a proprietary algorithm and then exported as 8-bit TIFF files, which were sent to Ariadne (https://ariadne.ai/) for AI-based segmentation of mitochondria. The 3D-reconstructed mitochondria for this study were generated using Dragonfly software, version 2020.2 for Windows 10 (Object Research Systems; http://www.theobjects.com/dragonfly). Analysis was performed using the multi-ROI object analysis tool in Dragonfly.

### RNA microarray.

RNA was extracted from mouse hearts using either the Direct-zol RNA Miniprep Kit (Zymo, catalog R2051) or the RNeasy Fibrous Tissue Mini Kit (QIAGEN, catalog 74704, used for the ASO experiment), and RNA expression was measured using the Clariom_S_Mouse microarray (Affymetrix). Transcriptome Analysis Console software (Affymetrix, version 4.0.1) was used to analyze the data with the default settings.

### ASO experiment.

ASOs were synthesized at Ionis Pharmaceuticals as previously described (73). C10^G58R;^ OMA1^+/–^ mice were given weekly subcutaneous injections of either a nontargeting (control) ASO or 1 of 2 OMA1-targeting ASOs starting at 21 weeks of age. The ASOs were at a concentration of 5 mg/mL, and injections were dosed at 50 mpk. A total of 12 injections were administered per mouse over 12 weeks. Echocardiography was performed during the tenth week, and motor function tests were performed during the 12th (final) week. After the tests were completed, the mice were anesthetized with isoflurane and transcardially perfused with PBS, and their tissue was collected and flash-frozen in liquid nitrogen. Immunoblotting and transcriptomics were performed on heart tissue as described above.

### BN-PAGE.

Mitochondrial isolation from fresh heart tissue was performed as described above, and BN-PAGE was performed as previously described (23).

### Statistics.

FDR *q* values were calculated for the transcriptomics experiments with Transcriptome Analysis Console software (Affymetrix, version 4.0.1) and for the proteomics experiments with Perseus (MaxQuant, using the permutation-based FDR method with s_0_ = 0). All other statistical analyses were performed in GraphPad Prism 9 (GraphPad Software) using Welch’s *t* test corrected for multiple comparisons; 1-way ANOVA with Dunnett’s T3 multiple comparisons (or Šidák’s or Games-Howell’s multiple comparisons); 2-way ANOVA with Šidák’s multiple comparisons; or the log-rank (Mantel-Cox) test for survival data.

### Study approval.

The patient research protocol (REC 20/04, IRAS 162181) was approved and performed under the ethics guidelines issued by the South Central–Berkshire Research Ethics committee for clinical studies (United Kingdom), with written informed consent obtained from all participants including for the publishing of patient photographs. All animal studies were approved by the Animal Care Use Committee of the NINDS, NIH intramural program.

## Author contributions

MKS and DPN conceptualized the study and designed the methodology. MKS, XH, BPW, EF, IS, YL, CKEB, DAS, CF, IAB, LTJ, JP, and DPN performed experiments. MKS, NPR, and DPN conducted formal analysis. AFP, PMQ, CLO, JP, and DPN provided resources. MKS and DPN wrote the original draft of the manuscript. Review and Editing, MKS, XH, JP, PMQ, EF, LTJ, and DPN reviewed and edited the manuscript. MKS and DPN performed visualization. LTJ, JP, and DPN supervised the study. LTJ, JP, and DPN acquired funding.

## Supplementary Material

Supplemental data

Supplemental data set 1

Supplemental data set 2

Supplemental data set 3

Supplemental data set 4

Supplemental video 1

Supplemental video 2

Supplemental video 3

## Figures and Tables

**Figure 1:**
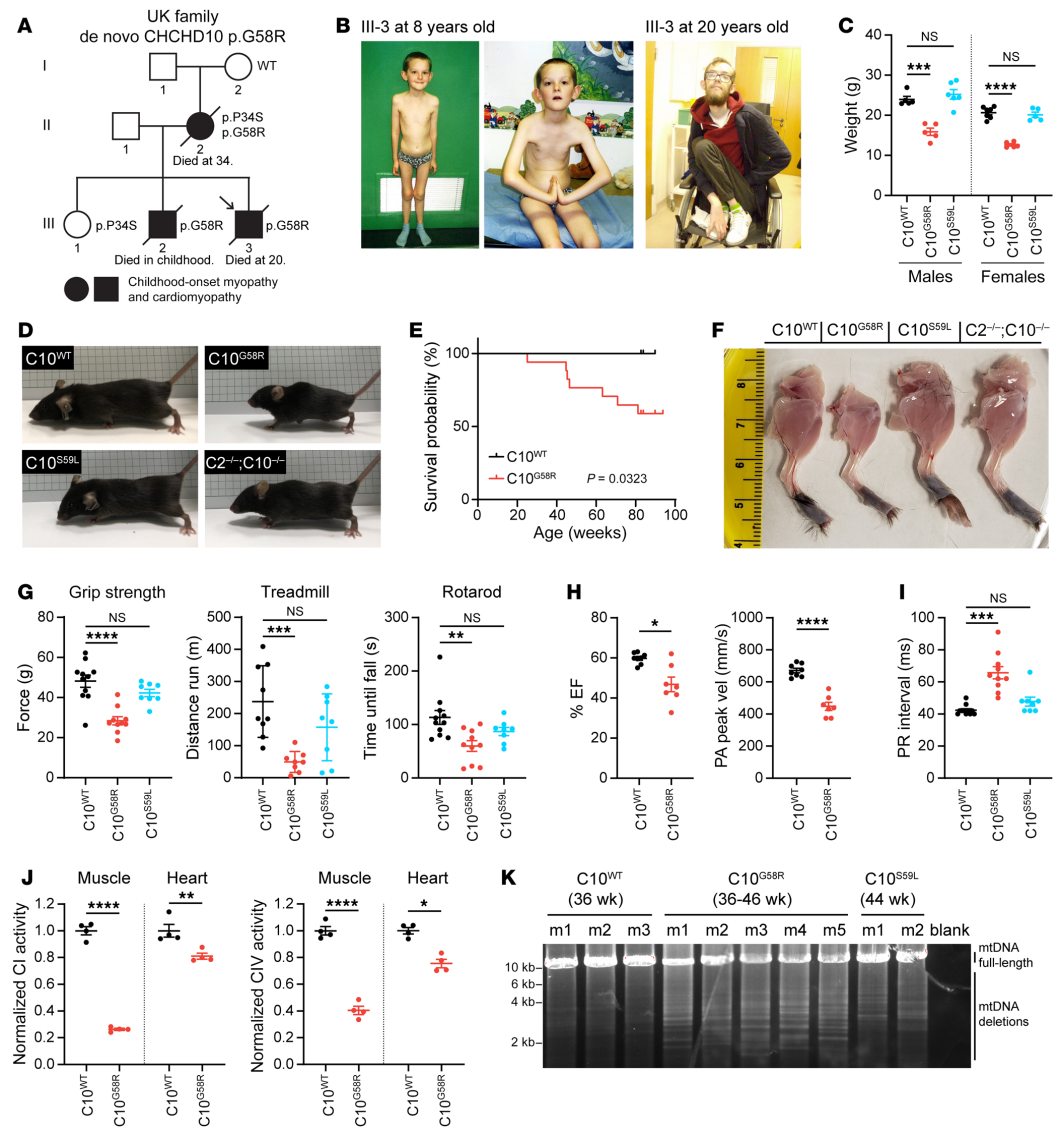
The C10 G58R mutation causes dominant myopathy and cardiomyopathy in humans and mice. (**A**) Pedigree of the UK family. Arrow indicates the proband. (**B**) The proband (III-3) at 8 (left) and 20 (right) years of age. (**C**) Weights of 10- to 11-week-old C10^WT^, C10^G58R^, and C10^S59L^ male and female mice. (**D**) Fifteen-week-old C10^WT^ and C10^G58R^ littermate mice, with C10^S59L^ and C2/C10-DKO mice of the same age for comparison. (**E**) Survival curve for C10^WT^ (*n =* 9) and C10^G58R^ (*n =* 17) mice. (**F**) Skinned hind limbs of 15-week-old C10^WT^, C10^G58R^, C10^S59L^, and C2/C10-DKO mice. (**G**) Grip strength, treadmill fatigue test, and rotarod assays of 18-week-old C10^WT^ and C10^G58R^ mice and 25-week-old C10^S59L^ mice. (**H**) Ejection fraction (EF) percentage and pulmonary artery (PA) peak velocity (vel) in C10^WT^ and C10^G58R^ mice on echocardiography. (**I**) Electrocardiographic PR intervals for C10^WT^, C10^G58R^, and C10^S59L^ mice. (**J**) CI and CIV activity in C10^WT^ and C10^G58R^ mouse heart and tibialis lysates. (**K**) Long-range PCR of a 12.8 kb segment of C10^WT^, C10^G58R^, and C10^S59L^ mouse heart mtDNA. m, mouse. Error bars represent the SEM. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, by 1-way ANOVA with Dunnett’s T3 multiple comparisons (**C**, **G**, and **I**), log-rank test (**E**), and *t* test with Welch’s correction (**H** and **J**). See also Supplemental Figures 1–3, Table 1, and Supplemental data set 1.

**Figure 2:**
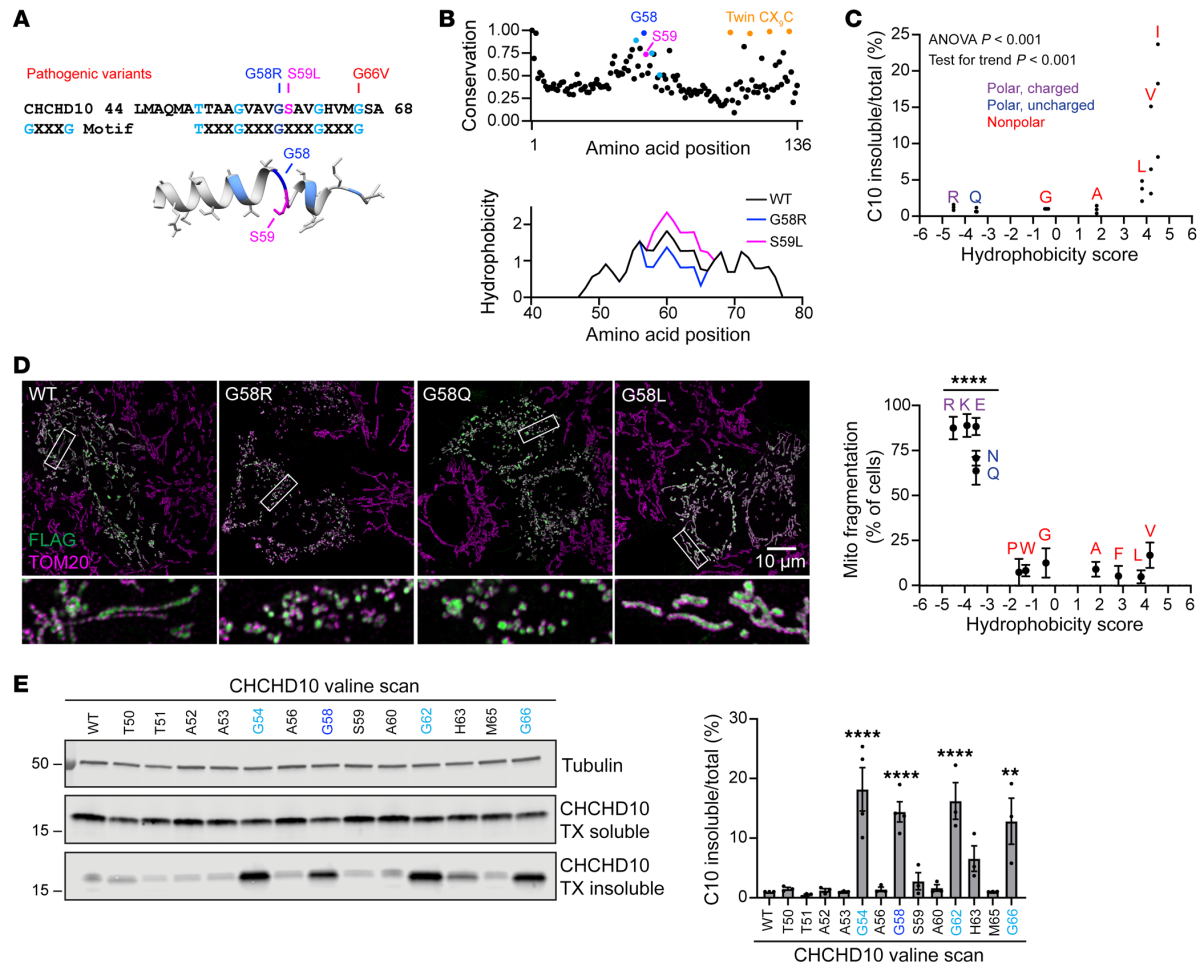
The C10 G58 position is highly conserved and lies on an insolubility-prone face of the α-helix. (**A**) Top: Amino acid sequence of the hydrophobic α-helix of C10 showing pathogenic variants and highlighting the GXXXG motif. Bottom: EVfold prediction of the structure of the α-helix. (**B**) EVcouplings conservation analysis of C10 and predicted hydrophobicity of the region around the α-helix. (**C**) Levels of insoluble/total C10 in HEK293 C2/C10-DKO cells after transfection with C10 containing G58 substitutions with amino acids of varying hydrophobicity on the Kyte-Doolittle scale (*x* axis) (*n =* 3 biological replicates). (**D**) Representative Airyscan images of mitochondria in HeLa cells transfected with C10 containing the indicated G58 substitutions. Scale bar: 10 μm. Original magnification, ×5 (bottom images). Plot shows quantification of mitochondrial (Mito) fragmentation in HeLa cells transfected with C10 containing G58 substitutions with amino acids of varying hydrophobicity (*n* ≥50 cells per replicate from 3 biological replicates; individual data points are shown in Supplemental Figure 4B). (**E**) Representative blot of a Triton X–soluble/–insoluble (TX-soluble/-insoluble) assay of HEK293 C2/C10-DKO cells transfected with C10, whereby individual residues of the α-helix were mutated to valines. Graph shows quantification of the blots (*n =* 3–4 biological replicates). Error bars represent the SEM. **P < 0.01 and ****P < 0.0001, by 1-way ANOVA with Dunnett’s T3 multiple comparisons with pooled variance (**D**) or Sidak’s multiple comparisons (**E**). See also Supplemental Figure 4.

**Figure 3:**
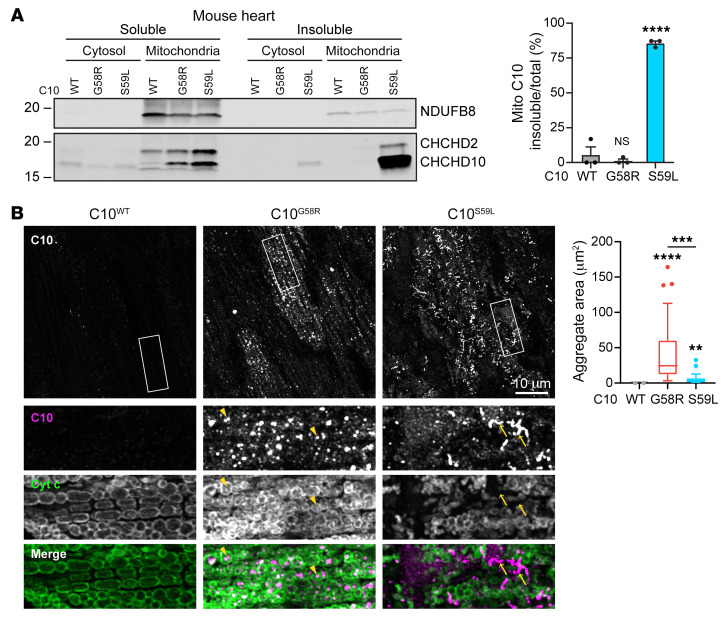
C10 G58R is predominantly soluble but forms aggregates that are distinct from C10 S59L. (**A**) Representative immunoblot of a soluble/insoluble assay of C10 from the cytosolic or mitochondrial (Mito) fraction of C10^WT^, C10^G58R^, and C10^S59L^ mouse hearts. Loading controls are shown in Supplemental Figure 4D. Graph shows quantification of the blots (*n =* 3 mice per genotype). (**B**) Airyscan images of 15-week-old C10^WT^, C10^G58R^, and C10^S59L^ mouse hearts stained for C10 and cytochrome c. Arrowheads show intramitochondrial aggregates, and arrows show extramitochondrial aggregates. Quantification of C10 aggregate area per field of view (FOV) of 36- to 46-week-old mice (*n =* 3 mice C10^WT^ and C10^S59L^, *n =* 4 mice C10^G58R^; *n* = 8 FOV per mouse). Scale bar: 10 μm. Original magnification, ×2.5 (bottom images). Error bars represent the SEM. **P < 0.01, ***P < 0.001, and ****P < 0.0001, by 1-way ANOVA with Dunnett’s T3 multiple comparisons. Box-and-whisker plot lines were calculated using Tukey’s method. See also Supplemental Figure 4.

**Figure 4:**
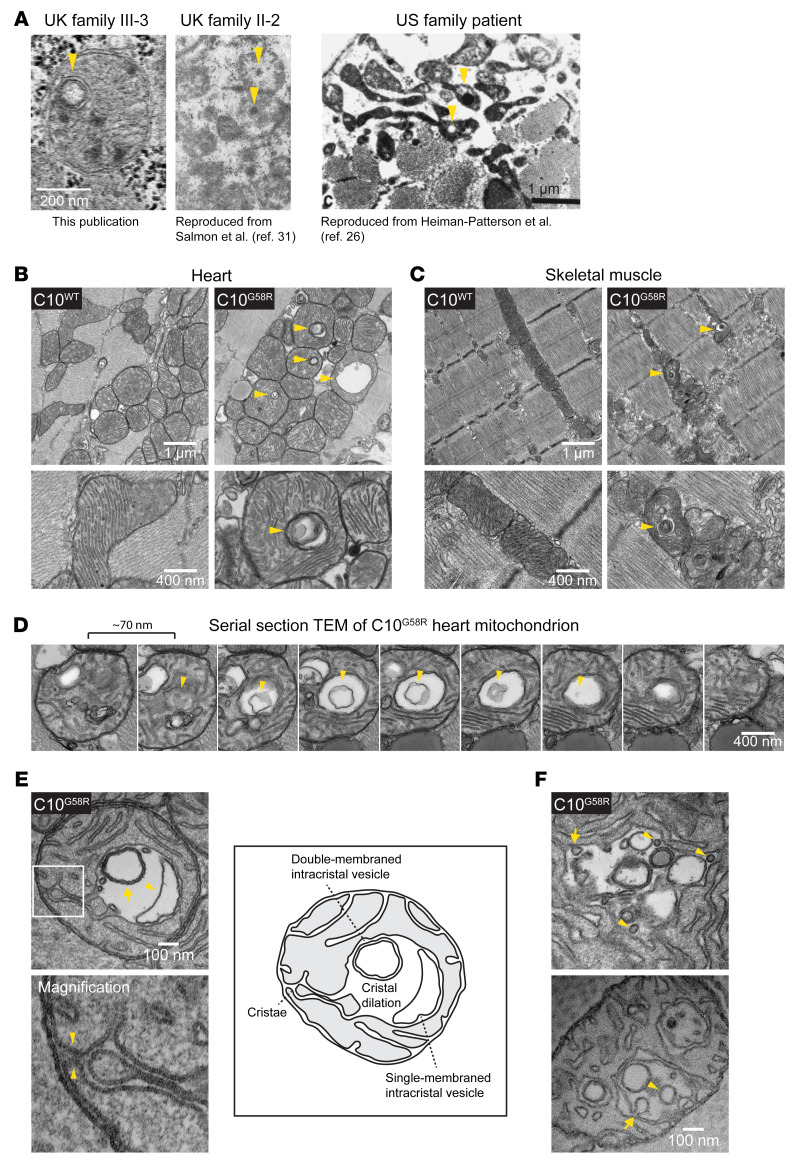
Intracristal inclusions are characteristic of affected C10 G58R patient and mouse muscle. (**A**) Intramitochondrial inclusions in muscles of patients with the G58R mutation (arrowheads). Scale bar: 1 μm. The “UK family II-2” image was reproduced with permission from *The Lancet* (ref. 31), and the “US family patient” image was reproduced with permission from *Muscle & Nerve* (ref. 26). (**B**) TEM of 28-week-old C10^WT^ and C10^G58R^ mouse hearts. Arrowheads indicate intramitochondrial inclusions (representative of ≥15 fields in 2 biological replicates). (**C**) TEM of tibialis from 14-week-old C10^WT^ and C10^G58R^ mice on the OMA1^+/–^ background. Arrowheads indicate intramitochondrial inclusions (representative of ≥10 fields in 1 biological replicate). Scale bars: 1 μm and 400 nm (**B** and **C**). (**D**) Serial TEM following an intramitochondrial inclusion containing a membranous vesicle within (representative of ≥6 mitochondria from 1 biological replicate). Scale bar: 400 nm. (**E**) Top: TEM of an ultrathin section of a 33-week-old C10^G58R^ mouse heart showing cristal dilation, a single-membraned intracristal vesicle (arrowhead), and a double-membraned intracristal vesicle (arrow). Bottom: Higher-magnification (×3.5) image showing continuity with the IMM, indicated by arrowheads. Right: Sketch and labels for the image on the left (representative of ≥10 mitochondria in 1 biological replicate). (**F**) TEM of an ultrathin section of a 33-week-old C10^G58R^ mouse heart showing inner membrane active budding events (arrows) and completed budding (arrowheads) (representative of ≥5 mitochondria in 1 biological replicate). Scale bar: 100 μm.

**Figure 5:**
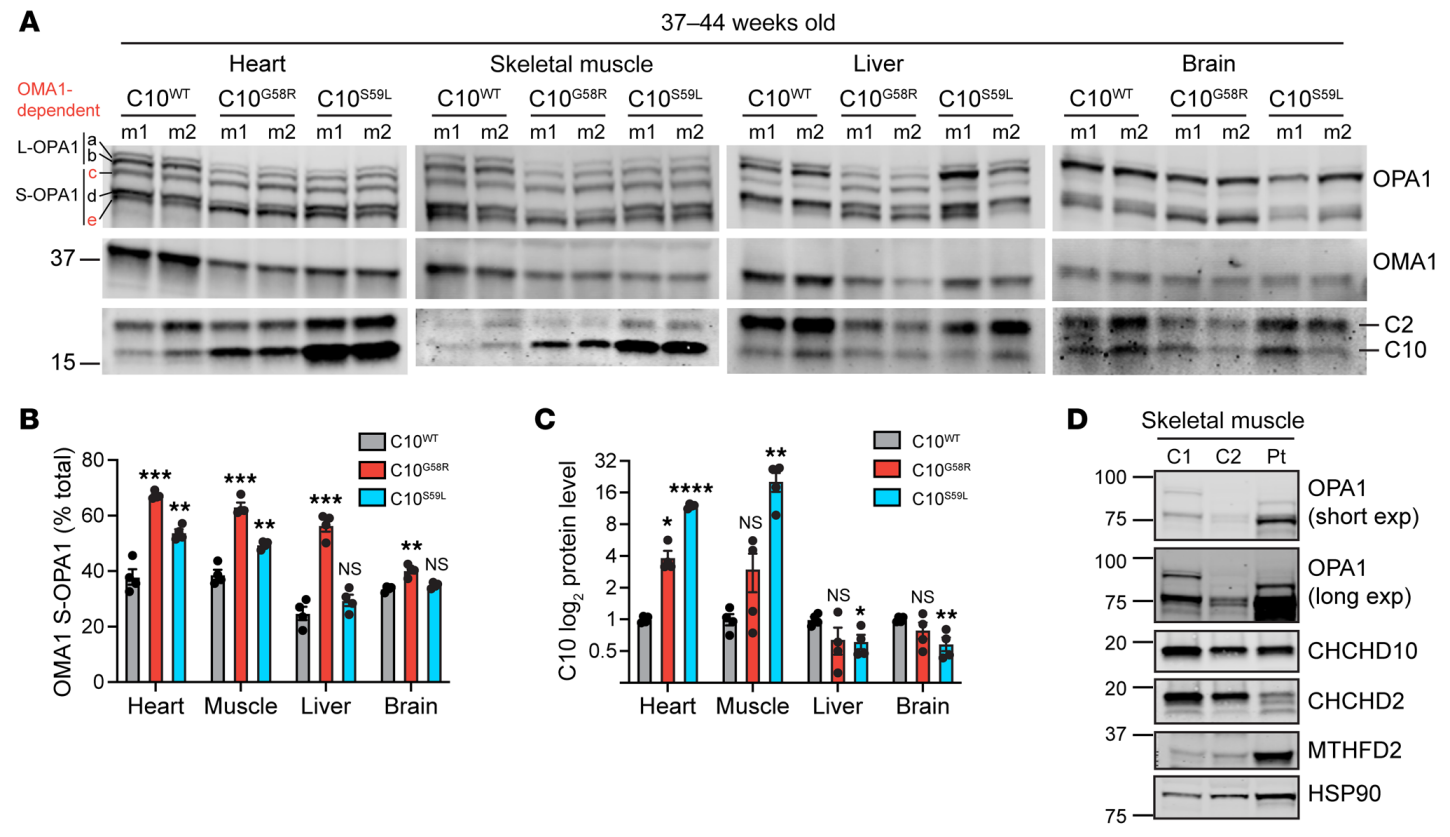
OMA1 is activated in C10 G58R mouse tissue. (**A**) Immunoblots of OPA1, OMA1, C2, and C10 in different tissues from 37- to 44-week-old C10^WT^, C10^G58R^, and C10^S59L^ mice. The loading controls are shown in Supplemental Figure 5A. (**B**) Quantification of OMA-cleaved OPA1 bands (c+e/total) from **A** (*n =* 4 mice per genotype). (**C**) Quantification of C10 levels from **A**. (**D**) Immunoblot of OPA1 levels from the C10 G58R proband (patient III-3) and 2 nonmyopathic controls. C, control, exp, exposure; Pt, patient. Error bars represent the SEM. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, by 1-way ANOVA with Dunnett’s T3 multiple comparisons. See also Supplemental Figure 5.

**Figure 6:**
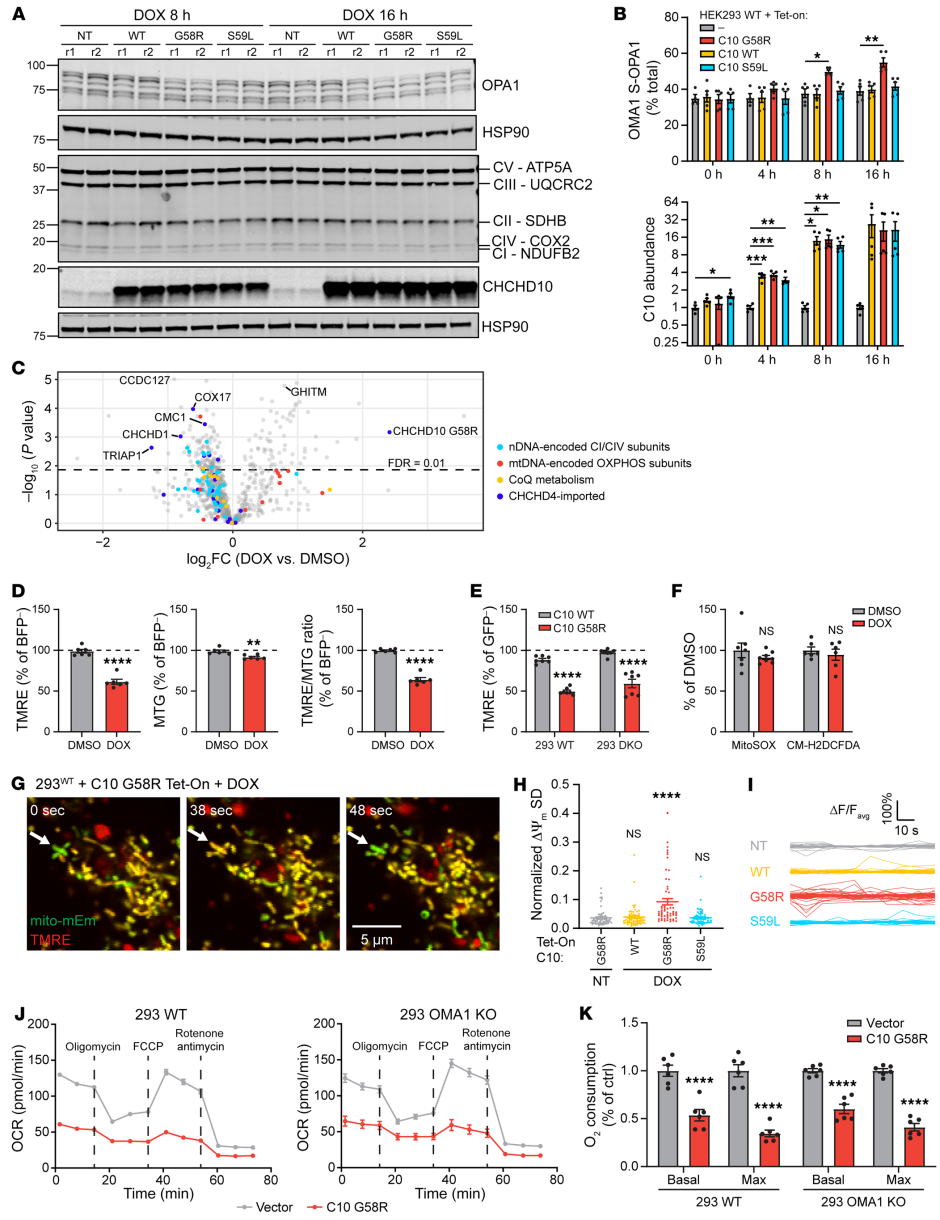
C10 G58R activates OMA1 in mouse and patient tissues and localizes to mitochondria. (**A**) Western blot showing WT and C10 WT/G58R/S59L dox-inducible HEK293 cell lines at the 8- and 16-hour dox (1 μg/mL) treatment time points. r1, replicate 1. (**B**) Quantification of OMA1 S-OPA1 (top) and C10 (bottom) levels from **A** and Supplemental Figure 7C (*n =* 4–5 biological replicates). (**C**) Protein differential abundance between HEK293 WT C10 G58R dox-inducible cells treated overnight with DMSO or dox (*n =* 4 biological replicates). nDNA, nuclear DNA. (**D**) Tetramethylrhodamine ethyl ester (TMRE) and MitoTracker Green (MTG) signal intensities in DMSO- and dox-treated HEK293 WT C10 G58R dox-inducible cells treated for over 24 hours (*n =* 6 biological replicates total on at least 2 occasions). (**E**) TMRE intensities in HEK293 WT (293 WT) and C2/C10-DKO cells transduced with WT C10 or C10 G58R (*n =* 7 biological replicates total on at least 2 occasions). (**F**) MitoSOX and CM-H_2_DCFDA fluorescence intensities in HEK293 WT C10 G58R dox-inducible cells treated overnight with DMSO or dox (*n =* at least 7 biological replicates on at least 2 occasions). (**G**) Representative confocal time series images of Tet-On HEK293 cells overexpressing C10 G58R. Arrows indicate a mitochondrial flicker event. Scale bar: 5 μm. mitomEm, mito-mEmerald. (**H**) Normalized SD of ΔΨ_m_ in mitochondria followed for 85 seconds (*n =* 60 mitochondria analyzed from 3 biological replicates). (**I**) Fluctuations in normalized ΔΨ_m_ of individual mitochondria followed for 85 seconds (*n =* 60 mitochondria analyzed from 3 biological replicates; each line represents an individual mitochondrion). ΔF/F_avg_, change in fluorescence intensity divided by the average fluorescence intensity. (**J**) Representative oxygen consumption rate (OCR) plots from Seahorse assays using HEK293 WT and OMA1-KO cells transduced with an empty vector or C10 G58R. (**K**) Quantification of basal and maximum oxygen consumption from the experiments in **J** (*n =* 6 biological replicates). Ctrl, control. Error bars represent the SEM. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, by 1-way ANOVA with Dunnett’s T3 multiple comparisons (**B** and **H**), permutation-based FDR with s_0_ = 0 (**C**), *t* test with Welch’s correction (**D** and **F**) and 2-way ANOVA with Sidak’s multiple comparisons (**E** and **K**). See also Supplemental Figures 7 and 8 and Supplemental data set 2.

**Figure 7:**
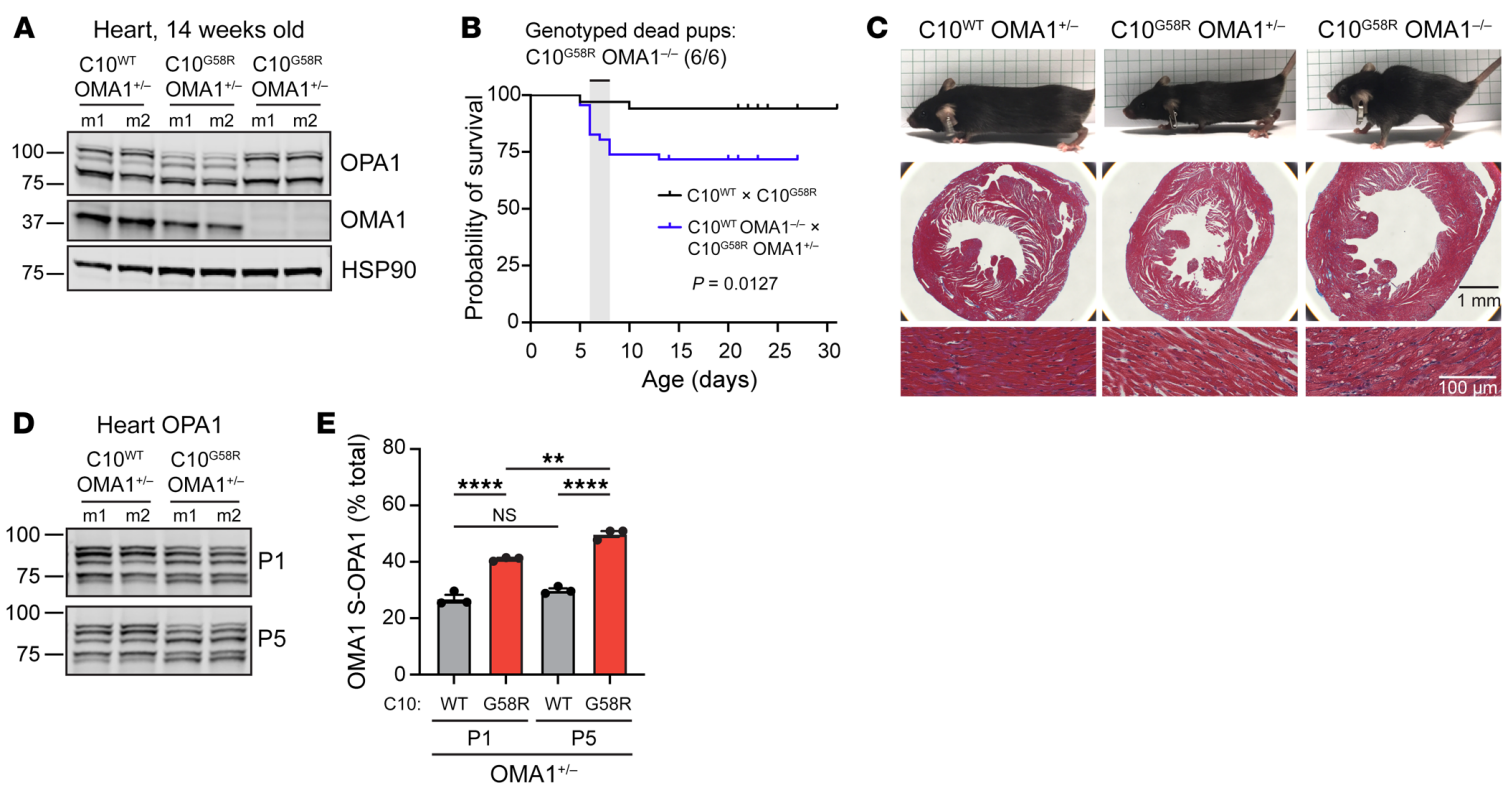
OMA1 is critical for C10 G58R pup survival. (**A**) Immunoblot of OPA1 and OMA1 levels in 14-week-old littermates of the C10^WT^ OMA1^–/–^ and C10^G58R^ OMA1^+/–^ cross. m, mouse (*n* = 4 mice per genotype). (**B**) Survival curves for pups from the C10^WT^ and C10^G58R^ cross and the C10^WT^ OMA1^–/–^ and C10^G58R^ OMA1^+/–^ cross. All 6 dead pups genotyped from the latter cross were C10^G58R^ OMA1^–/–^ (*n =* 18 pups from the C10^WT^ and C10^G58R^ cross; *n =* 46 pups from C10^WT^ OMA1^–/–^ and C10^G58R^ OMA1^+/–^ cross). (**C**) Top: 14-week-old littermates from the C10^WT^ OMA1^–/–^ and C10^G58R^ OMA1^+/–^ cross. Middle: Masson’s trichrome (MT) stainings of mouse hearts. Bottom: Magnified MT stainings of heart showing prominent vacuolation in C10^G58R^ OMA1^–/–^ hearts (*n* = 3 mice per genotype). Scale bars: 1 mm (middle) and 100 μm (bottom). (**D**) Immunoblot of OPA1 levels in hearts from C10^WT^ or C10^G58R^ mice on the OMA1^+/–^ background, on P1 and P5. Loading controls are shown in Supplemental Figure 9G (*n* = 3 mice per genotype). (**E**) Quantification of OMA-cleaved OPA1 bands (c+e/total) from immunoblot data in **D**. Error bars represent the SEM. **P < 0.01 and ****P < 0.0001, by log-rank test (**B**) and 2-way ANOVA with Sidak’s multiple comparisons (**E**). See also Supplemental Figure 9.

**Figure 8:**
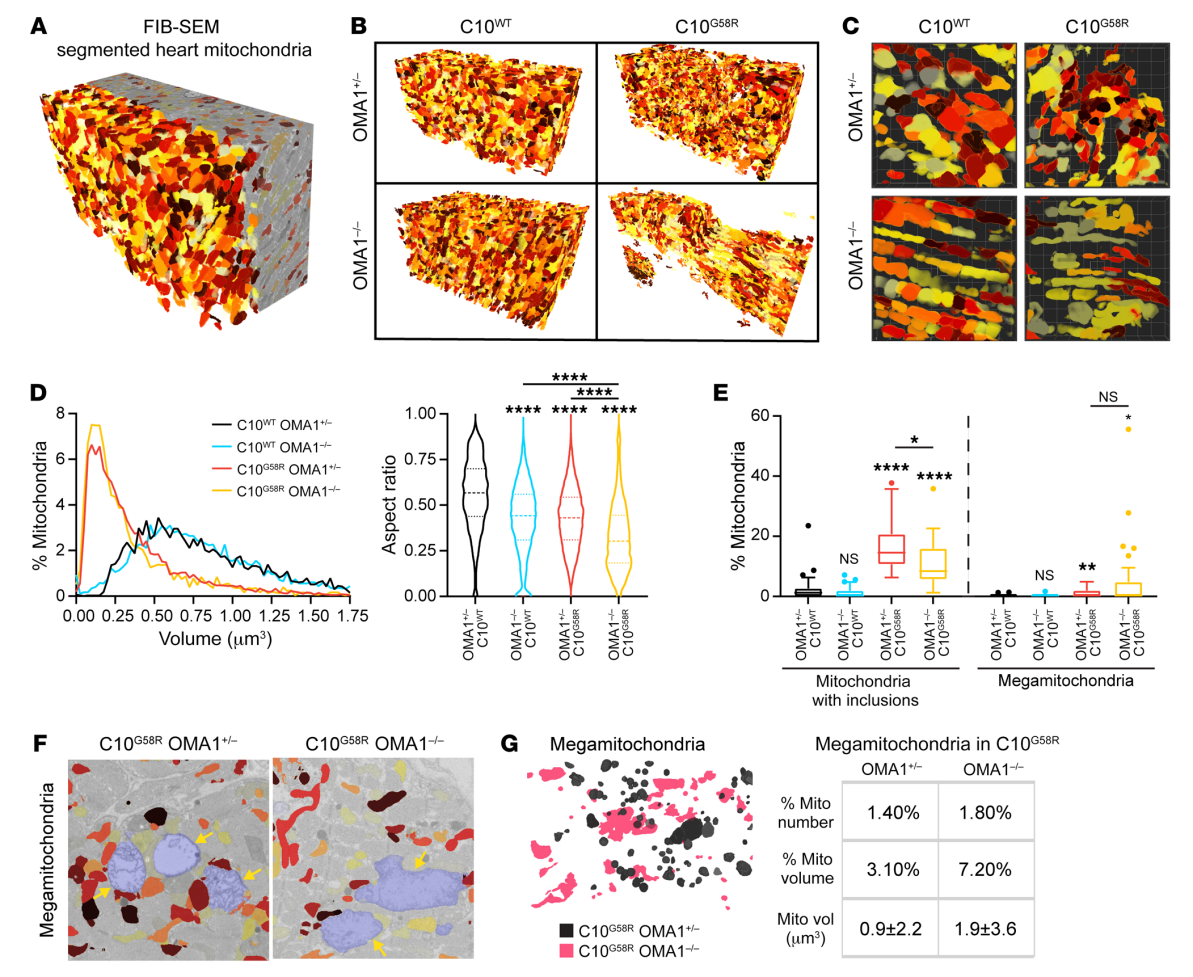
The C10 G58R mutation fragments heart mitochondria in an OMA1-dependent manner. (**A**) Reconstruction of segmented FIB-SEM mouse heart mitochondria. Colors are arbitrary and only applied to aid visualization. (**B**) Complete data sets of 3D-reconstructed heart mitochondria from 14-week-old mice of the indicated genotypes. (**C**) Magnification of representative fields from the data sets in **B**. (**D**) Volume distribution and aspect ratio measurements of mitochondria from **B** (*n* >3159 mitochondria for each genotype from 1 biological replicate). (**E**) Percentage of mitochondria with inclusions and percentage of megamitochondria from TEM images of 14-week-old mouse hearts (*n =* 3 mice per genotype for all genotypes except OMA1^+/–^ C10^G58R^, for which *n =* 2; *n* = 15 FOV quantified per mouse, with >1900 mitochondria assessed per genotype). (**F**) Megamitochondria (shaded in blue) from the FIB-SEM stack. Nonmegamitochondria are colored for comparison. (**G**) Left: Overlay of segmented megamitochondria from C10^G58R^ mice on the OMA1^+/–^ (black) or OMA1^–/–^ (pink) background. Right: Percentage of megamitochondria in the FIB-SEM stack, percentage of megamitochondrial volume of the total mitochondrial volume (mito vol), and average volume of individual megamitochondria (*n =* 119 OMA1^+/–^ C10^G58R^ megamitochondria; *n =* 58 OMA1^–/–^ C10^G58R^ megamitochondria). Error bars represent the SEM. For the violin plots in **D**, the 25th quartile, median, and 75th quartile are indicated. Box-and-whisker plot lines in **E** were calculated with Tukey’s method. *P < 0.05, **P < 0.01, and ****P < 0.0001, by 1-way ANOVA with Games-Howell’s multiple comparisons (**D**) and Dunnett’s T3 multiple comparisons (**E**). See also Supplemental Figure 11.

**Figure 9:**
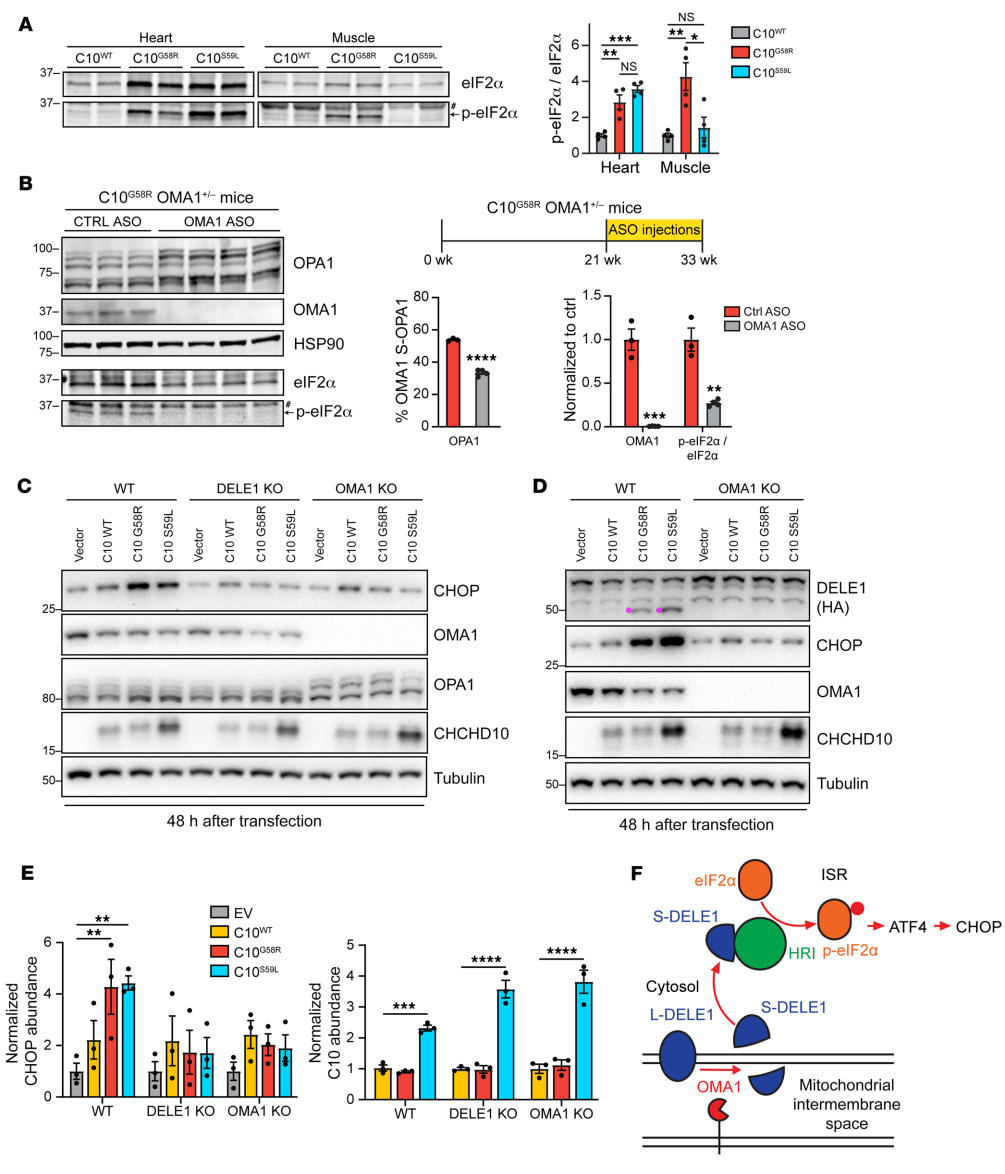
OMA1 signals C10 G58R mitochondrial stress to activate the integrated stress response through DELE1. (**A**) Representative immunoblot of eIF2α and p-eIF2α levels in heart and muscle lysates from 37- to 44-week-old C10^WT^, C10^G58R^, and C10^S59L^ mice. ^#^Nonspecific band. Graph shows quantification of immunoblot results from **A** (*n =* 4 mice per genotype). (**B**) Timeline of the ASO experiment and immunoblots for OPA1, OMA1, eIF2α, and p-eIF2α levels in C10^G58R^ mouse hearts on the OMA1^+/–^ background, treated with either a nontargeting (ctrl) or OMA1 ASO. Loading controls for eIF2α and p-eIF2α are shown in Supplemental Figure 12F. ^#^Nonspecific band. Quantification is shown in the graph (*n =* 3 control ASO–treated mice; *n =* 4 OMA1 ASO–treated mice). (**C**) Effect of 48-hour C10 WT, C10 G58R, and C10 S59L overexpression on CHOP levels and OPA1 processing in HEK293T cells on the WT, DELE1-KO, or OMA1-KO backgrounds. (**D**) Effect of 48-hour C10 WT, C10 G58R, and C10 S59L overexpression on DELE1 processing into S-DELE1 (pink) in HEK293T WT and OMA1-KO cells endogenously expressing DELE1-HA. (**E**) Quantification of CHOP and C10 levels from the immunoblot results in **C** (*n =* 3 biological replicates). (**F**) Model of OMA1 activating the integrated stress response through DELE1. Error bars represent the SEM. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, by 1-way ANOVA with Dunnett’s T3 multiple comparisons test (**A** and **E**) and *t* test with Welch’s correction (**B**). See also Supplemental Figure 12.

**Figure 10:**
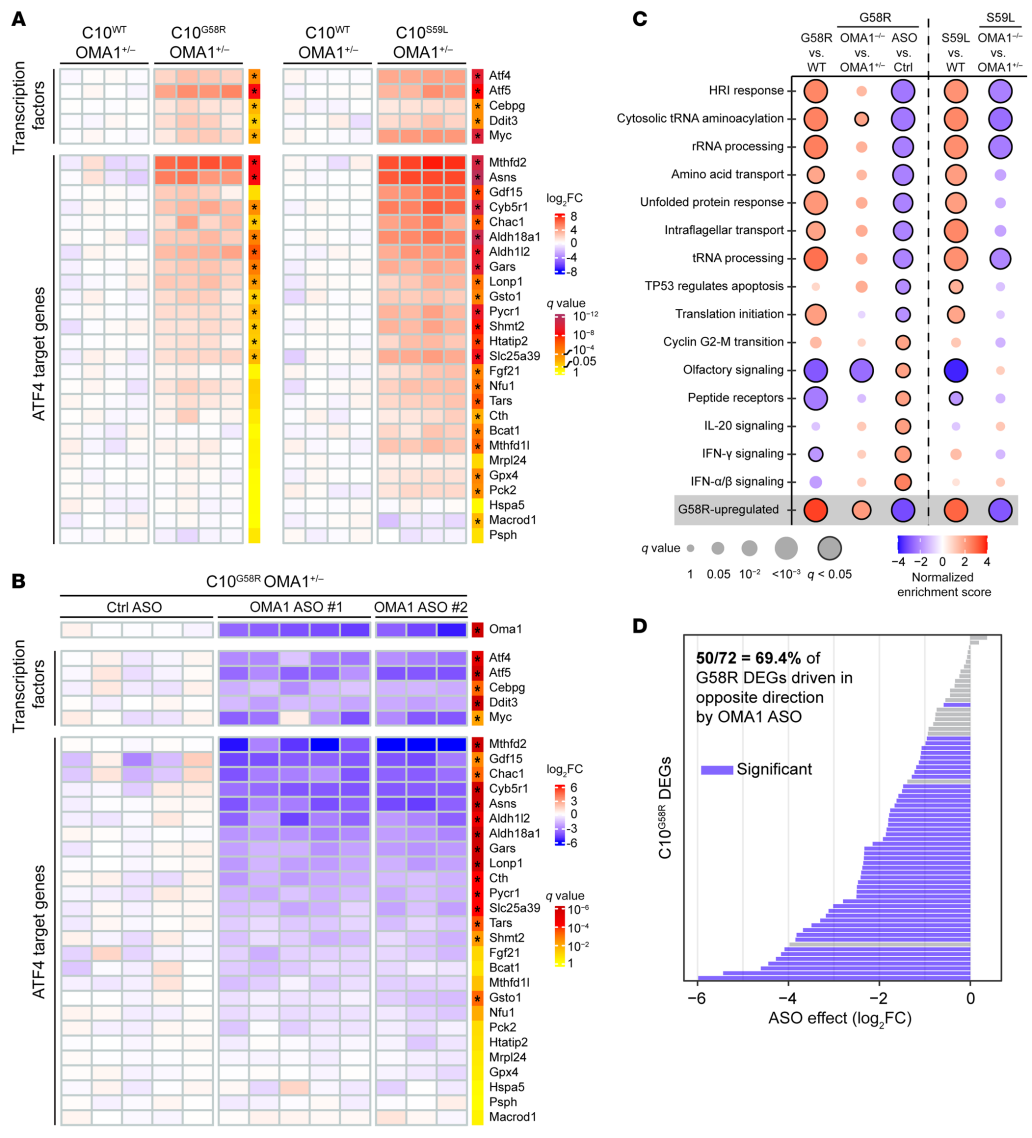
Transcriptomic analyses of the ISR in C10-mutant mice. (**A**) Microarray data on hearts from 14-week-old C10^G58R^ versus C10^WT^ mice and 20-week-old C10^S59L^ versus C10^WT^ mice, all on the OMA1^+/–^ background. Each column represents a mouse, and *q* values represent genome-wide significance. *q < 0.05. (**B**) Microarray data for 33-week-old C10^G58R^ mouse hearts on the OMA1^+/–^ background treated with either a nontargeting control ASO or an OMA1 ASO. Each column represents a mouse, and *q* values represent genome-wide significance. *q < 0.01. (**C**) GSEA of reactome pathways for the listed comparisons. Pathways shown are all the pathways with a *q* value of less than 0.025 in the C10^G58R^ OMA1 ASO versus control ASO comparison. (**D**) Effect of OMA1 ASO on the expression of G58R DEGs identified in the comparison from **A**. See also Supplemental Figure 13 and Supplemental data sets 3 and 4.

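Cytosolic aminoacyl-tRNA synthetases, which charge tRNAs with amino acids, were lower after OMA1 ASO, as were the lists of amino acid transporters, serine synthesis and rRNA processing. Eprs, the glutamyl-prolyl synthetase, was at 17.09 ± 0.26 (SD, n = 5 arrays) with CTRL ASO and 14.82 ± 0.26 (SD, n = 8) with OMA1 ASO, a log2 fold change of −2.27 (standard error 0.163, adjusted p = 1.29e-07 from limma with Benjamini-Hochberg adjustment). Gars, Iars and Sars, the glycyl, isoleucyl and seryl synthetases, changed by −2.40, −2.43 and −2.43. All 18 measured cytosolic synthetases had a negative sign and 10 were lower (12 when adjusted over the list alone). Their median was −1.54, and the list passed with adjusted p = 1.20e-32 from limma's camera and with adjusted p = 0.00307 with an estimated correlation. The 16 mitochondrial synthetases had a median of −0.04 and the 76 mitochondrial ribosomal proteins one of 0.04. No gene of either list passed in limma, also when adjusted over the list alone (at an unadjusted p under 0.05, 1 lower and 1 higher synthetase, 4 lower and 8 higher ribosomal proteins), and neither did the lists (adjusted p = 0.832 and 0.396 from limma's camera).

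Slc7a5, which imports large neutral amino acids, changed by −4.31 (standard error 0.359, adjusted p = 8.34e-07 from limma with Benjamini-Hochberg adjustment). Slc7a1, a transporter of cationic amino acids, changed by −2.57, and Slc7a11, the cystine transporter, by −1.77, with 1 of 8 OMA1 ASO arrays above background. Of 20 amino acid transporters, 7 were lower (9 when adjusted over the list alone, with adjusted p = 8.15e-12 from limma's camera and adjusted p = 0.00855 with an estimated correlation). The calls of 4 of the 7 held whichever array was left out. That of Slc3a2 was lost without any array but CTRL ASO replicate 5 and OMA1 ASO1 replicate 5 (adjusted p = 0.0114 to 0.0395 from limma), that of Slc6a9 without any but CTRL ASO replicate 1 and 3, OMA1 ASO1 replicate 5 and OMA1 ASO2 replicate 2 (0.0118 to 0.0315), and that of Slc38a1 without CTRL ASO replicate 2, 4 or 5, OMA1 ASO1 replicate 2 or 3 or OMA1 ASO2 replicate 3 (0.0104 to 0.0257). Phgdh and Psat1, the enzymes of the first steps of serine synthesis, were lower, Phgdh at least 3.48-fold and Psat1 with a change of −3.43. They were the 2 lower genes of the 3 of that list (2 when adjusted over the list alone, with adjusted p = 1.32e-08 from limma's camera and adjusted p = 0.00972 with an estimated correlation). Of 24 genes of rRNA processing, 22 had a negative sign and 1 was lower (10 when adjusted over the list alone, with a median of −0.54, adjusted p = 1.91e-13 from limma's camera and adjusted p = 0.00307 with an estimated correlation). The call of that gene, Pes1, was lost without any array but OMA1 ASO1 replicate 5 and OMA1 ASO2 replicate 2 and 3 (adjusted p = 0.0108 to 0.0312 from limma). Of 13 p53 targets, 2 were lower (6 when adjusted over the list alone, with adjusted p = 1.77e-07 from limma's camera and adjusted p = 0.00523 with an estimated correlation). Eda2r, a p53 target that encodes a receptor of the TNF family, changed by −2.17, with 1 of 5 ASO1 arrays and 2 of 3 ASO2 arrays above background. The call of the other, Gadd45a, was lost without any array but OMA1 ASO1 replicate 5 (adjusted p = 0.0120 to 0.0431 from limma).

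Of 60 cytosolic ribosomal proteins, 55 had a negative sign, 2 were lower and 1 was higher (3 lower and 1 higher when adjusted over the list alone). Their median was −0.41, and the call of this list was lost with adjusted p = 0.134 with an estimated correlation. Rpl3 changed by −1.32 and Rps26 by −1.17, and Rpl3l, the copy of Rpl3 of striated muscle, rose by 1.72 (adjusted p = 0.000193, 0.000967 and 0.00136 from limma with Benjamini-Hochberg adjustment). Of 15 targets of NRF2, which responds to oxidative stress, 1 was lower (2 when adjusted over the list alone), and the call of the list was lost with adjusted p = 0.129 with an estimated correlation. The lower gene was Slc7a11, which is also on the list of amino acid transporters. Of 19 genes of the ER unfolded protein response, 1 was lower (2 when adjusted over the list alone). Its call was lost without CTRL ASO replicate 1, 2, 4 or 5 or OMA1 ASO1 replicate 3 (adjusted p = 0.0110 to 0.0216 for Ero1b from limma), and the call of the list was lost with adjusted p = 0.454 with an estimated correlation and, without CTRL ASO replicate 2, with adjusted p = 0.0522. Of the 6 lists that were higher, type I interferon response genes had a median of 0.54 (0.34 with signals raised to background), and 1 of 28 was higher (5 when adjusted over the list alone), and the call of the list was lost with adjusted p = 0.129 with an estimated correlation. That gene was Irf7, a transcription factor of the interferon response, which was at least 1.94-fold higher with every CTRL ASO array below background (adjusted p = 0.00226 from limma, and 0.0120 without CTRL ASO replicate 2). Irf7 was at 6.66 to 8.37 with ASO1 and at 5.69 to 6.09 with ASO2, where 1 of 3 arrays lay above background. Its change with ASO2 alone did not pass (adjusted p = 0.0425 from limma), nor did the difference between the ASOs (adjusted p = 0.0236 from limma). Genes of antigen presentation and the interferon-γ response had a median of 0.62 (0.50 with signals raised to background), and none of 25 passed in limma (2 higher when adjusted over the list alone, 10 at an unadjusted p under 0.05), and the call of the list was lost with adjusted p = 0.334 with an estimated correlation. Both lists were highest on OMA1 ASO1 replicate 1 to 4. There the interferon medians lay 0.76 to 1.02 above the CTRL ASO mean and those of antigen presentation 0.87 to 1.63, against 0.11 and −0.23 on OMA1 ASO1 replicate 5, 0.16 to 0.30 and 0.06 to 0.59 with ASO2, and up to 0.34 and 0.30 on single CTRL ASO arrays. The difference between the ASOs was not tested for these lists. In all, 20 of 45 lists passed, 14 lower and 6 higher, and 8, all lower, did so with an estimated correlation.

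**Figure D4:**
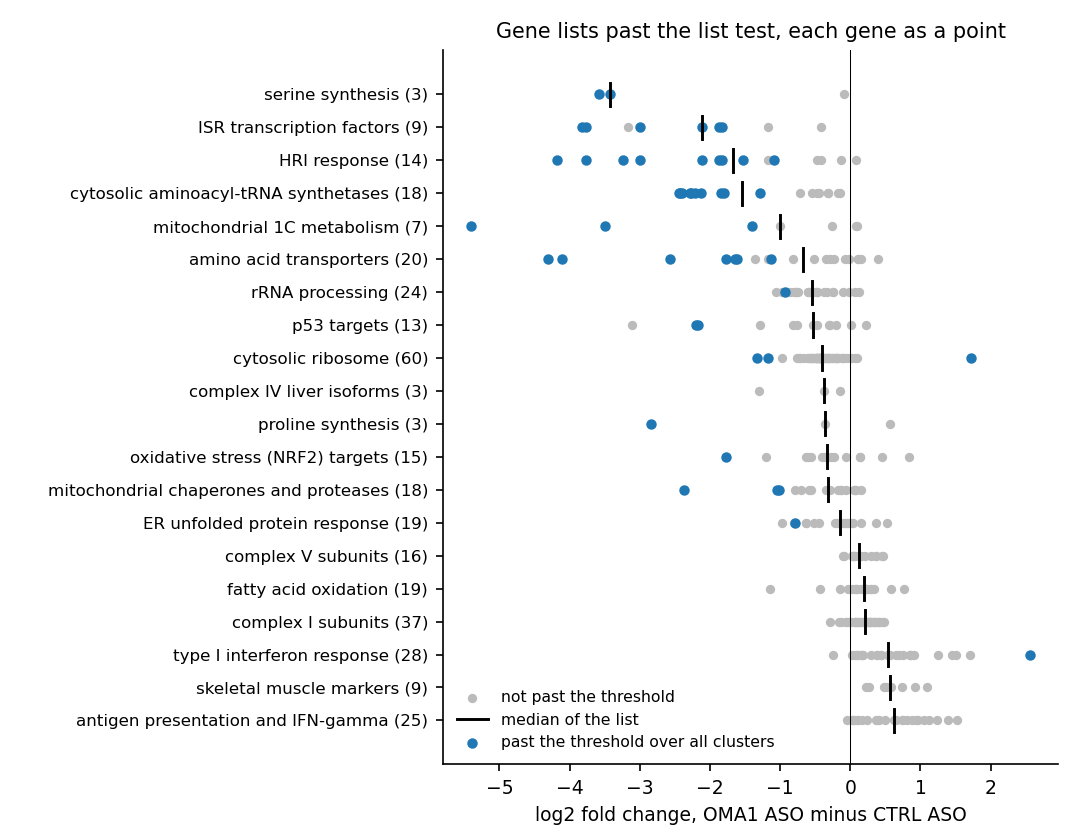
Log2 fold change with OMA1 ASO (x axis) of each measured gene of the 20 lists that passed the list test (y axis), with a point for each gene, blue where it passed the threshold, and a black bar for the median of the list. The synthetase points all lie below 0 with a median of −1.54, while the interferon lists lie mostly above 0 with medians of 0.54 and 0.62.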

**Figure 11:**
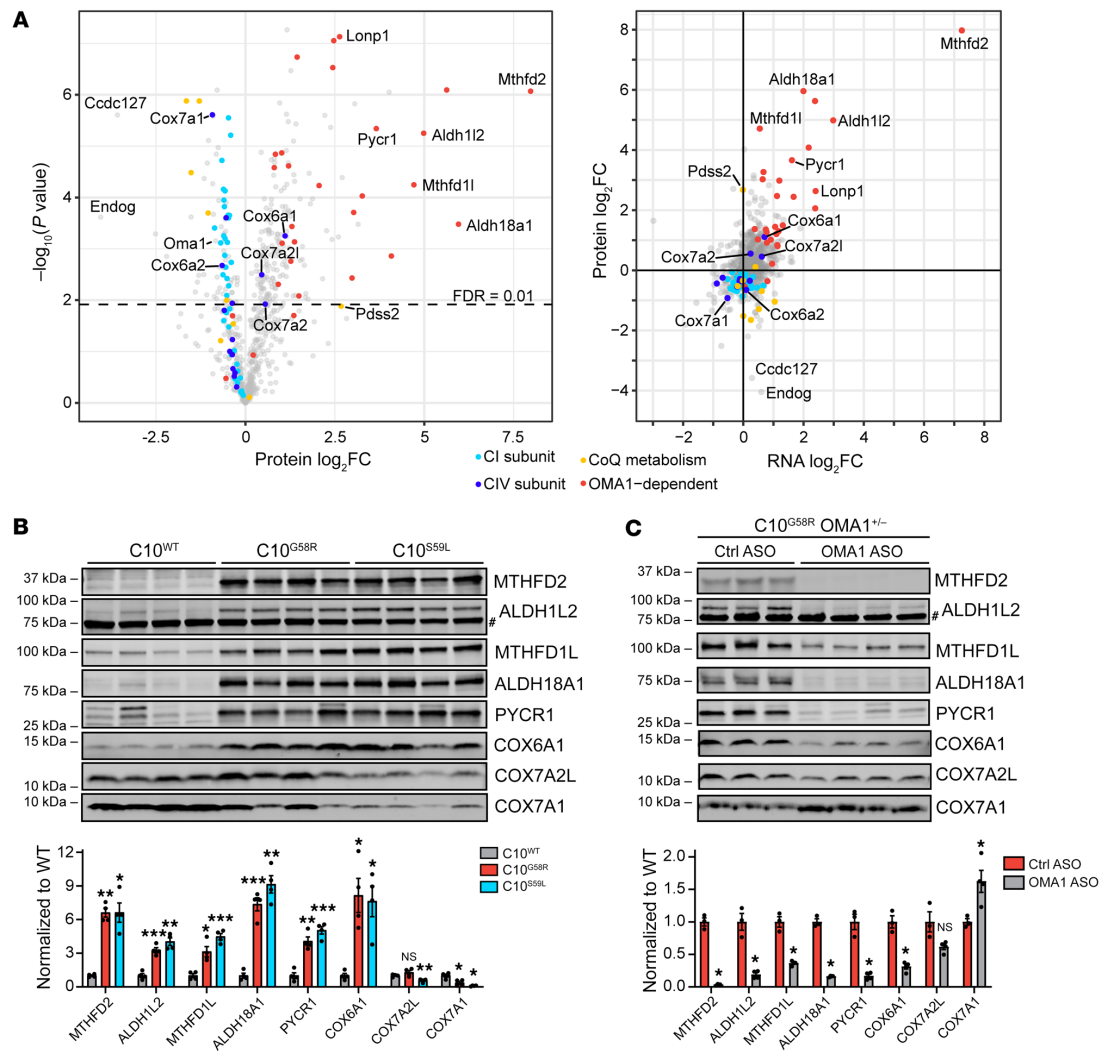
OMA1 activation shapes the mitoproteome through mitonuclear signaling. (**A**) Left: Volcano plot of protein fold change (FC) in 36-week-old C10^G58R^ versus C10^WT^ mouse heart mitochondria quantified by label-free mass spectrometry (*n =* 4 mice per group). Right: Protein fold change versus transcript fold change in C10^G58R^ versus C10^WT^ mouse hearts. The proteomics data are from 36-week-old C10^G58R^ versus C10^WT^ mice on the WT background, and the transcriptomics data are from 14-week-old C10^G58R^ versus C10^WT^ littermates on the OMA1^+/–^ background. (**B**) Validation of some proteins that were significantly upregulated or downregulated in the C10^G58R^ versus C10^WT^ proteomics data set. Immunoblot of C10^WT^, C10^G58R^, and C10^S59L^ mouse heart lysates. Loading controls are shown in Supplemental Figure 14A. ^#^Nonspecific band. (**C**) Immunoblot of heart lysates from 33-week-old C10^G58R^ mice on the OMA1^+/–^ background treated with a nontargeting control ASO or an OMA1 ASO. Loading controls are shown in Supplemental Figure 14B. ^#^Nonspecific band. Error bars represent the SEM. *P < 0.05, **P < 0.01, and ***P < 0.001, by permutation-based FDR with s_0_ = 0 (**A**), 1-way ANOVA with Dunnett’s T3 multiple comparisons (**B**), and multiple *t* tests with Welch’s correction and correction for multiple comparisons with the 2-stage step-up (Benjamini, Krieger, and Yekutieli) method (**C**). See also Supplemental Figure 14 and Supplemental data set 2.

**Table 2:**
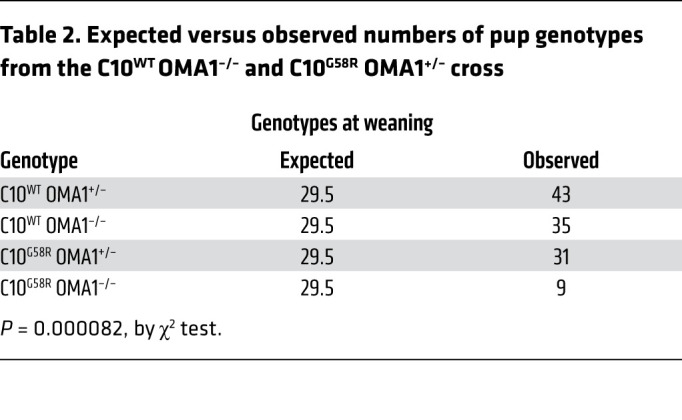
Expected versus observed numbers of pup genotypes from the C10^WT^ OMA1^–/–^ and C10^G58R^ OMA1^+/–^ cross

**Table 1:**
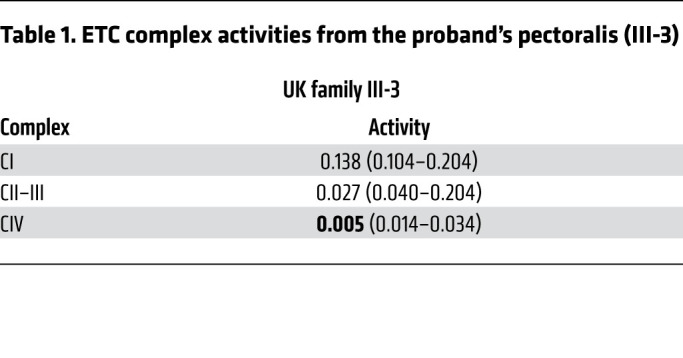
ETC complex activities from the proband’s pectoralis (III-3)

## Version 1 06/14/2022

In-Press Preview

## Version 2 07/15/2022

Electronic publication

# Supplementary material for: OMA1 mediates local and global stress responses against protein misfolding in CHCHD10 mitochondrial myopathy
**Source:** J Clin Invest. 2022 Jul 15;132(14):e157504. doi: 10.1172/JCI157504
**Supplement:** Supplemental data

Supplemental Files and Videos

Supplemental data set 1: Echocardiography of mouse hearts

Supplemental data set 2: Proteomics of HEK293 dox-inducible cells and mouse hearts

Supplemental data set 3: Gene expression foldchanges of mouse hearts

Supplemental data set 4: Gene set enrichment analyses of gene expression data

Supplemental Video 1: Mitochondrial membrane potential of untreated and DOX (C10 WT or mutant overexpressing)-treated HEK293 cells

Supplemental Video 2: FIB-SEM segmentation of heart mitochondria

Supplemental Video 3: Segmented non-megamitochondria (shades of cyan) and megamitochondria (differently colored) from the C10^{G58R} ; OMA1^{-/-} dataset

Resources table

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
CHCHD2 (WB)	Proteintech	Cat#19424-1-AP;<br>RRID:<br>AB_10638907
CHCHD10 (WB, IF 1:250)	Sigma	Cat#HPA003440;<br>RRID:<br>AB_1078348
FLAG M2 (IF 1:1000)	Sigma	Cat#F1804-1MG;<br>RRID:<br>AB_262044
TOM20 F-10 (IF 1:1000)	Santa Cruz	Cat#SC-17764;<br>RRID:<br>AB_628381
Tubulin (WB)	Sigma	Cat#T8328;<br>RRID:<br>AB_1844090

Alpha-tubulin (WB) (Fig. 8C-D and Fig. S10)	Proteintech	Cat#66031-1-Ig;<br>RRID:<br>AB_11042766
NDUFB8 (WB)	Abcam	Cat#Ab110242;<br>RRID:<br>AB_2756818
Cytochrome c (IF 1:200)	BD Biosciences	Cat#556432;<br>RRID:<br>AB_396416
PDH (IF 1:100)	Abcam	Cat#AB110333;<br>RRID:<br>AB_10862029
OPA1 (WB)	BD Bioscience	Cat#612606;<br>RRID:<br>AB_399888
OMA1 (WB)	Santa Cruz	Cat#SC-515788;<br>RRID:<br>AB_2905488
OMA1 (WB) (Fig. 8C-D and Fig. S10)	Cell Signaling	Cat# 95473S;<br>RRID:<br>AB_2800248
HSP90 (WB)	Proteintech	Cat#13171-1-AP;<br>RRID:<br>AB_2120924
eIF2 α (WB)	Santa Cruz	Cat#SC-133132;<br>RRID:<br>AB_1562699
p-eIF2 α (WB)	Cell Signaling	Cat#3597; RRID:<br>AB_390740
CHOP (WB)	Cell Signaling	Cat#2895;<br>RRID:<br>AB_2089254
HA (WB)	Biolegend	Cat#901514;<br>RRID:<br>AB_2565336
MTHFD2 (WB)	Proteintech	Cat#12270-1-AP;<br>RRID:<br>AB_2147525
ALDH1L2 (WB)	Proteintech	Cat#21391-1-AP;<br>RRID:<br>AB_2878854
MTHFD1L (WB)	Proteintech	Cat#16113-1-AP;<br>RRID:<br>AB_2250974

ALDH18A1 (WB)	Proteintech	Cat#17719-1-AP;<br>RRID:<br>AB_2223896
PYCR1 (WB)	Proteintech	Cat#13108-1-AP;<br>RRID:<br>AB_2174878
COX6A1 (WB)	Abcam	Cat#Ab110265;<br>RRID:<br>AB_10866496
COX7A1 (WB)	Proteintech	Cat#11413-1-AP;<br>RRID:<br>AB_2085705
COX7A2L (WB)	Proteintech	Cat#11416-1-AP;<br>RRID:<br>AB_2245402
SDHA (BN PAGE)	Abcam	Cat#Ab14715;<br>RRID:<br>AB_301433
MTCO1 (BN PAGE)	Invitrogen	Cat#459600;<br>RRID:<br>AB_2532240
p62 (IF, 1:200)	Abcam	Cat#AB56416;<br>RRID:<br>AB_945626
LC3B (WB)	Novus Biologicals	Cat#NB600-1384; RRID:<br>AB_669581
4-HNE (WB)	Abcam	Cat#AB46545;<br>RRID:<br>AB_722490
TOM70 (WB)	Santa Cruz	Cat#SC-390545;<br>RRID:<br>AB_2714192
p32 (WB)	Abcam	Cat#AB24733;<br>RRID:<br>AB_448269
Mic60 (WB)	Proteintech	Cat#10179-1-AP;<br>RRID:<br>AB_2127193
Beta-actin	Sigma	Cat#A2228;<br>RRID:<br>AB_476697
Chemicals, peptides, and recombinant proteins		
BanII Endonuclease	NEB	Cat#R0119S
Platinum SuperFi II Green Master Mix	Invitrogen	Cat#12369010
SYBR Gold	Invitrogen	Cat#S11494

TaKaRa LA Taq Hot Start	Takara Bio	Cat#RR042A
HaeIII Endonuclease	NEB	Cat#R0108T
Cytochrome c from equine heart	Sigma	Cat#C2506
DAB	Sigma	Cat#D5637
Catalase	Sigma	Cat#C40
Mounting medium	KPL	Cat#71-00-16
LipidTOX deep red	Invitrogen	Cat#H34477
Mitotracker Green	Invitrogen	Cat#M7514
MitoSOX Red	Invitrogen	Cat#M36008
CM-H2DCFDA	Invitrogen	Cat#C6827
FuGENE 6	Promega	Cat#PRE2691
Polyethyleneimine (PEI 25K)	Polysciences	Cat#23966
BSA fraction V	MP Biomedicals	Cat#02160069
Xylenes	Sigma	Cat#534056
8% glutaraldehyde	Electron Microscopy Services	Cat#16020
Digitonin	Sigma	Cat#D141
Proteinase K	Bioline	Cat#BIO-37084
Antimycin A	Sigma	Cat#A8674
BAM 15	Selleck Chemicals	Cat#S0411
Critical commercial assays		
BCA kit	Thermo Scientific	Cat#23225
DNeasy Blood and Tissue Kit	QIAGEN	Cat#69504
Direct-zol RNA Miniprep Kit	Zymo	Cat#R2051
RNeasy Fibrous Tissue Mini Kit	QIAGEN	Cat#74704
Deposited data		
Congenital OMA1 KO vs het effect on G58R and S59L microarray	This paper	GEO: GSE189393
Acute OMA1 KD effect on gene expression in the G58R background microarray	This paper	GEO: GSE189396
Experimental models: Cell lines		
HeLa	ATCC	
HEK293	ATCC	
HeLa ^{OMA1 KO}	Sekine et al., 2019	N/A
HEK293 ^{C2/C10 DKO}	Liu et al., 2020	N/A
HEK293 C10 G58R Tet-inducible	Liu et al., 2020	N/A
HEK293 C10 WT Tet-inducible	This paper	
HEK293 C10 S59L Tet-inducible	This paper	
Experimental models: Organisms/strains		
CHCHD10 ^{G58R} mouse	This paper	N/A
CHCHD10 ^{S59L} mouse	Liu et al., 2020	N/A
CHCHD2/CHCHD10 DKO mouse	Liu et al., 2020	N/A
OMA1 KO mouse	Quiros et al., 2012	N/A

Software and algorithms		
CalR	Mina et al., 2018	RRID: SCR_015849
Fiji	NIH	RRID: SCR_002285
Perseus	MaxQuant	RRID: SCR_015753
Transcriptome Analysis Console Software	Affymetrix	RRID:SCR_018718
Dragonfly	ORS	
Image Studio	LI-COR	RRID:SCR_015795
Prism 9	GraphPad	RRID:SCR_002798
Other		
Grip strength instrument	BIOSEB	Cat#EB1-BIO-GS3
Rotarod	Ugo Basile	Cat#57624
Treadmill	Columbus Instruments	Cat#1050-RM Exer-3/6
Automated droplet generator	Bio-Rad	Cat#1864101
QX200 droplet reader	Bio-Rad	Cat#1864003
1.5H coverslips	Thorlabs	Cat#CG15KH

Supplemental methods

Generation and genotyping of C10^{G58R} mice

A guide RNA (gRNA) near the G54 sequence in mouse C10 (mouse equivalent of G58) was used (TAGCCGTGGGCTCAGCTGTAGGG), along with a single-stranded donor oligonucleotide with a GGC → AGA substitution at G54 for repair:

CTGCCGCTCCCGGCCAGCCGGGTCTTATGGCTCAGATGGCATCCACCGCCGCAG
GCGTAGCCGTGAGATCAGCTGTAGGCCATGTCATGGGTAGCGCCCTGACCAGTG
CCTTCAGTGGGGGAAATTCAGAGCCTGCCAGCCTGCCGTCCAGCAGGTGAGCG
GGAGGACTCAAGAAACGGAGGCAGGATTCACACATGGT. The following primers

were used for genotyping: forward primer 5'-GACCCTGGAGTAGAGGGGTT-3' and reverse primer 5'-GGCCACTCCTCATTGGACTC-3'. The mouse C10 G54R mutation removes a cut site of the restriction endonuclease BanII (NEB, cat# R0119S), introducing a restriction fragment length polymorphism. Therefore, the region surrounding G54 was amplified by PCR and then subjected to a BanII restriction digest for 1 hour followed by 10 minutes of heat inactivation at 80 C, and finally run on a 2% agarose mini gel. The digested WT bands are ~150bp and the undigested G58R bands are ~300bp.

Motor function tests

C10^{WT} and C10^{G58R} littermates aged 18 weeks and C10^{S59L} mice aged 25 weeks were tested. Mouse forelimb grip strength was measured by pulling the mouse and recording the force generated as the mouse grips to the instrument (BIOSEB instrument with bar, cat# EB1-BIO-GS3). The mouse had to grip with both forelimbs for the trial to be scored; if the mouse used only one forelimb or did not have a proper grip, it was allowed to rest and the trial was repeated. This was repeated 3 times with 15 seconds of rest in between, and the results were averaged.

Balance and motor coordination were tested by placing the mice on a rotating rod (rotarod, Ugo Basile cat# 57624) and measuring the time to fall. The rotarod was allowed to rotate briefly to ensure that all mice faced the proper direction, and when all were facing forwards the speed was ramped from 5 rpm to 40 rpm over 120 seconds;

the trial finished when all the mice had fallen off the rotarod. This was repeated 3 times, with 15 minutes of rest between each trial.

Endurance and fatigue were measured with the treadmill fatigue test. The mice were run on a treadmill (Columbus Instruments cat# 1050-RM Exer-3/6) with gradually increasing speed, and the distance at which the mouse begins spending most of the time in the rear end of the treadmill (defined as 5 consecutive seconds being within a body's length of the shocker) was recorded; this was performed after three days of training. The electric stimulus was at 2 Hz and 1.125 mA. For training, the mice were run for 5 minutes at a speed of 10 meters/minute. This was done once a day for the three days prior to the test. For the fatigue test, mice were run at the following speeds for the specified amounts of time: 30 seconds at 8 m/min, 30 seconds at 10 m/min, 3 minutes at 12 m/min, 4 minutes at 16 m/min, 4 minutes at 20 m/min, 4 minutes at 24 m/min, and then at 28 m/min until the mouse is fatigued. The distance run was recorded when the mice fulfilled the fatigue criterion above.

As C10^{G58R} mice were generally unable to turn when placed facing upwards in the pole test, the test had to be modified so that mice are placed at the top of the 50 cm pole facing downwards and allowed to descend. To train the mice, this was repeated 3 times with 1 minute of rest in between, and this was done each of the two days preceding the experiment. After the two training days, mice were placed at the top of the pole and the time needed until all four paws touch the base was recorded. This was repeated 5 times with 3 minutes of rest between each trial, and the trial results were averaged.

The behavioral tests were performed in the same week as follows – day 1: grip strength, pole test training 1, treadmill training 1; day 2: rotarod, pole test training 2, treadmill training 2; day 3: pole test, treadmill training 3; day 4: treadmill.

Echocardiography and electrocardiography

Mouse heart echocardiography and electrocardiography (ECG) were performed at the NHLBI Phenotyping Core. Mice were lightly anesthetized with isoflurane and placed supine over a heated platform with ECG leads and a rectal temperature probe. The Vevo2100 ultrasound system (VisualSonics, Toronto, Canada) with a 30 MHz ultrasound probe (VisualSonics, MS-400 transducer) was used to acquire heart images. Measurements were made from standard 2D and M mode images from the parasternal long axis and mid-papillary short axis views of the left ventricle.

Cell lines

To generate stable HEK293^{C2/C10} DKO cell lines stably expressing mouse C10, mouse CHCHD10 cDNA was obtained from Transomic (clone: BC061190) and subcloned into the pCIG3-IRES-GFP lentiviral vector (Addgene Plasmid #78264). Cells were transduced as described previously (Liu et al., 2020). Mouse CHCHD10 was also subcloned into the E1YFP-N1 vector (Clontech), replacing EYFP, for transient expression in HeLa cells to assess for mitochondrial fragmentation. Mouse CHCHD10 G54R (equivalent of human G58R) was generated using the QuikChange II Site-Directed Mutagenesis Kit (Agilent).

Mouse complexes I and IV activity assays

30-60 mg samples of liquid-nitrogen-flash-frozen mouse heart or muscle were placed in 1.5 mL centrifuge tubes with 400 μ L of Solution 1 from the CIV activity kit. The tissue was minced with scissors into small pieces and then homogenized with a Fisher Scientific PowerGen 125 Homogenizer. Heart was homogenized at power level 4.5 for 1 minute, then 10 seconds at power level 5.5. Muscle was homogenized at power level 4.5 for 1 minute, then 30 seconds at power level 5.5. Protein concentration was determined with a BCA kit (Thermo Fisher Scientific, cat# 23225), and the sample was diluted to 5.5 mg/mL in Solution 1. Detergent was added to the samples for a final volume ratio of 1:10 (e.g. 10 μ L Detergent for 90 μ L of sample), resulting in a protein concentration of 5 mg/mL. The samples were incubated on ice for 30 minutes then centrifuged at 15,000 g for 20 minutes at 4 C, and the supernatant was collected.

The plates were equilibrated to room temperature before being loaded with samples. For CI activity, heart samples were diluted in incubation solution to 33.75 μ g /450 μ L, and muscle samples were diluted in incubation solution to 90 μ g /450 μ L. For CIV activity, heart and muscle samples were diluted to 45 μ g/450 μ L in Solution 1. 200 μ L of diluted sample was added to the respective plate, and the assay was performed in technical duplicates. The plates were incubated at room temperature for 3 hours. Afterwards, wells were emptied and washed thrice with wash buffer (CI) or Solution I (CIV).

For CI, 200 μ L of 1X NADH and 1X dye in 1X wash buffer was added to each well, and the plate was placed in a plate reader with the following settings – wavelength: 450 nm,

time: 30 minutes, interval: 30 seconds, temperature: room temperature, shake between readings. The slope of the resulting curve represented CI activity.

For CIV, 200 µL of 1:20 reagent c in Solution 1 was added to each well, and the plate was placed in a plate reader with the following settings – wavelength: 550 nm, time: 120 minutes, interval: 1 minute, temperature: 30 C, shake between readings. The absolute value of the slope of the resulting curve represented CIV activity.

Human mtDNA long-range PCR

Genomic DNA was extracted from fresh frozen tissue by first homogenizing tissue and then using conventional proteinase K digestion and phenol-chloroform extraction methods. Long-range PCR of 13.8 kb of the human mitochondrial genome (NC_012920.1 m.2695 to m.16459) was undertaken using primers 5'-

GAGGCGGGCATAACACAGCAAGACGA-3' and 5'-

GGCCCGGAGCGAGGAGAGTAGCAC-3' (Li et al., 1995) and TaKaRa LA Taq HS

(Takara Bio Inc., cat# RR042A). The reaction conditions were as recommended by Takara Bio for a 25 µL reaction, but with 4 µL TaKaRa dNTP mixture, primers at a final concentration of 1 µM, and approximately 100 ng of template genomic DNA. The PCR was run with the following cycle: 94 C for 1.5 minutes, 25 x (98 C for 10 seconds, 68 C for 10 minutes + 30 seconds per cycle), 72 C for 10 minutes, 15 C indefinitely. Following the PCR, 10 µL of product was run on a 0.7% agarose gel for 4 hours at 80 Volts. Gels were imaged using a UV transilluminator.

Mouse mtDNA long-range PCR

Whole DNA was extracted from 15-25 mg of mouse tissue using the DNeasy Blood and Tissue Kit (QIAGEN, cat# 69504) according to the kit's instructions. DNA was then diluted in water to 40 ng/μL. The following primers were used – forward: 5'-CTGGAATTCAGCCTACTAGCAATTATCC-3' and reverse: 5'-TTTAGGTTTATGGCTAAGCATAGTGGGG-3' (Bannwarth et al., 2016). The final PCR reaction contained 10 μL of Platinum SuperFi II Green Master Mix (Invitrogen, cat# 12369010), 5 μL template DNA (40 ng/μL, 200 ng total), and 5 μL of primer master mix (1 μM forward and 1 μM reverse primers in water, for a final reaction concentration of 250 nM each). The PCR was run with the following cycle: 98 C for 2 minutes, 20 x (98 C for 10 seconds, 60 C for 15 seconds, 72 C for 6 minutes and 24 seconds), 10 x (98 C for 10 seconds, 60 C for 15 seconds, 72 C for 6 minutes and 24 seconds + 20 seconds per cycle), 72 C for 5 minutes, 4 C indefinitely.

Following the PCR, the 20 μL samples were diluted in 40 μL of water and run on a 0.8% agarose gel for 1 hour at 70 Volts in TAE buffer and post-stained with SYBR Gold (Invitrogen, cat# S11494) for 30 minutes in TAE buffer. Gels were imaged on a Bio-Rad Chemidoc system.

Mouse mtDNA copy number

Whole DNA was extracted from hearts as described above. Whole DNA was digested with HaeIII (NEB, cat# R0108T) as follows: 5 μL 10X CutSmart buffer, 1 μL HaeIII, 500 ng DNA, and water for a final reaction volume of 50 μL at 37 C and 300 RPM for 15

minutes, followed by a 5-minute heat inactivation at 80 C. DNA was diluted in water from 50 ng/μL to 1 ng/μL. Droplet digital PCR (ddPCR) primer/probe assays for copy number variation (CNV) were obtained from Bio-Rad (mouse ND1/HEX, mouse ActB/FAM). The ddPCR mix was as follows: 3.5 μL digested DNA (1 ng/μL), 1.1 μL ND1 assay, 1.1 μL ActB assay, 5.3 μL water, and 11 μL 2X ddPCR Supermix for Probes. Droplets were generated with the Automated Droplet Generator (Bio-Rad, cat# 1864101), and the reaction was run with CNV settings using the QX200 Droplet Reader (Bio-Rad, cat# 1864003). The resulting data was analyzed with QuantaSoft Analysis Pro (Bio-Rad).

Mouse COX activity stain and fiber width measurements

Mice were anesthetized with isoflurane and transcardially perfused with PBS. Tibialis and soleus muscles were collected and immediately flash-frozen in liquid-nitrogen-cooled isopentane and stored at -80 C until sectioning. The muscles were cryosectioned at -20 C to obtain 10 μm transverse sections. For staining, muscle sections were allowed to dry at room temperature for 1 hour and then were incubated in the incubation solution for 1 hour at 37 C. Incubation solution: 100 μM cytochrome c (Sigma, cat# C2506), 4 mM DAB (Sigma, cat# D5637), and 20 μg/mL catalase (Sigma, cat# C40) in 0.2 M phosphate buffer (pH 7.0). Sections were washed in 0.2 M phosphate buffer for 5 minutes twice, mounted with mounting medium (KPL, cat# 71-00-16), coverslipped, and imaged with a Zeiss Wide-Field microscope. Image analysis was performed in Fiji (NIH). Muscle fiber maximal widths were measured for 20 random fibers per mouse.

Lipid staining

Mice were anesthetized with isoflurane and transcardially perfused with 20 mL PBS followed by 15 mL of 4% paraformaldehyde (PFA). Tibialis muscles were dissected and postfixed in 4% PFA for 30 minutes at room temperature, washed for 5 minutes in PBS 3 times, and stored in PBS at 4 C until use. Longitudinal 35 μ m free-floating sections were obtained using the Compressstome VF-300-0Z (Precisionary). Muscle sections were incubated in 1:1000 LipidTOX deep red (Thermo Fisher Scientific, cat# H34477) for 1 hour at room temperature on a rocker and protected from light. The sections were then washed with PBS for 10 minutes 3 times, mounted on slides with mounting medium (KPL, cat# 71-00-16), coverslipped with 1.5H thickness coverslips (Thorlabs, cat# CG15KH), and sealed with nail polish. Sections were imaged on an Olympus FLUOVIEW FV3000 confocal laser scanning microscope.

Indirect calorimetry

The Oxymax-CLAMS setup (Columbus Instruments) was used to assess mouse metabolism. Mice were singly housed in the CLAMS chambers, received food and water *ad libitum* throughout the experiment, and were checked on at least twice a day throughout the 5-day duration of the experiment. Oxygen consumption, carbon dioxide production, food intake, and beam breaks (locomotion) were monitored during the experiment. The resulting data was analyzed using CalR (Mina et al., 2018).

Body composition

Non-invasive measurements of lean tissue and fat were obtained using the EchoMRI NMR machine. Un-anesthetized mice were placed in a clear plastic tube and gently restrained at the end of the tube by using a plunger with air holes. The plunger was fitted to the mouse and tightened gently to minimize movement. The tube was then inserted into the mini-spec port to a premeasured depth, and measurements were collected. The mouse was removed from the tube and returned to the home cage, and the tube was washed and sanitized after each use.

EVcouplings conservation analysis and 3D prediction

The human CHCHD10 protein sequence (Q8WYQ3) was analyzed using the EVcouplings server (<https://v2.evcouplings.org/>). The b0.2 cutoff yielded the most matched sequences and was used in the subsequent analysis. Outputs included assessment of amino acid frequency for each residue among the identified C10 homologs, as well as structure predictions generated using the EVfold algorithm (Marks et al., 2011 and Hopf et al., 2019). The highest scoring structure was visualized using UCSF Chimera (<https://www.cgl.ucsf.edu/chimera/>).

Hydrophobicity analysis

Hydrophobicity of the middle α -helix of WT, G58R, and S59L C10 was calculated using ProtScale and the Kyte-Doolittle algorithm (<https://web.expasy.org/protscale/>).

Soluble/insoluble assay

This assay was performed on cultured cells or on mouse tissue. HEK293 or HeLa cells were harvested by scraping into PBS 24 hours after transfection, whereas mouse tissue was fractionated and the assay was performed on total homogenate, the cytosolic fraction, and the mitochondrial fraction. The mitochondrial and cytosolic fractions were treated with 1% TX-100 in 50 mM Tris, and after 21300 g centrifugation for 10 minutes the supernatant was used as the soluble fraction and the pellet was treated again with 2% SDS in 50 mM Tris buffer. After centrifugation, the supernatant was used as the insoluble fraction. Laemmli buffer was added to both fractions to obtain an equal volume of 1X buffer with 2.5% (v/v) 2-mercaptoethanol. Lysates were boiled at 98 C, separated by SDS-PAGE, and analyzed by immunoblotting.

Mouse histochemistry

Mice were anesthetized with isoflurane and transcardially perfused with 25 mL PBS. The heart midventricular region and tibialis muscle were dissected and postfixed in 4% PFA for 1 hour (heart) or 30 minutes (tibialis) at room temperature, with the heart additionally fixed overnight at 4 C. After fixation, the tissue was washed for 5 minutes in PBS 3 times. Some heart specimens were sent to Histoserv (Germantown, MD) for paraffin embedding and microtome sectioning to obtain 4 µm sections. H&E and Masson's trichrome stains were additionally performed by Histoserv.

35 µm free-floating sections of heart and muscle were obtained using the Compresstome VF-300-0Z (Precisionary). The sections were permeabilized and

blocked in 0.4% Triton-X (Sigma, X100) and 4% BSA fraction V (MP Biomedicals, cat# 02160069) in PBS for 2 hours at room temperature. Afterwards, the sections underwent primary antibody incubation in 0.3% Triton-X and 1% BSA in PBS overnight at 4 C (note: samples from the PDH/C10 experiment from Figure S4E were incubated in primary antibodies for 3 days). The samples were washed for 10 minutes in PBS 3 times, and then incubated in secondary antibodies in PBS (1:500). Afterwards, the samples were washed for 10 minutes in PBS 3 times, mounted on a slide with mounting medium (KPL, cat# 71-00-16), coverslipped (Thorlabs, cat# CG15KH), and sealed with nail polish.

The p62/C10 staining from Figure S9C was performed on unstained 4 μ m paraffin-embedded heart sections obtained from HistoServ. The staining procedure was identical to that in the main methods, but the slides had to be deparaffinized first with the following serial incubations: 2x5 minutes xylenes (Sigma, cat# 534056) twice, 3 minutes 1:1 xylenes:ethanol, 2x3 minutes 100% ethanol, 3 minutes 95% ethanol, 3 minutes 70% ethanol, 3 minutes 50% ethanol, 30 seconds rinse in tap water.

Proteinase K protection assay

About 15 μ g of mitochondria was lysed in a buffer containing 250 mM sucrose, 10 mM HEPES, 10 mM KCl, 2 mM $MgCl_2$, and 1 mM EDTA (pH 7.4). According to different treatment conditions, lysates were added with or without different percentages of digitonin or 1% Triton X-100. After sitting on ice for 10 minutes the proteinase K was added for a final concentration of 50 μ g/mL and the lysates were kept on ice for another

15 minutes. Finally, 3 mM PMSF was added to stop the proteinase K digestion. The samples were mixed with 4X Laemmli sample buffer and 2-mercaptoethanol and analyzed by western blotting.

Transmission electron microscopy

Human pectoralis muscle was snap frozen in liquid-nitrogen-cooled isopentane and subsequently processed for electron microscopy according to standard protocols.

Mouse heart and skeletal muscle TEM was performed as previously described (Liu et al., 2020). For the serial TEM sections, the samples were prepared with a modified protocol for heavy membrane staining. Heart samples were obtained and fixed with glutaraldehyde as above. The samples were placed in filtered 1% tannic acid solution in EM buffer on ice for 1 hour. The samples were then washed and placed in a solution of 1% osmium tetroxide and 1% ferrocyanide in EM buffer. After that, the samples were washed and processed en bloc as above with uranyl acetate, dehydration, embedding, serial sectioning, and imaging.

Immunoblotting

HEK293 and HeLa cells were lysed in a buffer containing 1% sodium dodecyl sulfate (SDS) and 63 mM Tris (pH 6.95). DNA shearing was accomplished using a bath sonicator. Insoluble material was separated by centrifugation at 21130 g at 4 C for 3 minutes and the soluble fraction was retained. Protein concentration was measured

using the BCA assay. Bromophenol blue (final concentration 0.0008%), glycerol (11%) and β -mercaptoethanol (0.284 mM) were added to the supernatant. The sample was heated at 80 C for 10 minutes. Insoluble material was separated by centrifugation at 21130 g at room temperature for 3 minutes and the soluble fraction was retained. Subsequently, the soluble fraction was analyzed by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and immunoblotting.

Mouse tissue was lysed in a buffer containing 20 mM Tris pH 7.8, 137 mM NaCl, 2.7 mM KCl, 1 mM $MgCl_2$, 1% Triton X-100, 10% glycerol, 1 mM EDTA, and 1 mM dithiothreitol, with 1% proteinase inhibitor. Lysates were sonicated 4 times by a Vibra-Cell Ultrasonic Disruptor for 15 seconds each time, at an output level of 20. Protein concentration was determined by the BCA assay. Lysates were separated on SDS-PAGE gels and analyzed by immunoblotting.

Densitometry measurements were performed using Fiji (NIH) and Image Studio (LI-COR). OMA1-cleaved S-OPA1 bands were calculated by measuring the maximum intensity of each of the five bands in a linescan of the optical density of the five OPA1 bands on the blot using Fiji. After subtracting background intensity, the peaks of the c and e bands were summed and divided by the sum of the five bands (a–e) to obtain the percentage of OMA1-generated S-OPA1 from total OPA1.

Measurements of mitochondrial membrane potential and ROS

To assess mitochondrial potential stability, Tet-inducible HEK293 C10 WT, G58R, or S59L cells also expressing mito-mEmerald were either untreated or treated with 1

$\mu\text{g/mL}$ doxycycline for 48 hours. The cells were then stained with 40 nM TMRE for at least 15 minutes and imaged live using an Olympus FLUOVIEW FV3000 confocal microscope in galvano mode to visualize membrane potential fluctuations. Images were obtained every ~ 9.5 seconds for at least 90 seconds. Using the mito-mEmerald channel, 20 mitochondria per FOV (60 mitochondria total from 3 biological replicates) were randomly selected and their TMRE/mito-mEm intensities were tracked for 10 frames. The TMRE/mito-mEm signal for each frame for each mitochondrion was normalized by the respective mitochondrion's 10-frame TMRE/mito-mEm average. The normalized TMRE/mito-mEm signals are plotted in Figure 6I, and the 10-frame normalized TMRE/mito-mEm standard deviation for each mitochondrion is represented in Figure 6H.

To assess $\Delta\Psi_m$ by flow cytometry, Tet-inducible HEK293 C10 G58R cells were treated overnight with DMSO or 1 $\mu\text{g/mL}$ doxycycline. The cells were trypsinized and counted. Equal numbers of cells were incubated with 5 nM TMRE and 200 nM MitoTracker green for 15 minutes in a round bottom plate kept in the 37 C tissue culture incubator. After incubation the plate was spun at 400 g for 3 min, the cells were resuspended in a cell sorting buffer described previously (Liu et al., 2020), and their membrane potential was measured using a CellStream (Luminex) flow cytometer. For each sample, TMRE was measured separately for BFP+ cells (which contain the C10 WT or C10 G58R expression cassette) and a small BFP- negative population (which does not contain the expression cassette). The TMRE signal of BFP- cells was used for normalization. For Figure 6E, the stably transduced HEK 293 WT and C2/C10 DKO cells lines were stained with only 5 nM TMRE and the TMRE signal from GFP- cells was used for

normalization. For ROS assessment, Tet-inducible HEK293 C10 G58R cells were treated overnight with DMSO or 1 µg/mL doxycycline. The cells were then trypsinized, counted, and equal numbers were incubated in media containing 5 µM MitoSOX or 10 µM H₂DCFDA for 30 minutes in suspension. The cells were pelleted by centrifugation at 400 g for 3 minutes and then resuspended in a cell sorting buffer. MitoSOX or H₂DCFDA signal intensity was measured using the CellStream flow cytometer. All cell lines were incubated at 37 C with 5% CO₂ and ambient O₂.

Generation of primary fibroblasts

WT and G58R fibroblast cells were generated from P1 newborn pups. The pups were placed in Dulbecco's modified Eagle medium (DMEM) + 1% L-glutamine + 15% fetal bovine serum (FBS) + MEM non-essential amino acid solution (MEM-NEAA) + 1% sodium pyruvate + 1X penicillin/streptomycin (pen/strep) + 1X gentamicin + 1X amphotericin B. Skin from the pups was cut into thin 1-2 mm slices using sterile scalpels. The tissues were then transferred to a plate coated with 1% gelatin and containing the dissection media and covered with sterile cover slips. High-glucose DMEM + sodium pyruvate + 10% FBS + pen/strep was used for primary fibroblasts after the first passage.

Mitochondrial isolation

The method was adapted from a previously-published protocol (Frezza et al., 2007). Mice were anesthetized with isoflurane, transcardially perfused with 25 mL PBS, and

the heart was dissected and placed in a dish with cold PBS. The heart was then transferred into a tube with 10 mM EDTA in PBS and was minced into small pieces with scissors. The sample was centrifuged for 30 seconds at 5000 g and was washed twice with PBS/EDTA solution. After the washes, PBS/10 mM EDTA/0.05% trypsin solution was added and the tube was placed on a rocker for 30 minutes at 4 C. The tube was centrifuged at 200 g for 5 minutes and the supernatant was discarded. The tissue was weighed and 10 times the volume of the IBm1 buffer (6.7 mL of 1 M sucrose, 5 mL of 1 M KCl, 5 mL of 1 M Tris/HCl, 1 mL of 1 M EDTA, 2 mL of 10% BSA with water to make 100 mL of buffer, pH 7.4) was added before tissue was homogenized. The homogenate was centrifuged at 700 g for 10 minutes and the supernatant was collected, and it was then centrifuged at 8000 g for 10 minutes. The cytosolic fraction (supernatant) was discarded and the pellet was resuspended in the IBm2 buffer (25 mL of 1 M sucrose, 1 mL of 1 M Tris/HCl, 3 mL of 0.1 M EGTA/Tris with water to make 100 mL of buffer, pH 7.4) and centrifuged again at 8000 g for 10 minutes. The pellet was washed once more in IBm2 buffer before it was resuspended in RIPA buffer with protease inhibitor and phosphatase inhibitor. The sample was sonicated and spun at the highest speed (21130 g) for 10 minutes and the supernatant was collected and processed for BCA analysis.

Mouse transmission electron microscopy

Mice were anesthetized with isoflurane and transcardially perfused with 25 mL of PBS. Hearts and tibialis muscles were rapidly dissected and a 1 mm x 1 mm x 1 mm sample was drop fixed in 4% glutaraldehyde (Electron Microscopy Services, cat# 16020) in electron microscopy (EM) buffer (0.1 M sodium cacodylate at pH 7.4 with 2 mM calcium

chloride) for 1 hour at room temperature and then at 4 C for at least 24 hours. Samples were washed with EM buffer and treated with 1% osmium tetroxide in 0.1 M sodium cacodylate buffer at pH 7.4 for 1 hour on ice, washed and en bloc stained with 0.25% uranyl acetate in 0.1 M acetate buffer at pH 5.0 overnight at 4 C, dehydrated with a graded series of ethanol washes and finally embedded in epoxy resins. Ultrathin sections (70 nm) were stained with lead citrate and imaged with a JEOL 1200 EXII TEM.

Immunogold-electron microscopy

The method was adapted from a previously-published protocol (Tao-Cheng et al., 2021). Briefly, DOX-inducible HEK293 cells were treated with 1 µg/mL doxycycline overnight and then fixed with 4% paraformaldehyde + 0.05% glutaraldehyde for 45 minutes in PBS. The sample was then blocked and made permeable with 0.1% saponin with 5% bovine serum albumin (BSA) for 40-60 minutes. The sample was incubated with CHCHD10 (Sigma, cat# HPA003440) primary antibody followed by secondary antibodies (Nanogold, Nanoprobes, Yaphank, NY) for 1-2 hours, postfixed with 2% glutaraldehyde in PBS at least overnight, silver enhanced (HQ kit, Nanoprobes), en bloc mordanted with 0.25-0.5% uranyl acetate in acetate buffer (pH 5.0) for 1 hour, treated with 0.2% osmium tetroxide in 0.1 M phosphate buffer (pH 7.4) for 30 minutes, dehydrated with a series of graded ethanol, and embedded in epoxy resin. Imaging was performed on a JEOL-1200 EXII TEM.

Oxygen consumption

Seahorse Extracellular Flux Analyzer XF (Agilent) was used to measure the oxygen consumption rates (OCR) of 293 WT or OMA1 KO cells stably transduced with the pCIG3-IRES-EGFP empty vector or C10 G58R. 30,000 cells per well were seeded in XF96 cell culture microplates coated with poly-lysine and incubated for 24 hours at 37 C with 5% CO₂ in standard complete high glucose DMEM. One hour before the assay, the cells were placed in DMEM lacking bicarbonate (XF DMEM medium pH 7.4 (Agilent cat# 103575-100)) and supplemented with 10 mM glucose, 1 mM pyruvate, and 2 mM glutamine. The culture plates were moved to a 37 C incubator with atmospheric CO₂ to degas for 1 hour prior to the assay. 2-2.5 μ M oligomycin, 2 μ M FCCP and 0.5 μ M of rotenone and antimycin were added during the assay as the OCR was being measured. The data was normalized by protein concentration using the BCA assay.

RNA microarray analysis

In Transcriptome Analysis Console, data were summarized using the gene-level signal space transformation - robust multiple-array average normalization (SST-RMA) method. DEGs were required to have a genome-wide q-value of < 0.01 or 0.05 (as specified) measured using the eBayes analysis of variance (ANOVA) method. Heatmaps were generated using the ComplexHeatmap package in R. The genes displayed in the heatmaps consisted of ATF4, other transcription factors involved in the ISR, ATF4 target genes, and myc (Fusakio et al., 2016; Han et al., 2013; Huggins et al., 2016; Patel et al., 2019; Quiros et al., 2017). GSEA was performed using the GSEA software

and reactome pathways (Jassal et al., 2019; Mootha et al., 2003; Subramanian et al., 2005). A separate GSEA was performed using reactome pathways plus a custom “G58R Upregulated” category of genes that were upregulated with an FDR q-value < 0.01 in the C10^{G58R} ; OMA1^{+/-} vs C10^{WT} ; OMA1^{+/-} comparison.

Proteomics and analysis

Mitochondria were isolated from newly harvested mouse hearts as described above. Protein concentration of the mitochondrial fraction was determined using a BCA kit. 86 µg of the mitochondrial fraction was solubilized in 1% digitonin and complexes were separated on a blue native (BN)-PAGE gel with bovine heart mitochondria used as a molecular weight standard. One gel band was cut for each lane. In-gel proteins were reduced with 10 mM Tris(2-carboxyethyl)phosphine hydrochloride (TECP), alkylated with 10 mM N-Ethylmaleimide (NEM), and digested with trypsin. The extracted peptides were desalted and used for label-free quantitation. Liquid chromatography-tandem mass spectrometry (LC-MS/MS) data acquisition was performed on an Orbitrap Lumos mass spectrometer (Thermo Fisher Scientific) coupled with a 3000 Ultimate high-pressure liquid chromatography instrument (Thermo Fisher Scientific). Peptides were separated on an ES802 column (Thermo Fisher Scientific) with the mobile phase B (0.1% formic acid in acetonitrile) increasing from 3 to 24% over 95 minutes. The LC-MS/MS data were acquired in data-dependent mode. For the survey scan, the mass range was 400-1500 m/z; the resolution was 120 k; the automatic gain control (AGC) value was 8e5. The MS1 cycle time was set to 3 seconds. As many MS2 scans as possible were acquired within the cycle time. MS2 scans were acquired in ion-trap with

an isolation window of 1.6 Da. Database search and mutant/WT ratio calculation were performed using Proteome Discoverer 2.4 (Thermo Fisher Scientific) against Sprout Mouse database. Proteins were annotated as mitochondrial if they appeared in mouse MitoCarta3.0, and were additionally annotated with MitoPathways from MitoCarta3.0 (Rath et al., 2021). Identified proteins tagged as non-mitochondrial or without quantifications in at least 3 (Figures 6C and 11A) or 2 (Figure S14F) samples in at least 1 group were filtered out using Perseus (MaxQuant).

For the complex IV monomer vs supercomplexes experiment, the BN-PAGE gel was cut into 4 slices as in Figure S14E and proteomics analysis was performed on each slice as above.

BN-PAGE

The mitochondrial fraction was resuspended in 10 mM of HEPES pH 7.6 and 0.5 M sucrose. Protein concentration was measured using the BCA assay. The mitochondrial fraction was solubilized in 1% n-Dodecyl- β -D-Maltoside (DDM) and 1X NativePAGE sample buffer. The NativePAGE Novex Bis-Tris Gel System (Thermo Fisher Scientific) was used according to the manufacturer's instructions with the following modifications: 20 μ g of the mitochondrial fraction was loaded, only Light Blue Cathode Buffer was used, and electrophoresis was performed at 150 V for 1 hour then 250 V for 2 hours. Polyvinylidene fluoride (PVDF) was used as the membrane for immunoblotting, and transfer was performed at 130 V for 1 hour at 4 C. The membrane was then washed with 10% acetic acid for 20 minutes and air-dried. Afterwards, the membrane was

washed 5 times with methanol to remove residual Coomassie Blue dye, blocked with 5% milk in TBST for 1 hour at room temperature and blotted for proteins of interest.

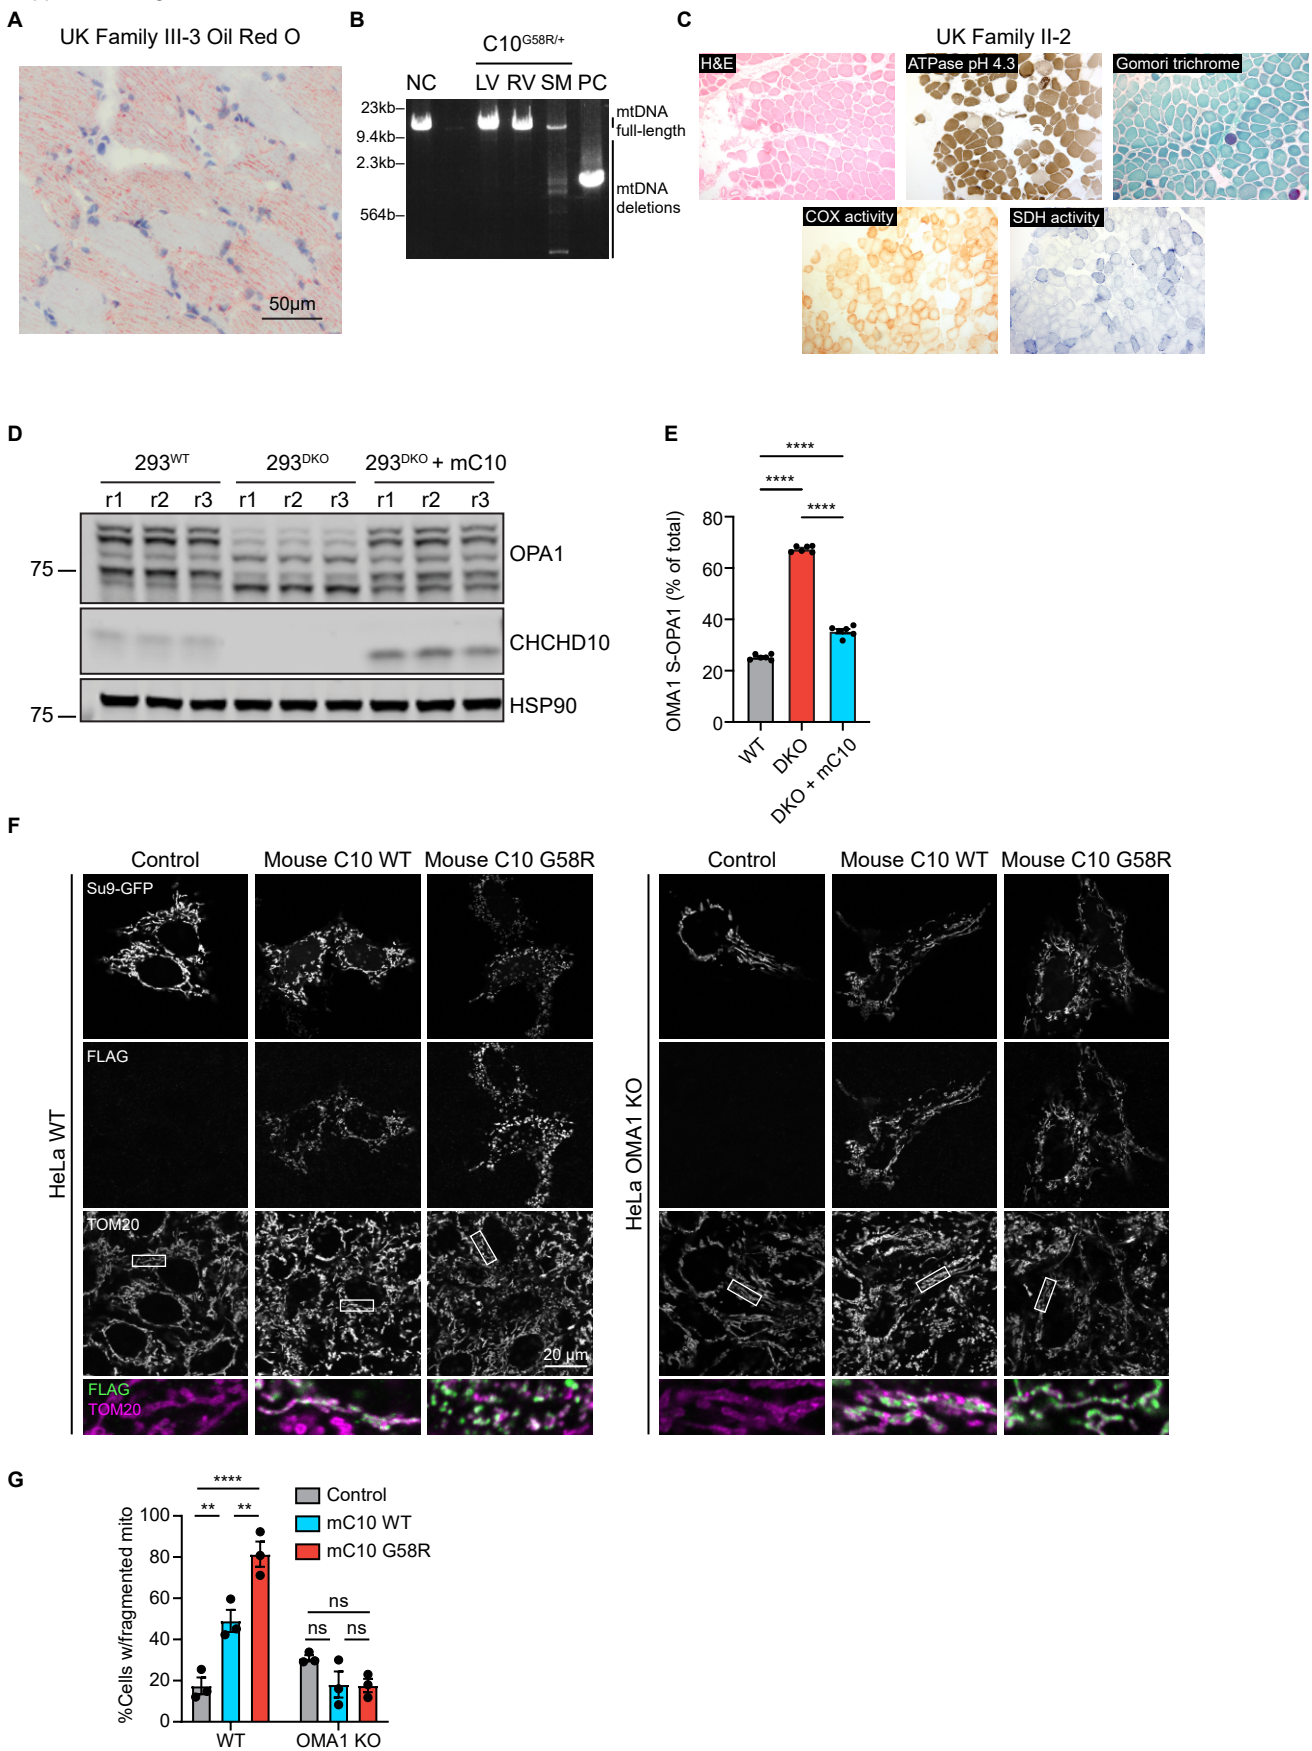

Supplemental Figures

Figure S1. Phenotypic characterization of the G58R mutation in human and cell culture.

(A) Oil Red O of pectoralis muscle of the proband (III-3) showing significantly increased lipid droplets. (B) Long-range PCR of mtDNA of negative control (NC); proband's left ventricle (LV), right ventricle (RV), and skeletal muscle (pectoralis, SM); and positive control (PC). (C) Histochemistry of proband's mother's (II-2) vastus lateralis showing COX-negative fibers and occasional ragged-red fibers. (D) Representative western blot of the effect of stable mouse C10 expression on OPA1 cleavage in HEK293^{C2/C10 DKO} cells. (E) Quantification of (D) (n = 6 biological replicates). (F) Representative confocal images of HeLa cells transfected with Su9-GFP (control), mouse C10 WT + Su9-GFP, or mouse C10 G58R + Su9-GFP. (G) Quantification of mitochondrial fragmentation from (F) (n = 3 biological replicates).

Supplemental Figure 2

A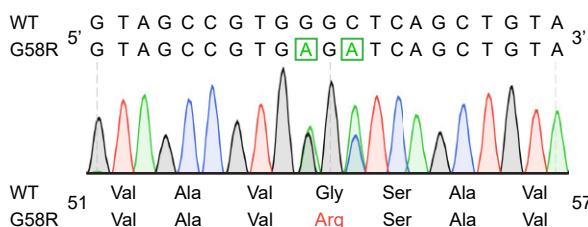**B**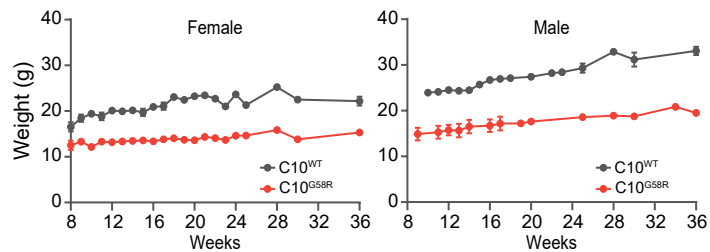**C**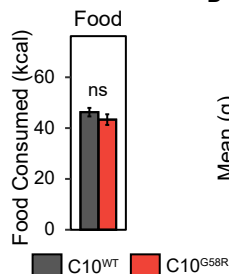**D**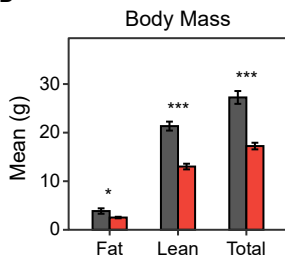**Body Composition**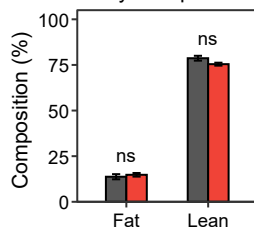**E**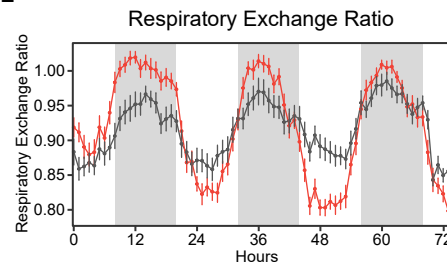**F****Oxygen Consumption**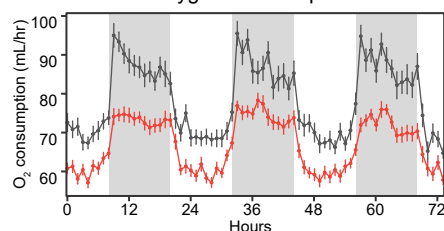**Light phase**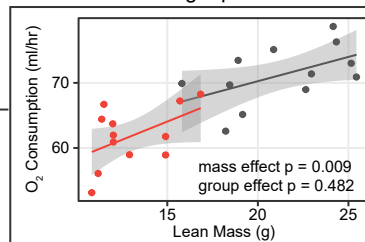**Dark phase**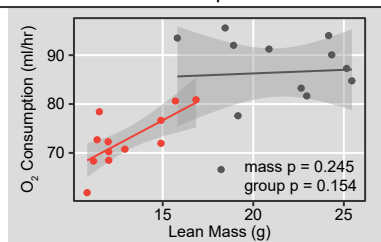**Carbon Dioxide Production**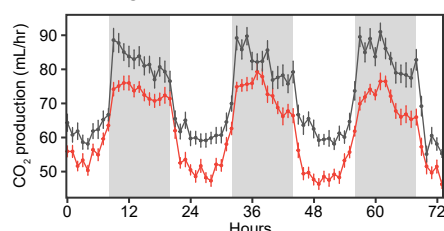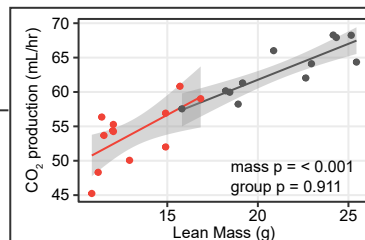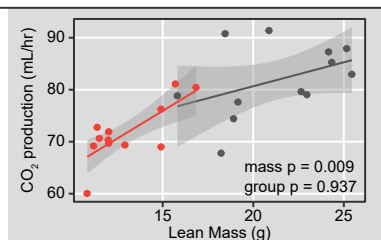**Energy Expenditure**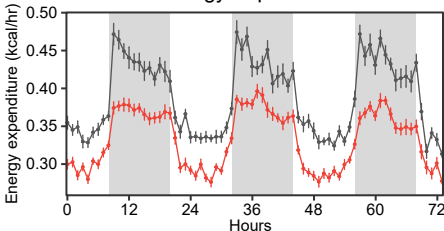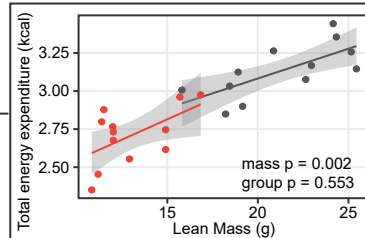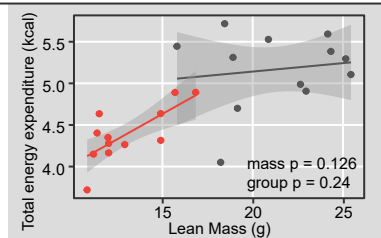

Figure S2. Phenotypic characterization and CLAMS of the G58R mutation in the KI mouse.

(A) Sanger sequencing of C10 from a C10^{G58R} mouse showing the heterozygous G58R mutation. (B) Weights of C10^{WT} and C10^{G58R} mice. At least 3 mice per group per timepoint. At least 10 mice per group total. (C) Total food intake over 72 hours, (n = 12 mice per genotype). (D) Absolute (left) and relative (right) lean and fat mass, (n = 12 mice per genotype). (E) Respiratory exchange ratio hourly plot, (n = 12 mice per genotype). (F) Hourly plots (left) and generalized linear model regression (right) of oxygen consumption, carbon dioxide production, and energy expenditure, (n = 12 mice per genotype).

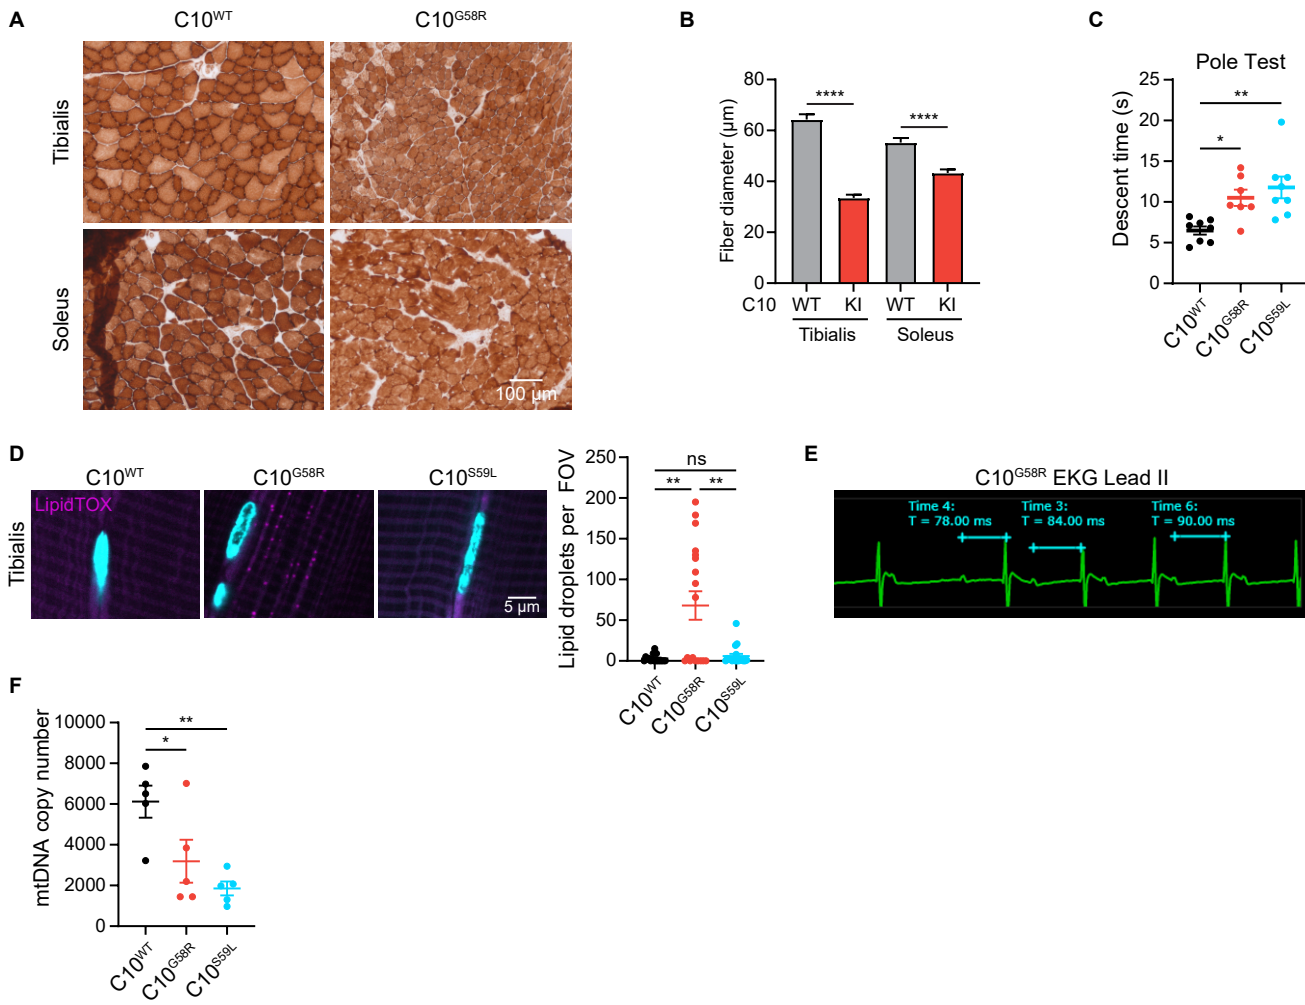

Figure S3. Muscle and EKG characteristics of G58R mice.

(A) Representative COX activity stain of 36-week-old C10^{WT} and C10^{G58R} mouse skeletal muscles, (at least 3 FOV per mouse from 3 mice per group). (B) Quantification of fiber diameter from (A), (n = 60 fibers from 3 mice for C10^{WT} tibialis and C10^{G58R} soleus, and n = 40 fibers from 2 mice for C10^{WT} soleus and C10^{G58R} tibialis). (C) Time to descend a 50 cm pole for 18-week-old C10^{WT} and C10^{G58R} mice, and 25-week-old C10^{S59L} mice. (D) Left: representative images of LipidTOX staining of 30-week-old C10^{WT}, C10^{G58R}, and C10^{S59L} tibialis muscles on the OMA1^{+/-} background. Right: quantification of left, (n = 3 mice per genotype; 6 FOV per mouse). (E) EKG lead II of a C10^{G58R} mouse showing second-degree atrioventricular block. (F) mtDNA copy number of 36–46-week-old C10^{WT}, C10^{G58R}, and C10^{S59L} mouse hearts. Each datapoint represents a mouse.

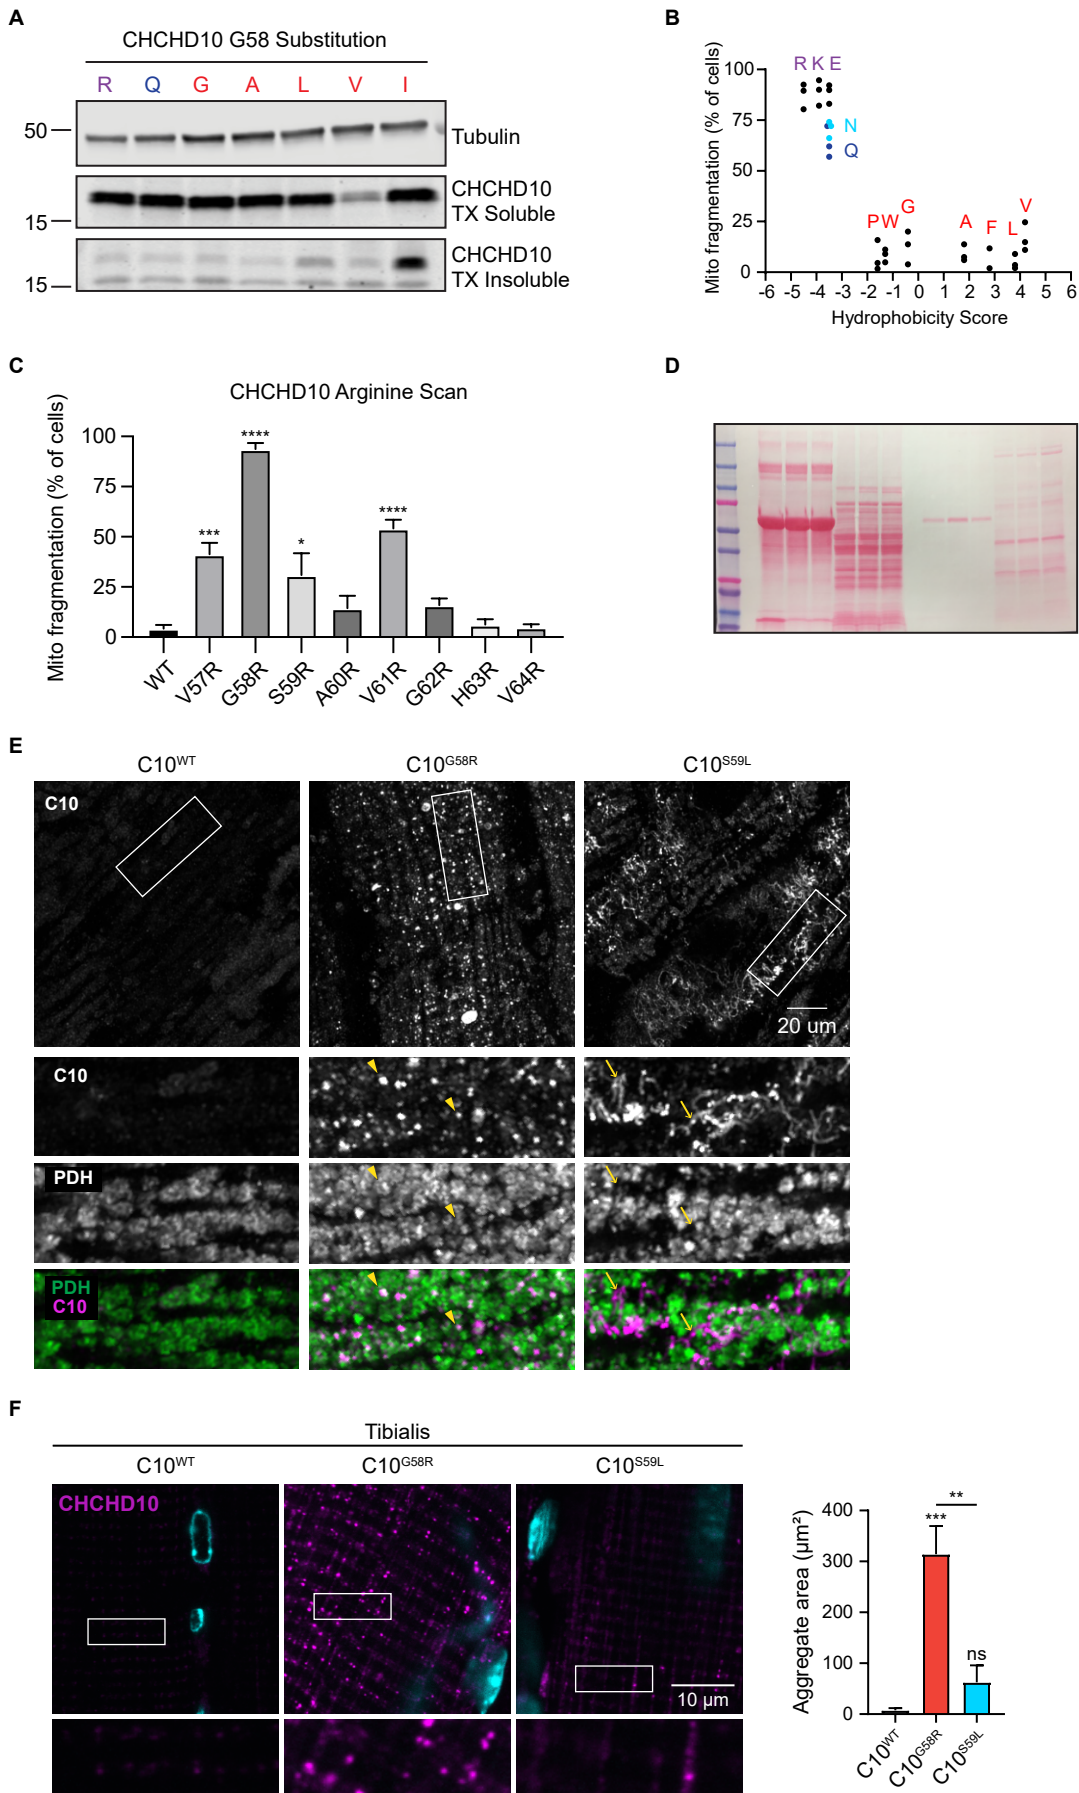

Figure S4. Effect of C10 mutations on C10 solubility, aggregation, and mitochondrial fragmentation.

(A) Immunoblots of Triton-X (TX)-soluble and -insoluble C10 from HEK293 C2/C10 DKO lysates after transfection with C10 containing G58 substitutions with amino acids of varying hydrophobicity. (B) Quantification of mitochondrial fragmentation in HeLa cells transfected with C10 containing G58 substitutions with amino acids of varying hydrophobicity, showing individual datapoints ($n \geq 50$ cells per replicate from 3 biological replicates). (C) Levels of mitochondrial fragmentation in HeLa cells transfected with C10 constructs containing the indicated arginine substitutions in the central α -helix. (D) Loading control for Figure 3A. (E) Airyscan images of 15-week-old C10^{WT}, C10^{G58R}, and C10^{S59L} mouse hearts stained for C10 and PDH. Arrowheads show intramitochondrial aggregates and arrows show extramitochondrial aggregates. (F) Left: representative confocal images of staining for C10 in tibialis of 30-week-old C10^{WT}, C10^{G58R}, and C10^{S59L} mice on the OMA1^{+/-} background. Right: quantification of C10 aggregate area, ($n = 3$ mice per genotype; 6 FOV per mouse).

Supplemental Figure 5

A

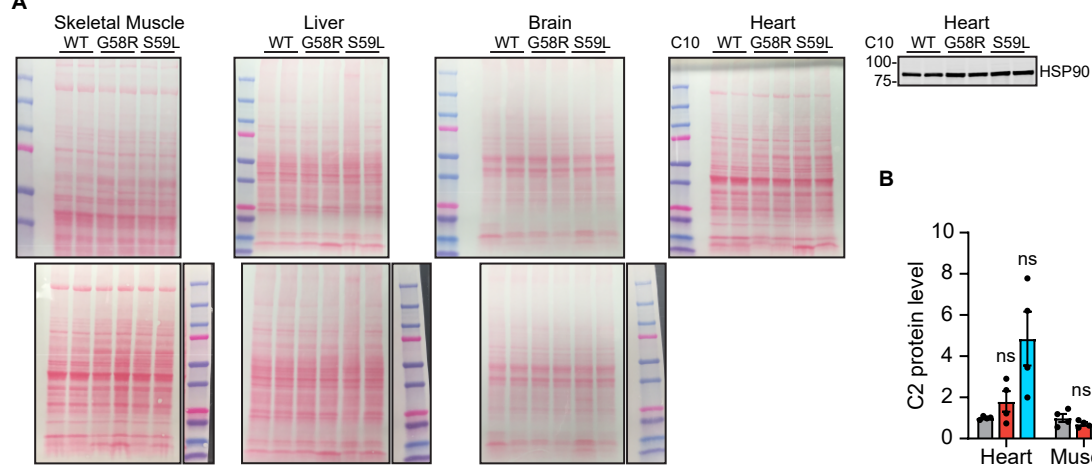

B

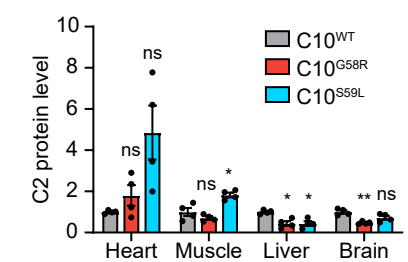

Figure S5. Effect of the C10 G58R mutation on C2 levels.

(A) Loading controls for OPA1 and OMA1 (top) and C2/C10 (bottom) in Figure 5A. (B)

Quantification of C2 levels from Figure 5A.

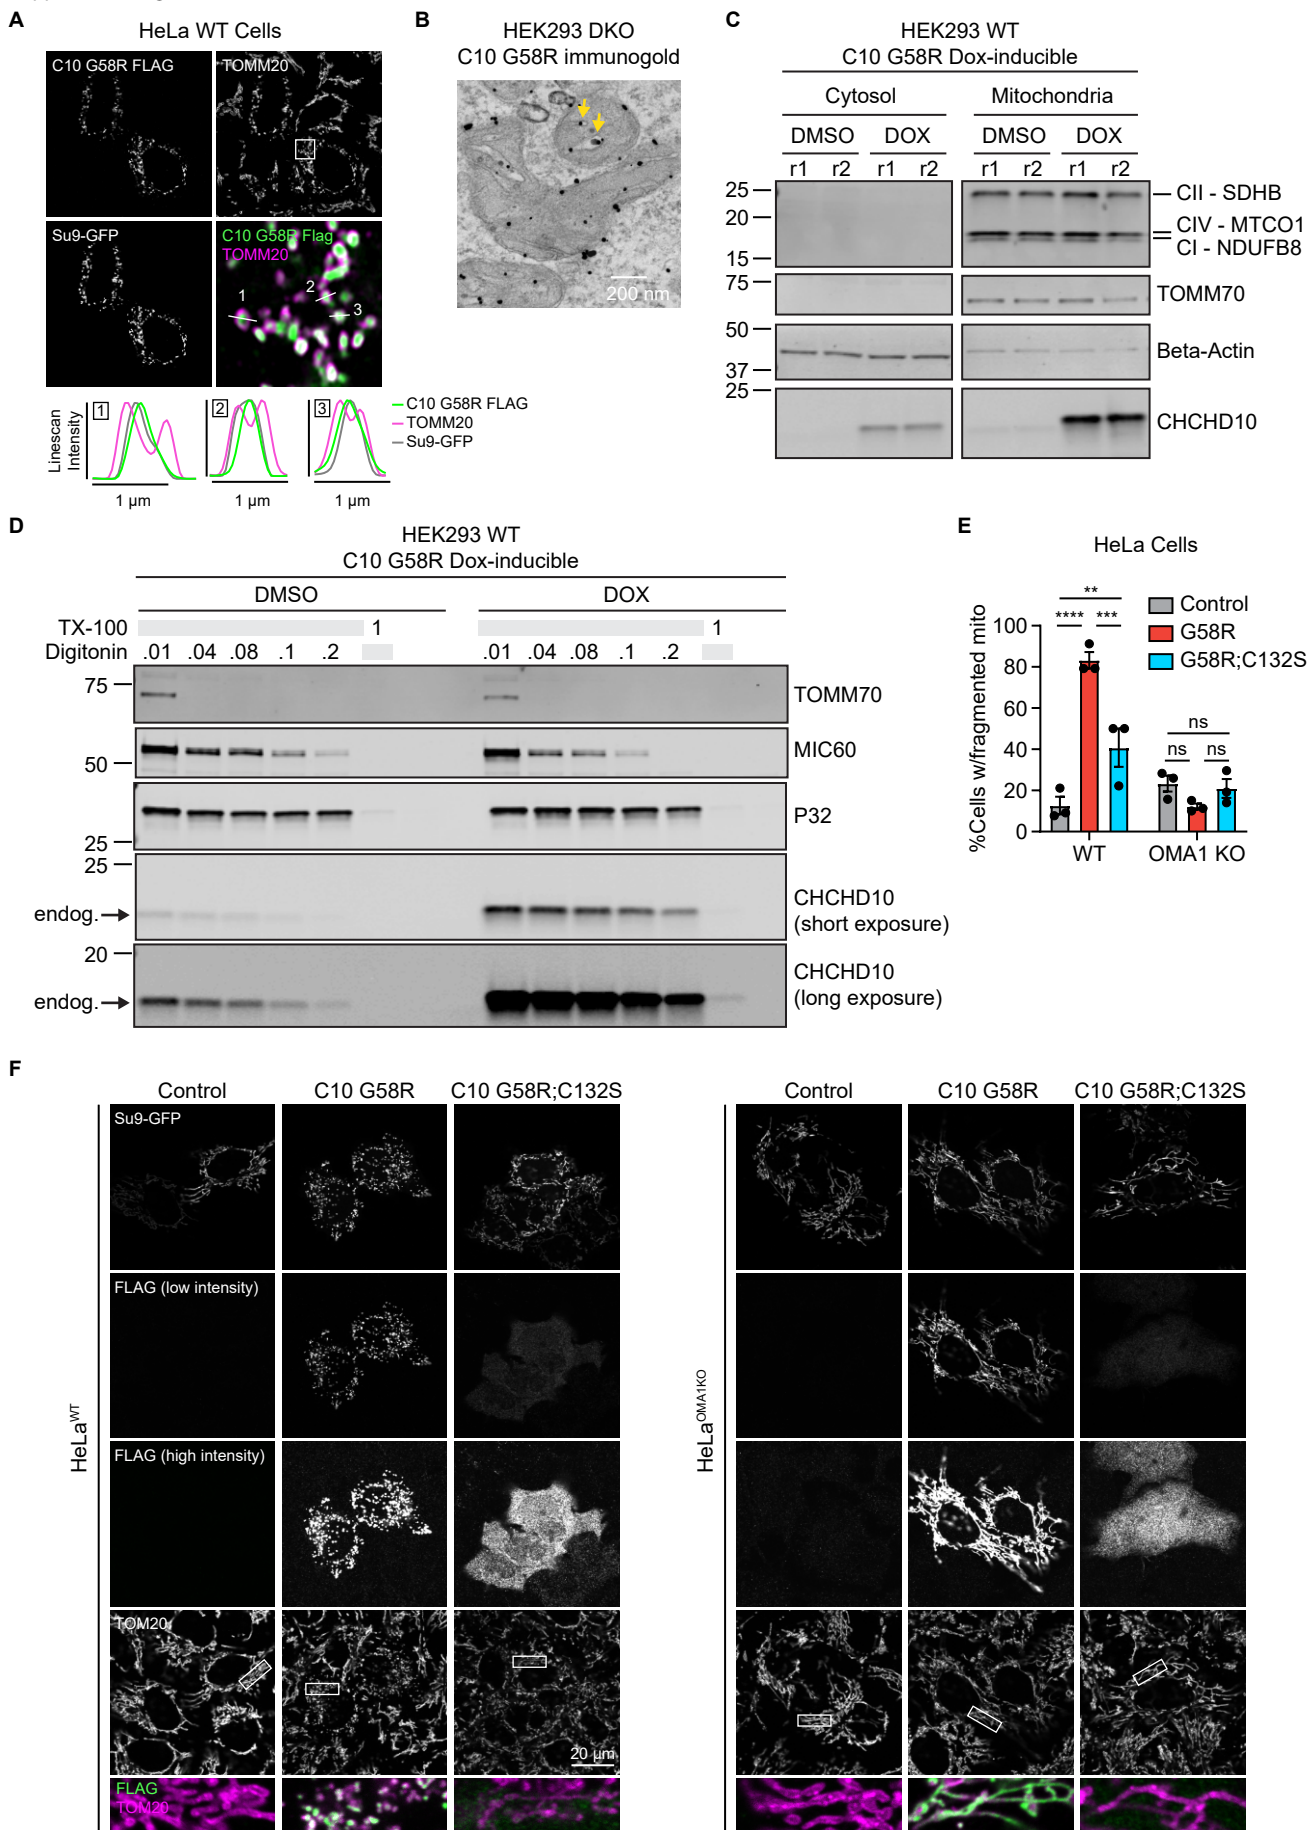

Figure S6. Effect of the C10 G58R mutation on mitochondrial localization of C10 G58R.

(A) Line scans of HeLa cells transfected with Su9-GFP and C10 G58R. (B) Immunogold-EM of C10 G58R overexpressing (OE) C2/C10 DKO HEK293 cells, (representative of ≥ 5 mitochondria in 1 biological replicate). (C) Western blots of the cytosolic and mitochondrial fractions of C10 G58R Dox-inducible HEK293 cells treated with DMSO or doxycycline (1 $\mu\text{g/mL}$) overnight. (D) Protease protection assay of mitochondria from (C). (E) Quantification of mitochondrial fragmentation in HeLa cells transfected with Su9-GFP (control), C10 G58R + Su9-GFP, or C10 G58R ; C132S + Su9-GFP (n = 3 biological replicates). (F) Representative confocal images of the HeLa cells quantified in (E).

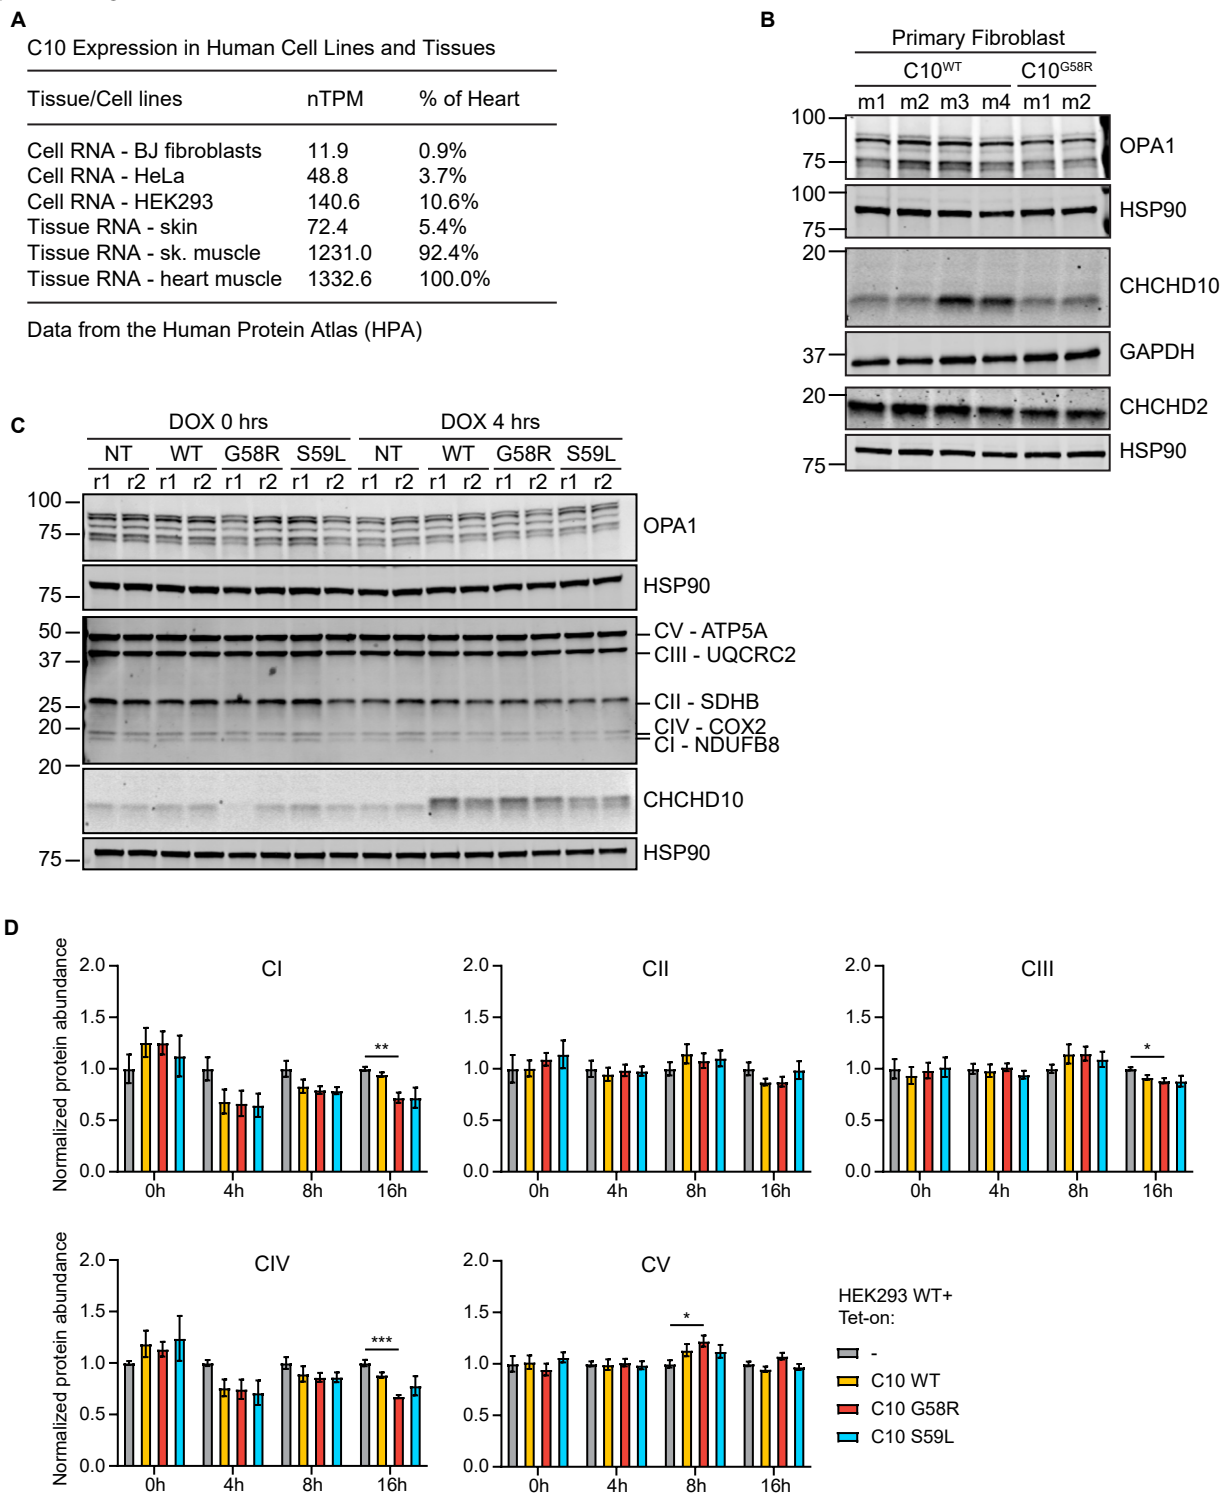

Figure S7. Effect of C10 pathogenic mutations on ETC complex stability.

(A) Normalized expression of CHCHD10 in various cell lines and tissues from the Human Protein Atlas. (B) Western blot of C10^{WT} and C10^{G58R} primary fibroblast lysates. (C) Western blot showing WT HEK293 cell line or dox-inducible HEK293 cell lines for C10 WT, C10 G58R, or C10 S59L expression at the 0- or 4-hour doxycycline (1 µg/mL) treatment timepoints. (D) Quantification of ETC complex subunits from (C). All comparisons are vs. the HEK293 WT cells (gray) (n = 4-5 biological replicates).

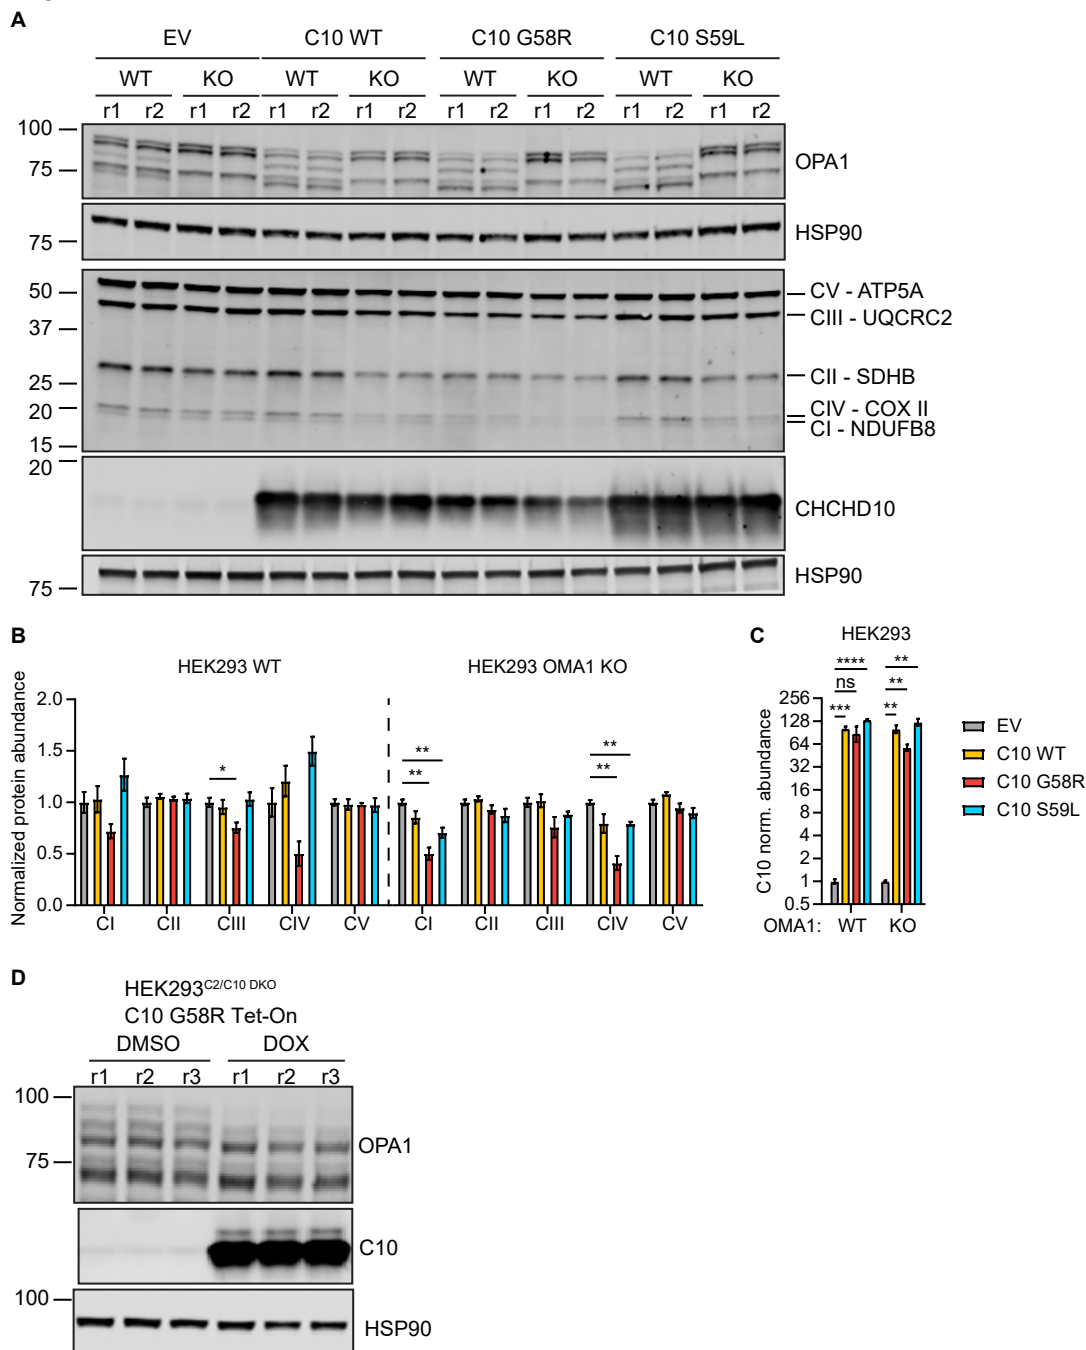

Figure S8. Effect of C10 pathogenic mutations on ETC complex stability under WT and OMA1 KO conditions, and effect of $\Delta\Psi_m$ modifiers on OPA1 cleavage.

(A) Western blot of HEK293 WT and OMA1 KO cells transfected with an empty vector, C10 WT, C10 G58R, or C10 S59L. Quantification of ETC subunit abundances (B) and C10 abundance (C) from (A). All comparisons are vs. the empty vector (n = 4 biological replicates). (D) Immunoblot of OPA1 levels from Tet-On HEK 293 cells treated overnight with DMSO or DOX (overexpressing C10 G58R) on a C2/C10 DKO background.

B

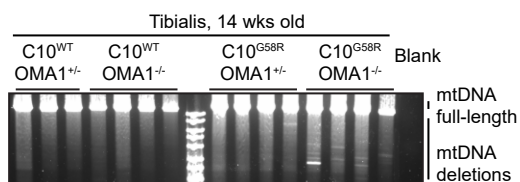

Bar graph showing p62 levels in OMA1^{-/-} mice with different genotypes. The y-axis represents p62 levels from 0 to 100. The x-axis shows four groups: OMA1^{-/-} C10WT, OMA1^{-/-} C10WT, OMA1^{-/-} C10G88R, and OMA1^{-/-} C10G88R. The first two groups show low levels (around 10), while the last two groups show significantly higher levels (around 65). Statistical significance is indicated by 'ns' (not significant) and '***' (p < 0.001).

Genotype	p62 Level (approx.)	Significance
OMA1 ^{-/-} C10WT	10	
OMA1 ^{-/-} C10WT	10	ns
OMA1 ^{-/-} C10G88R	15	****
OMA1 ^{-/-} C10G88R	65	****

E

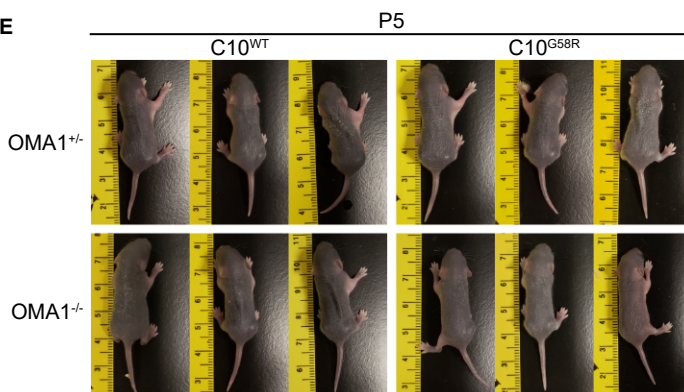

G

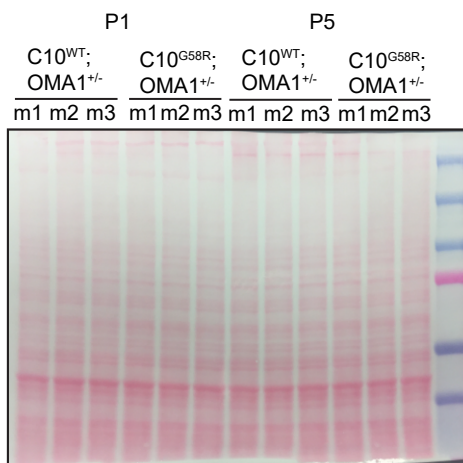

Genotype	Exp	Obs
C10 ^{WT} ;OMA1 ^{+/-}	17	18
C10 ^{WT} ;OMA1 ^{-/-}	17	15
C10 ^{S59L} ;OMA1 ^{+/-}	17	21
C10 ^{S59L} ;OMA1 ^{-/-}	17	14

$p = 0.6226$

Figure S9. OMA1 is critical for survival of C10 G58R mouse pups.

(A) Genotypes of pups from the C10^{WT} ; OMA1^{-/-} X C10^{G58R} ; OMA1^{+/-} cross at P1 and P5. (B) Long-range PCR of a 12.8kb segment of mtDNA from 14-week-old mouse hearts (left) and tibiales (right). DNA ladder is HyperLadder 1kb. Each lane represents an individual mouse. (C) Left: representative confocal images showing C10 and p62 staining of 14-week-old mouse hearts. Right: quantification of C10 and p62 aggregate area, (n = 3 mice per genotype for OMA1^{+/-} ; C10^{WT} and OMA1^{+/-} ; C10^{G58R}, and n = 4 mice per genotype for and OMA1^{-/-} ; C10^{WT} and OMA1^{-/-} ; C10^{G58R}. 10 FOV quantified per mouse). (D) E18.5 mouse embryos from the C10^{WT} ; OMA1^{-/-} X C10^{G58R} ; OMA1^{+/-} cross in the uterus (top) and outside of the uterus (bottom). The OMA1^{-/-} ; C10^{G58R} embryo is indicated. (E) P5 pups from the C10^{WT} ; OMA1^{-/-} X C10^{G58R} ; OMA1^{+/-} cross. (F) P1 and P5 pup weights from the C10^{WT} ; OMA1^{-/-} X C10^{G58R} ; OMA1^{+/-} cross. (G) Loading control for Figure 7D. (H) Expected vs. observed numbers of pup genotypes from the C10^{WT} ; OMA1^{-/-} X C10^{S59L} ; OMA1^{+/-} cross.

A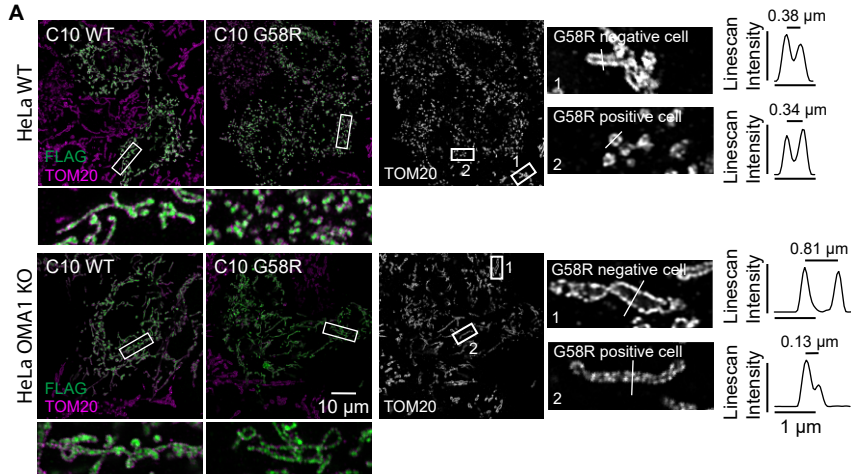**B**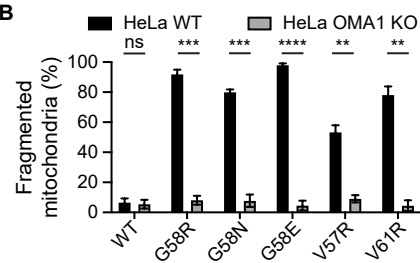**C**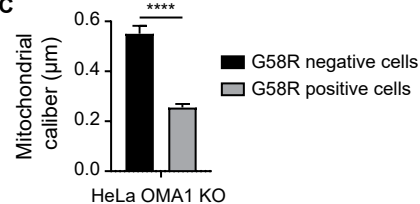

Figure S10. G58 substitutions fragment mitochondria through OMA1.

(A) HeLa cells transfected with C10 WT and C10 G58R constructs on the WT (top) or OMA1 KO (bottom) background. Magnifications depict mitochondrial caliber, with TOM20 line scan intensities on the right. Images were taken with a Zeiss Airyscan microscope. (B) Mitochondrial fragmentation levels in HeLa cells transfected with C10 mutants on the WT or OMA1 KO background ($n \geq 50$ mitochondria per replicate in 3 biological replicates per condition). (C) Quantification of mitochondrial caliber in (A), ($n = 42$ mitochondria from 3 biological replicates).

A

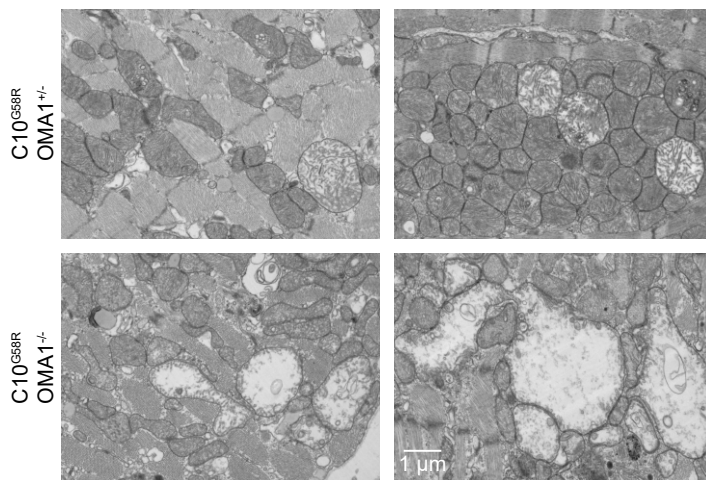

B

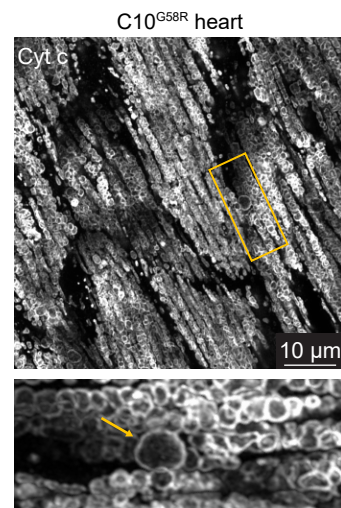

C

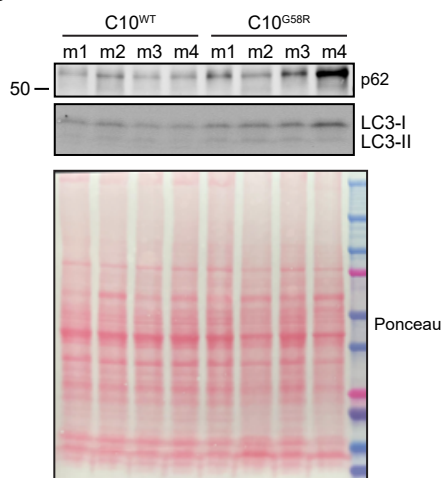

D

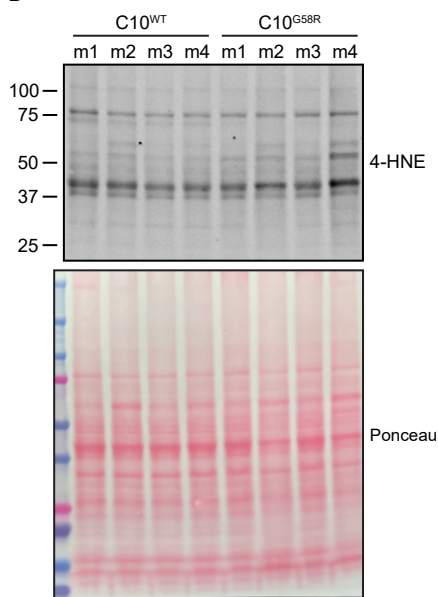

E

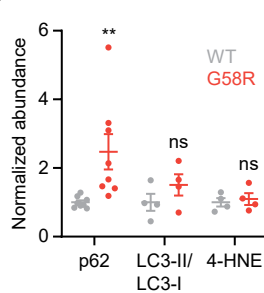

Figure S11. Megamitochondria, autophagy, and oxidative damage assessments in C10 G58R mouse hearts.

(A) Representative TEM images of megamitochondria. (B) 15-week-old C10^{G58R} heart immunofluorescence showing a megamitochondrion. (C) Western blot of p62, LC3-I, and LC3-II from mouse heart lysates. (D) 4-HNE staining of mouse heart lysates. (E) Quantification of the data in (C) and (D).

Supplemental Figure 12

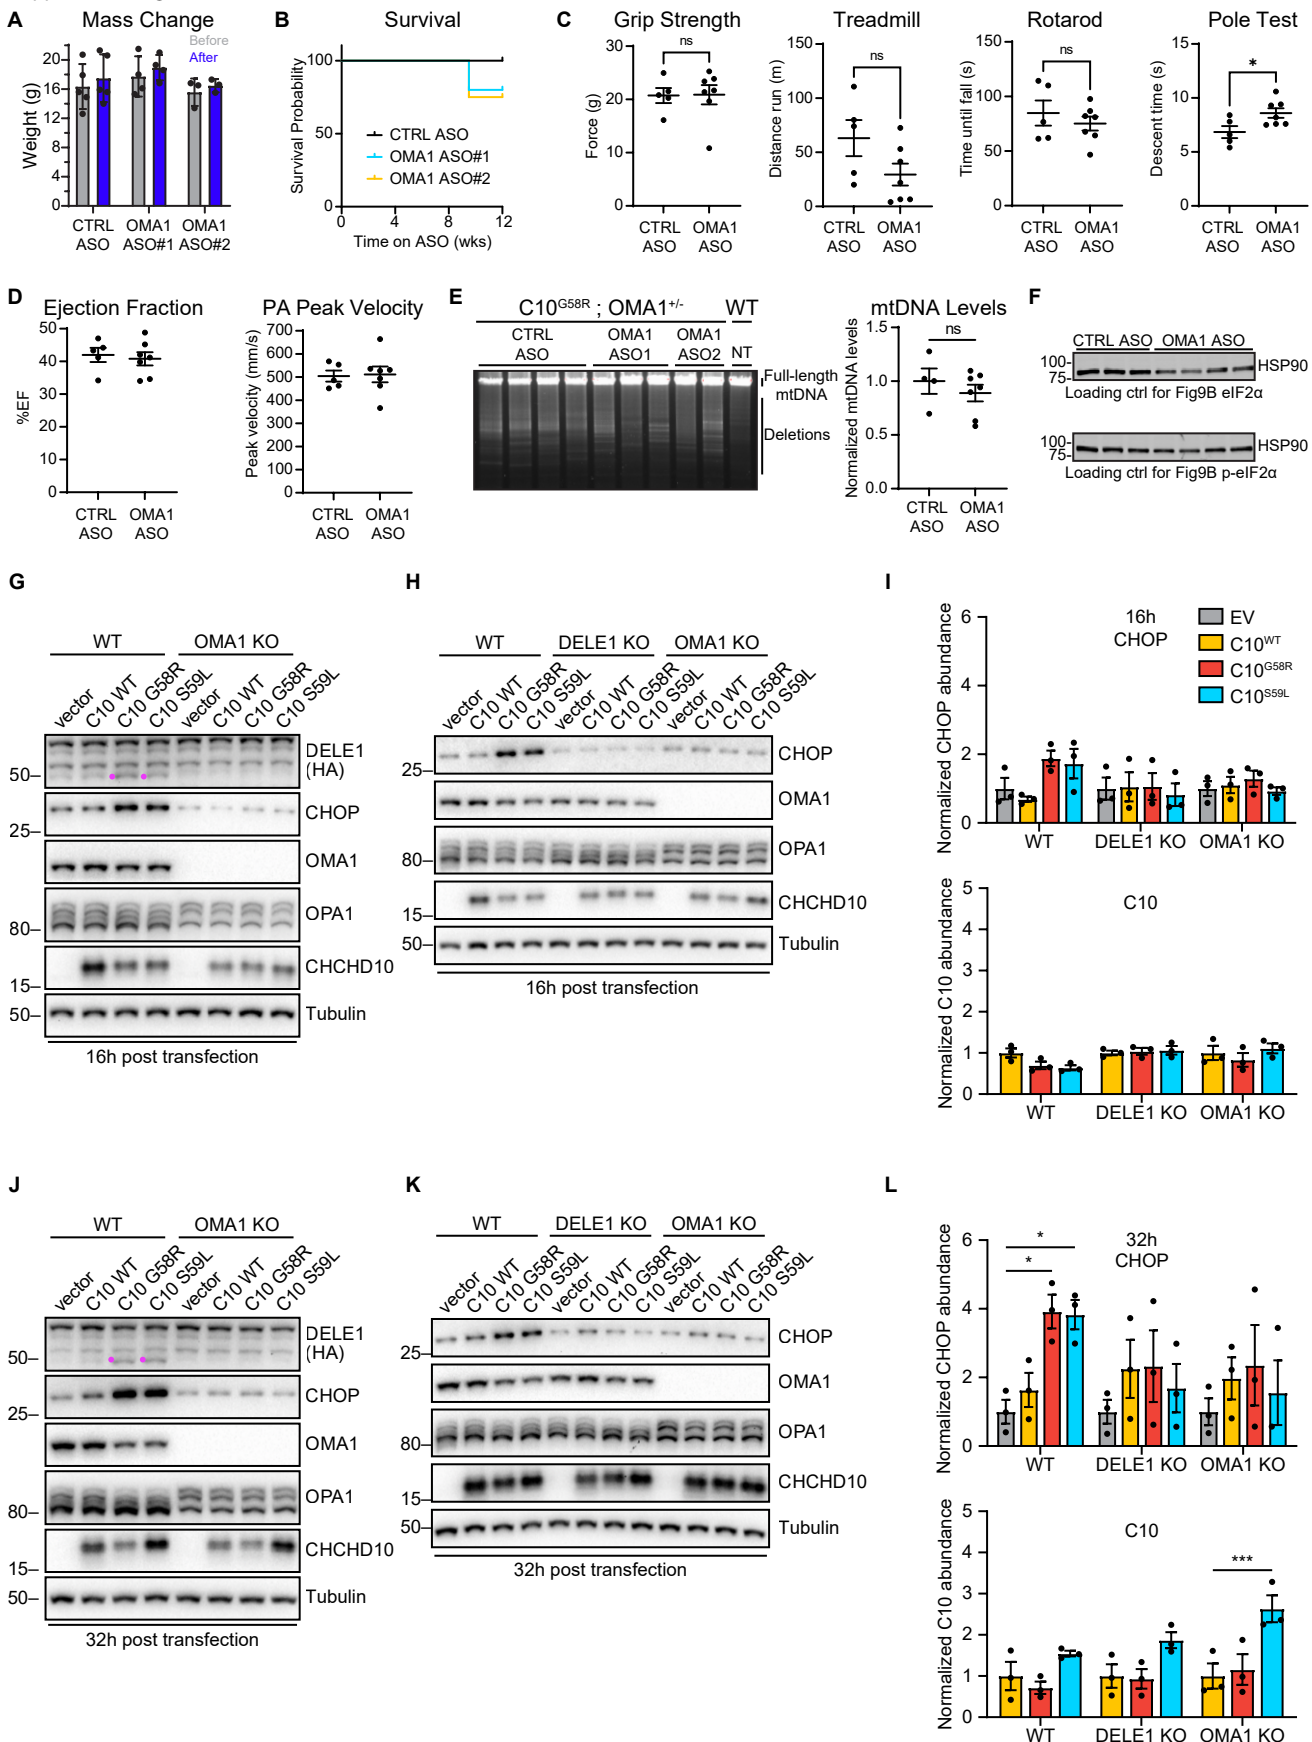

Figure S12. Pathogenic C10 mutations activate the ISR through the OMA1-DELE1 pathway.

(A) Weight of C10^{G58R} ; OMA1^{+/-} mice before the first ASO injection and after the last injection. (B) Survival of C10^{G58R} ; OMA1^{+/-} mice over the course of ASO treatment, (n = 5 mice for CTRL and OMA1 ASO#1, and n = 4 mice for OMA1 ASO#2). (C) Grip strength, treadmill, rotarod, and pole test results of 33-week-old C10^{G58R} ; OMA1^{+/-} mice after 12 weeks of CTRL ASO or OMA1 ASO. (D) Percent ejection fraction and pulmonary artery peak velocity of 33-week-old C10^{G58R} ; OMA1^{+/-} mice after 12 weeks of CTRL ASO or OMA1 ASO. (E) Left: long-range PCR of a 12.8kb segment of mtDNA from hearts of 33-week-old C10^{G58R} ; OMA1^{+/-} mice after 12 weeks of CTRL ASO or OMA1 ASO. Right: mtDNA copy number. (F) Loading controls for Figure 9B. Effect of 16-hour (G) and 32-hour (J) C10 WT, C10 G58R, and C10 S59L overexpression on DELE1 processing into S-DELE1 (pink) in HEK293T WT and OMA1 KO cells stably expressing DELE1-HA. Effect of 16-hour (H) and 32-hour (K) C10 WT, C10 G58R, and C10 S59L overexpression on CHOP levels and OPA1 processing in HEK293T cells on the WT, DELE1 KO, or OMA1 KO background. (I) and (L) are quantifications of (H) and (K), respectively. All comparisons are vs. the empty vector (for CHOP quantifications) or C10^{WT} (for C10 quantifications).

Supplemental Figure 13

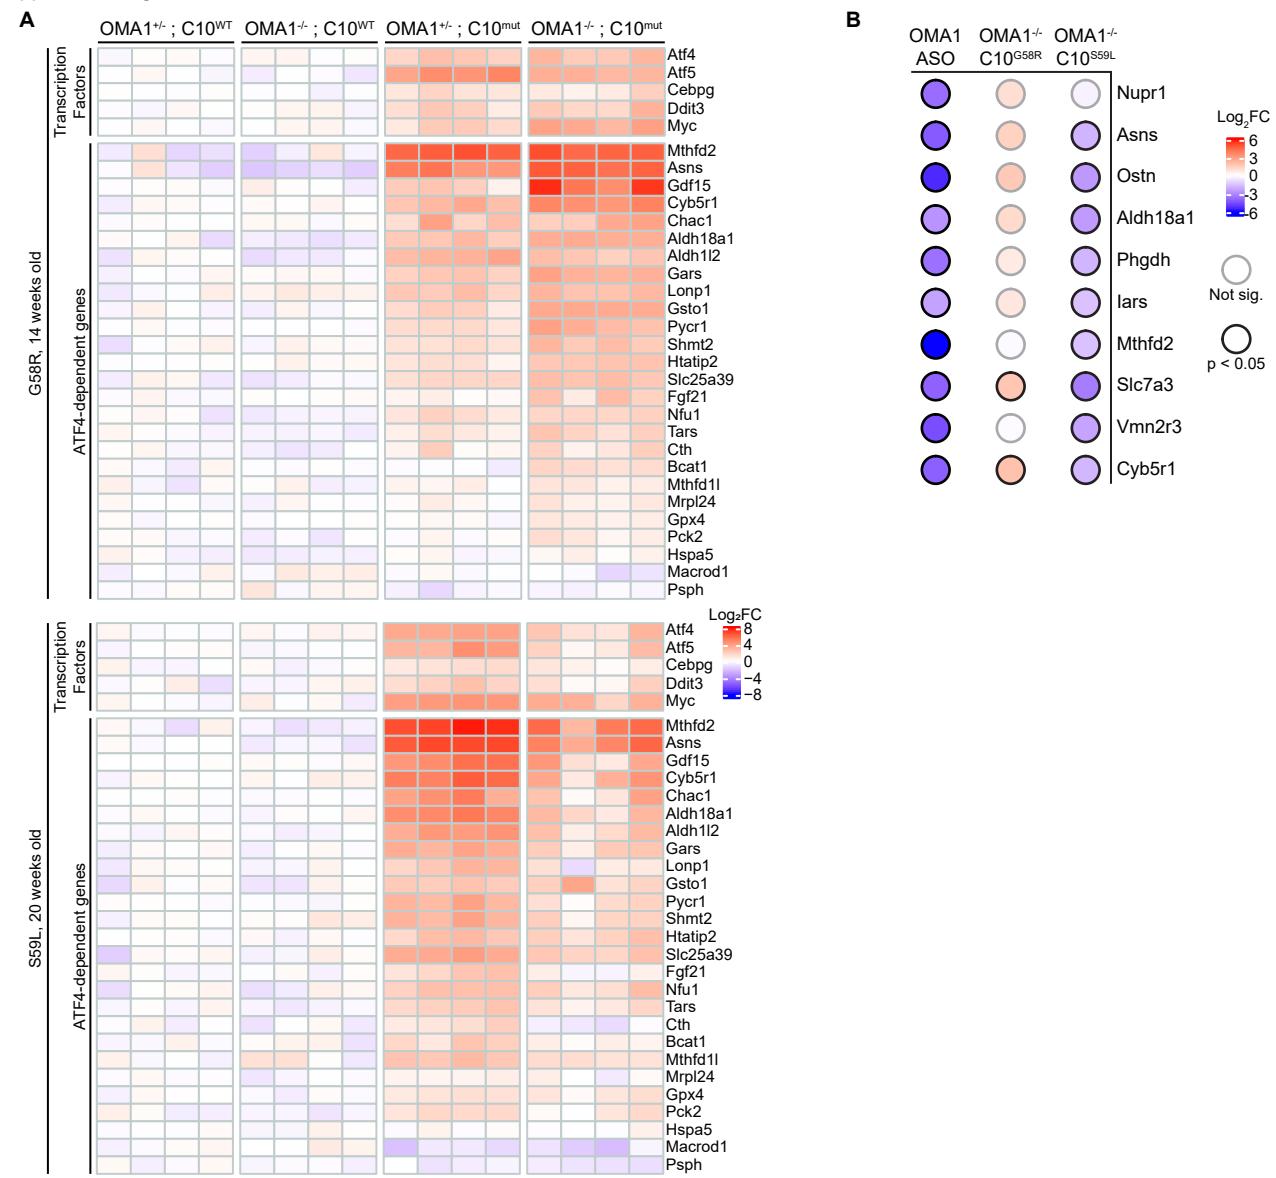

Figure S13. Transcriptomic analyses of C10 mutant mouse hearts.

(A) Microarray data of hearts from mice of the indicated genotypes. Each column represents a mouse. (B) Foldchange of the top 10 DEGs of the OMA1 ASO vs CTRL ASO comparison in said comparison, the C10^{G58R} ; OMA1^{-/-} vs C10^{G58R} ; OMA1^{+/-} comparison, and the C10^{S59L} ; OMA1^{-/-} vs C10^{S59L} ; OMA1^{+/-} comparison.

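The largest changes with OMA1 ASO were falls. Slc7a3, a transporter of cationic amino acids, was at least 5.48-fold lower than with CTRL ASO, with all OMA1 ASO arrays below background. Cyb5r1, a membrane-bound reductase, was at 10.04 ± 0.79 (SD, n = 5 arrays) with CTRL ASO and 6.01 ± 0.27 (SD, n = 8) with OMA1 ASO, a log2 fold change of −4.03 (standard error 0.264, adjusted p = 4.95e-08 from limma with Benjamini-Hochberg adjustment), with 3 of 8 OMA1 ASO arrays above background. B4galnt2, a glycosyltransferase, was at least 13.2-fold lower, and Cxcl13, a chemokine that attracts B cells, changed by −4.14 (standard error 0.441, adjusted p = 1.64e-05 from limma). All 10 genes that the study shows in this panel for OMA1 ASO versus CTRL ASO were lower here, by −5.42 to −2.43, and each ranked among the first 24 clusters by p. With the spread of each cluster estimated on its own, 9 of the 10 passed. The study picked these genes from the same arrays, so their count is not independent evidence, and the other comparisons of the panel are not analysed here.

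Apod, which encodes the lipid carrier apolipoprotein D, had the largest rise among named clusters whose treatments did not overlap, from 9.07 ± 0.51 (SD, n = 5) to 12.33 ± 1.06 (SD, n = 8), a change of 3.26 (standard error 0.424, adjusted p = 0.000177 from limma with Benjamini-Hochberg adjustment). Myot, which encodes the Z-disc protein myotilin, and Ctss, the lysosomal protease cathepsin S, both rose by 2.42. On OMA1 ASO1 replicate 5, Myot was at 13.96, above the 10.98 to 11.71 of the other OMA1 ASO1 arrays, and Ctss was at 9.22, below their 10.62 to 10.87. Gbp4, an interferon-induced GTPase, rose by 2.02, Smco1, a membrane protein of striated muscle, by 2.01, and Hnmt, which inactivates histamine, by 1.49. Kcnj3, a potassium channel subunit of atrial and pacemaker cells, rose by 1.75, and its call was lost without CTRL ASO replicate 1, 2, 3 or 4 or OMA1 ASO2 replicate 1 (adjusted p = 0.0131 to 0.0312 from limma). Efnb3, a ligand of Eph receptors, rose by 1.32, and its call was lost without CTRL ASO replicate 2 (adjusted p = 0.0104 from limma).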

A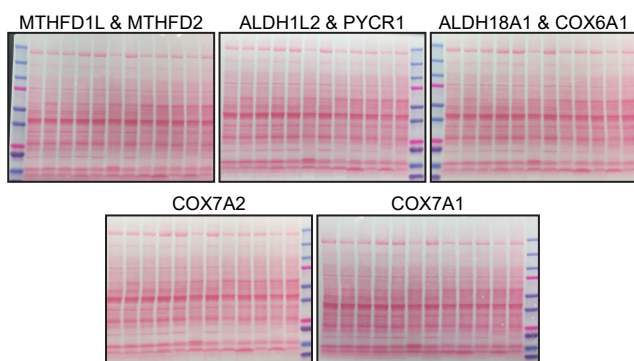**B**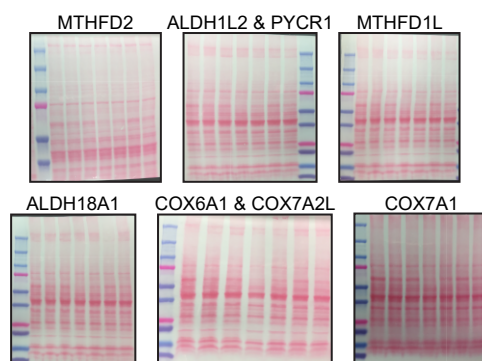**C**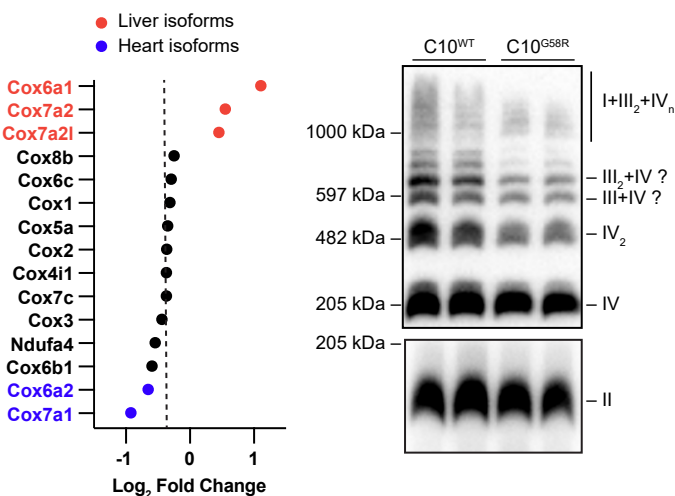**D**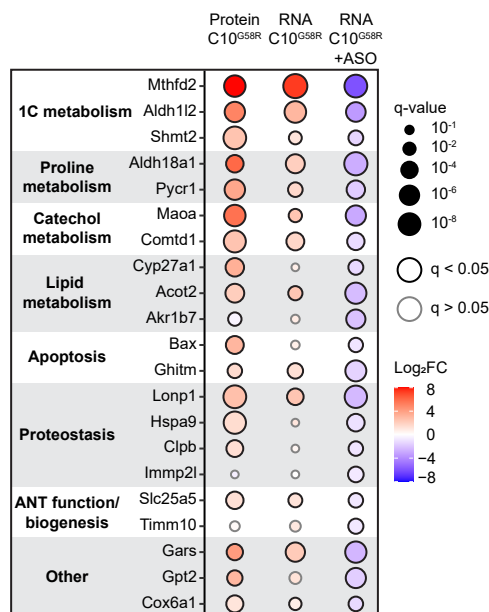**E**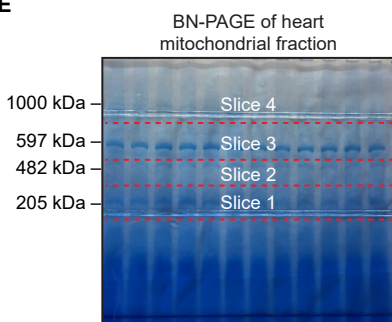**F**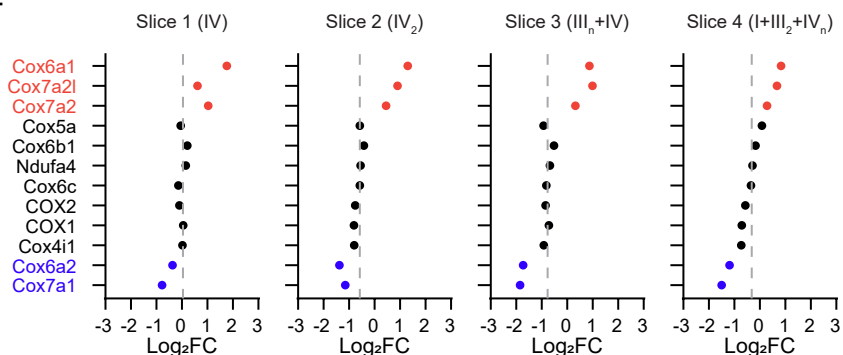

Figure S14. Effects of C10 G58R and S59L on the mitochondrial proteome.

(A) Loading controls for Figure 11B. (B) Loading controls for Figure 11C. (C) Left: foldchange of complex IV subunits from the C10^{G58R} vs C10^{WT} heart mitochondrial proteomics experiment in Figure 11A. Right: BN-PAGE gel of heart mitochondrial lysate of 36-week-old C10^{WT} and C10^{G58R} mice, stained for complex IV (top) and complex II (bottom). (D) Comparison of proteomic data from C10^{G58R} vs C10^{WT}, transcriptomic data from C10^{G58R} vs C10^{WT} on the OMA1^{+/-} background, and transcriptomic data from OMA1^{+/-} ; C10^{G58R} OMA1 ASO vs CTRL ASO for high-confidence OMA1 targets captured by proteomics. (E) BN-PAGE of C10^{WT} and C10^{G58R} heart mitochondrial lysates showing where the gel was cut for downstream proteomics. (F) Fold changes of CIV subunits between C10^{WT} and C10^{G58R} heart mitochondrial lysates in the different BN-PAGE slices from (E). Liver isoforms are in red and heart isoforms in blue. The dashed line indicates the median FC, (n = 3 mice per group).

Supplemental Figure 15

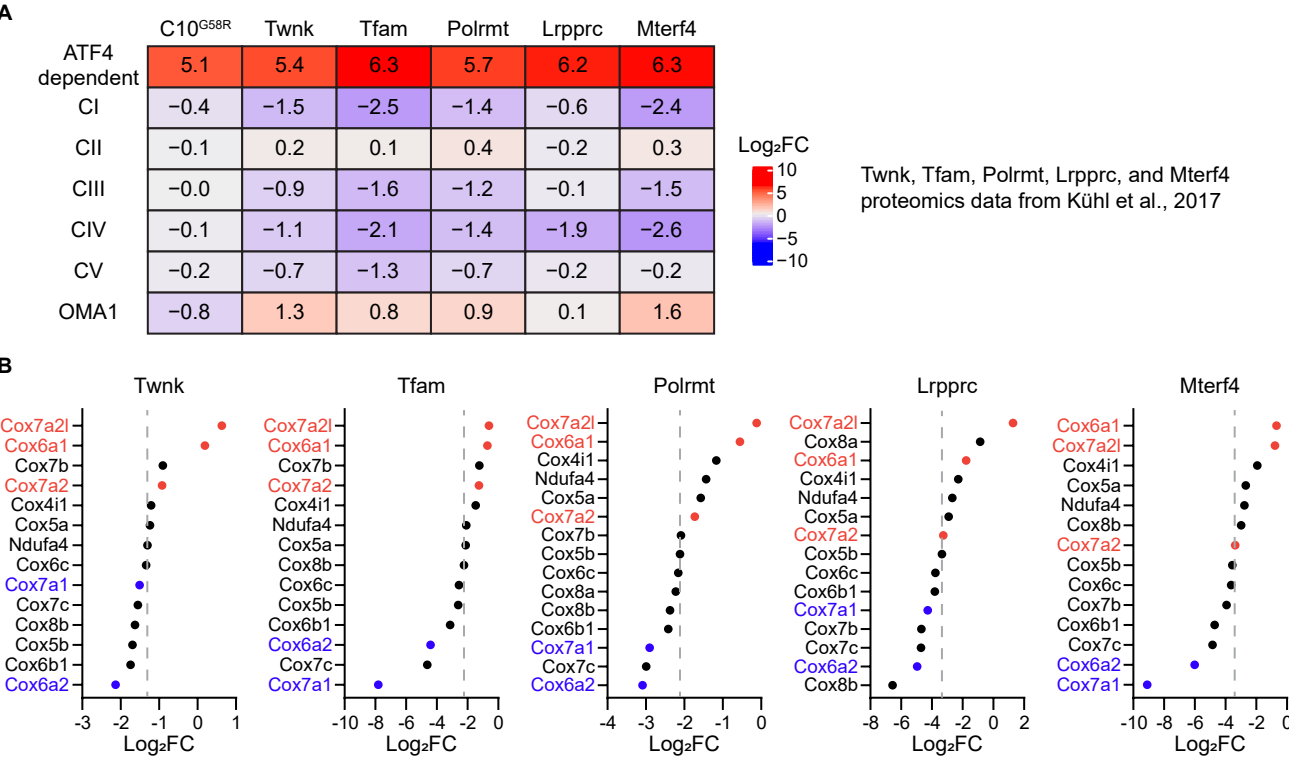

Figure S15. Effects of different models of mitochondrial stress on the mitochondrial proteome.

(A) Protein fold changes vs WT of ATF4-dependent proteins, CI-V subunits, and OMA1 in C10^{G58R} and different models of mitochondrial disease, resulting from heart KO of the following genes: Twnk, Tfam, Polrmt, Lrprrc, and Mterf4. Data is from Kühl et al., 2017.

(B) Fold changes of CIV subunits in models in (A). Data is from Kühl et al., 2017. Liver isoforms are in red and heart isoforms in blue. The dashed line indicates the median FC.

Uncut gels

Lanes used in figures indicated. If no specific lanes are indicated then every lane was used in the figure.

Fig. 2E

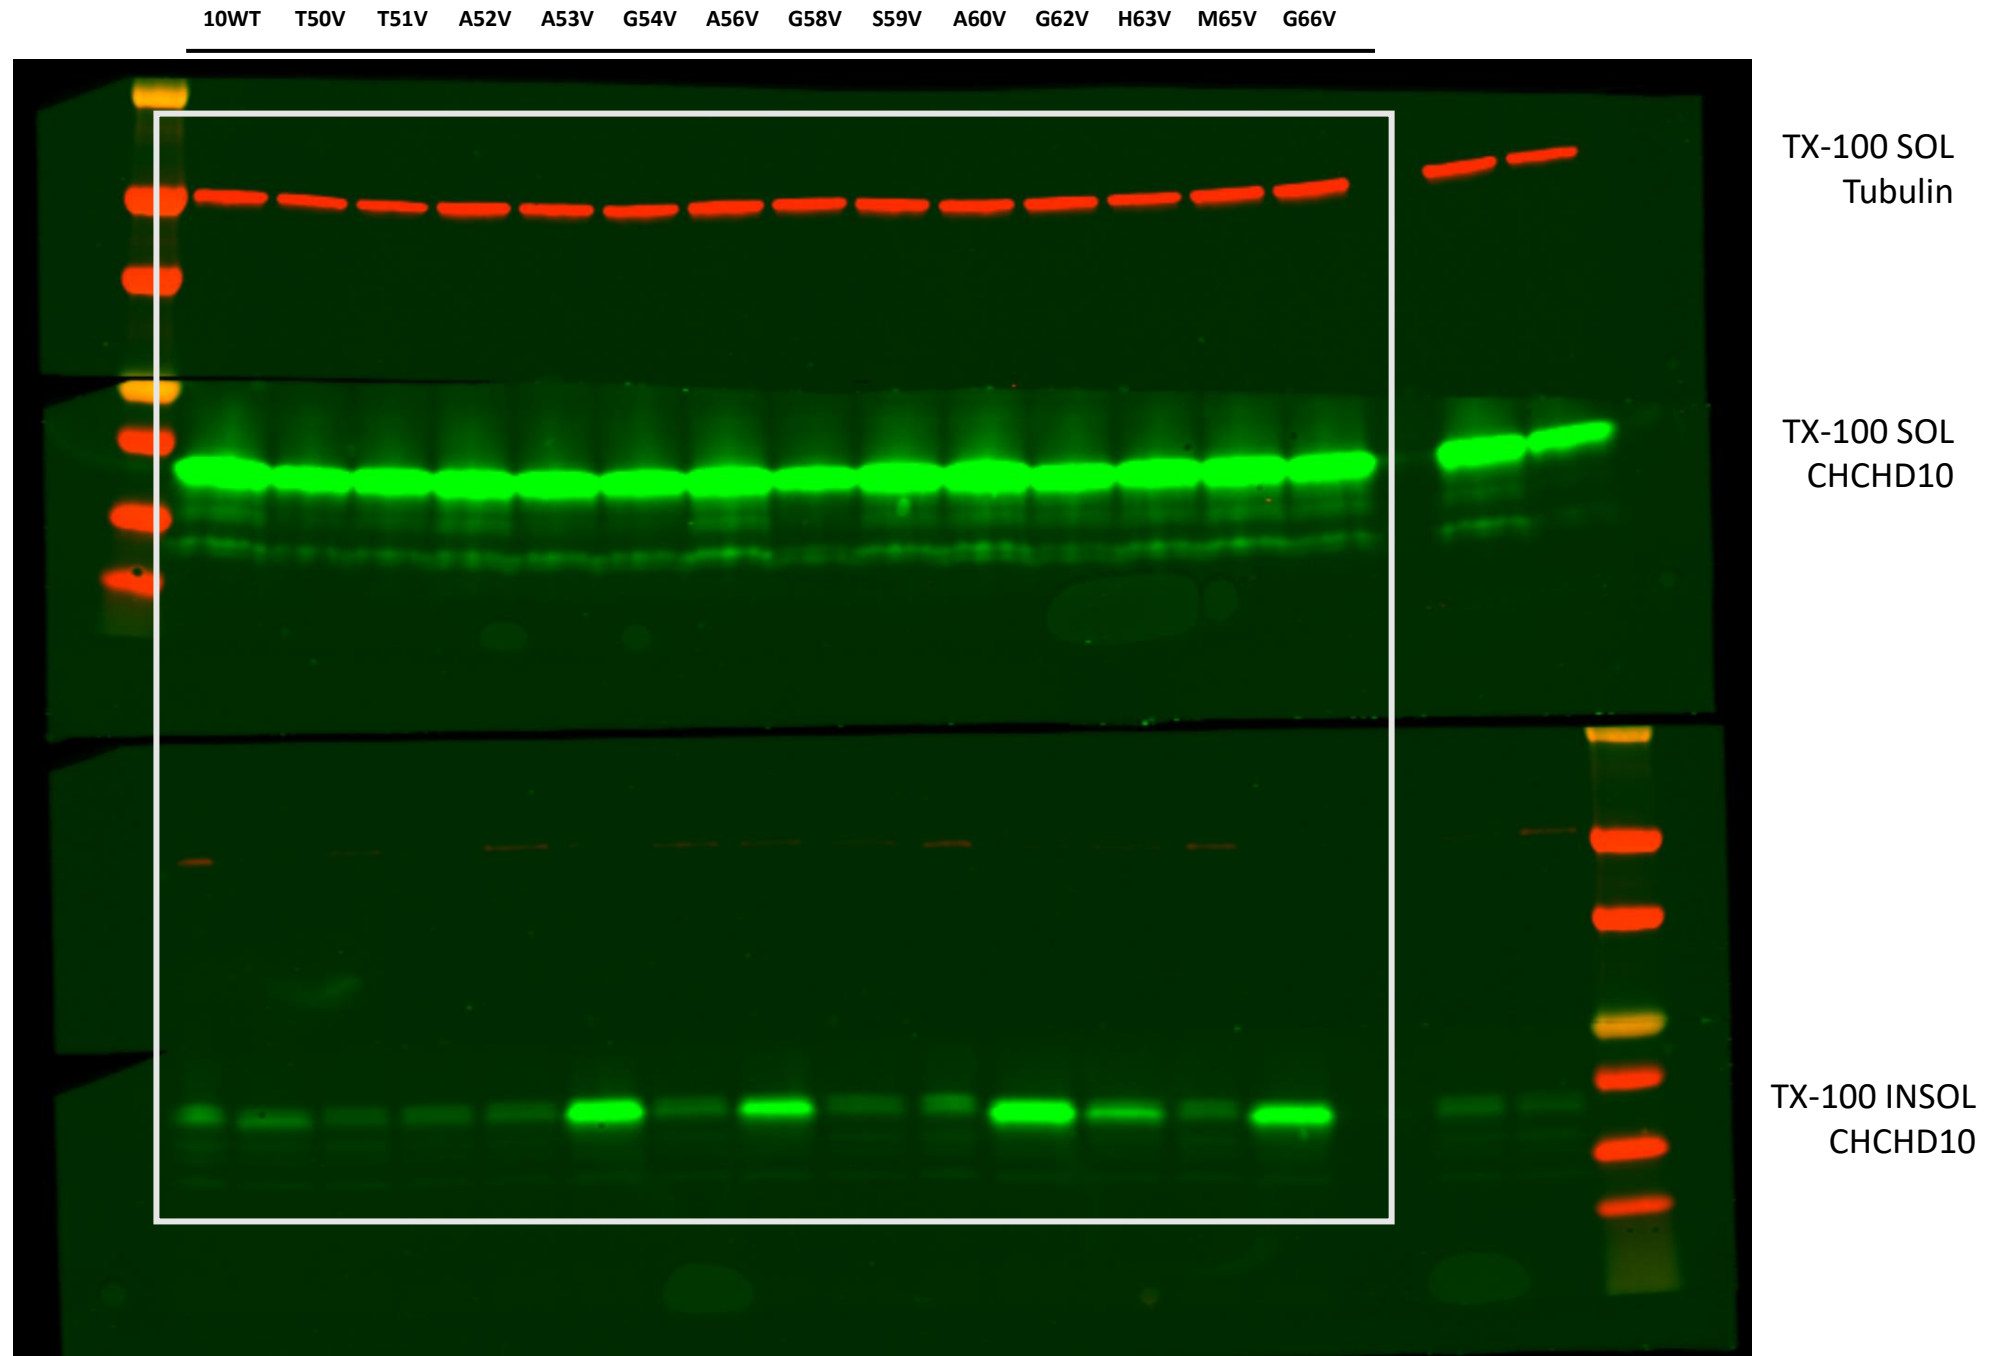

Fig. 3A

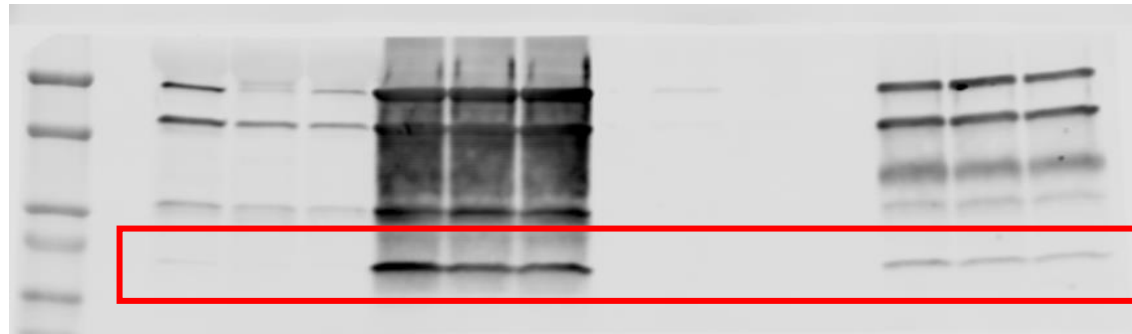

NDUF8 (Total OXPHOS rodent)

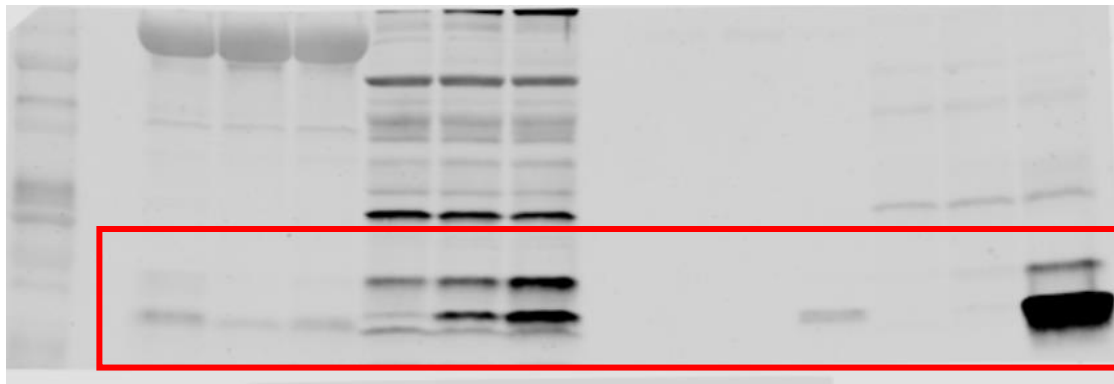

CHCHD2 rab

Fig. 5A

Heart

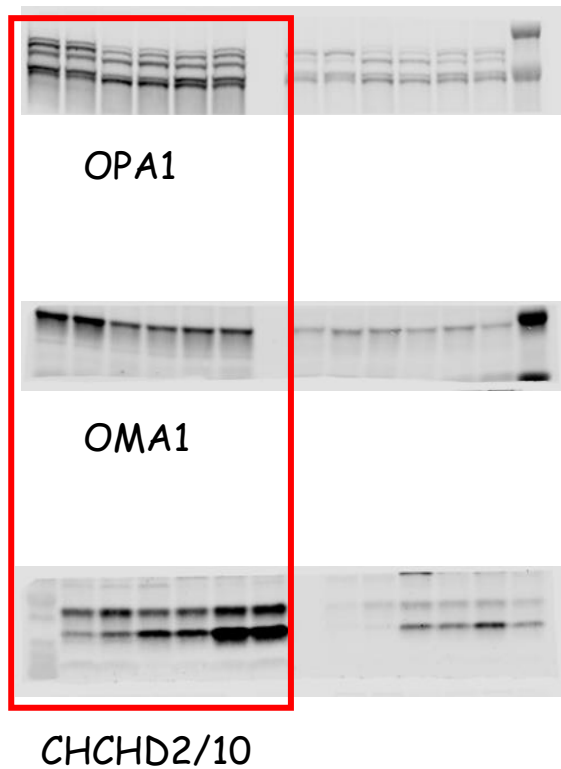

Skeletal Muscle

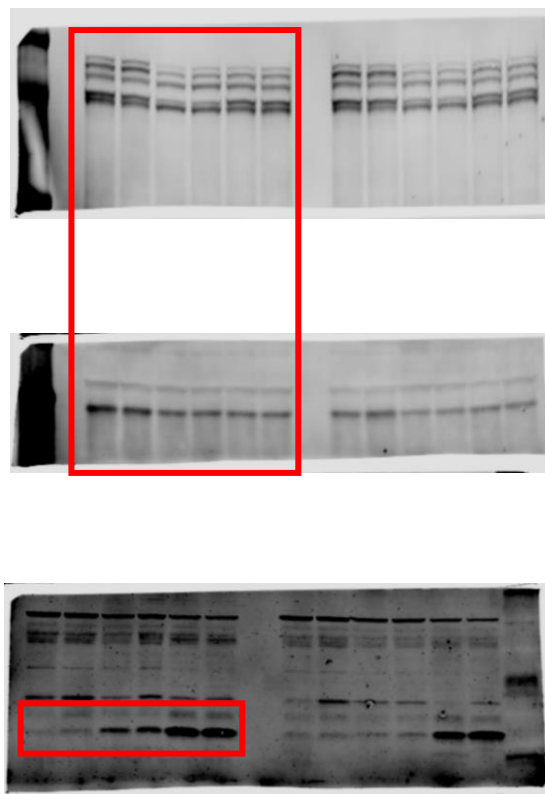

Liver

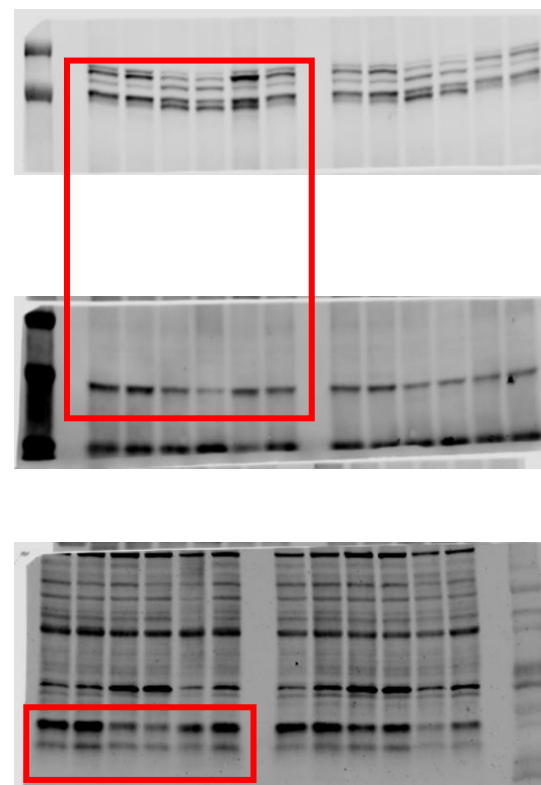

Brain

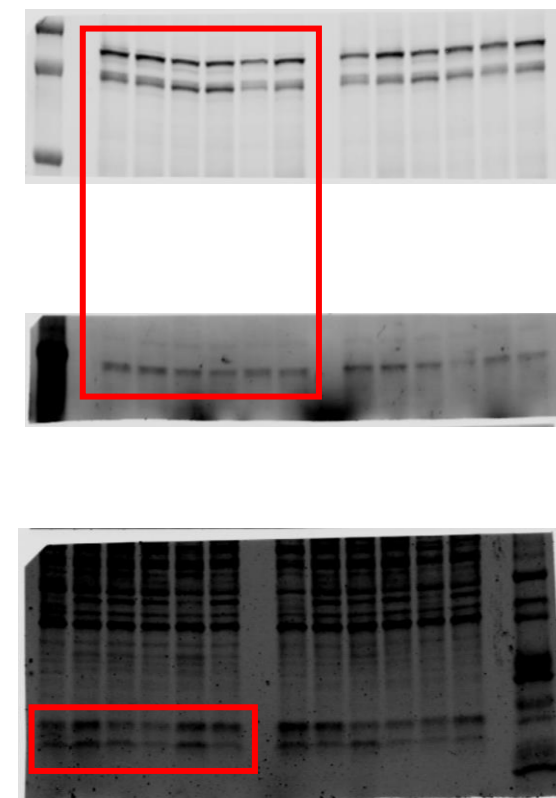

Fig. 5D

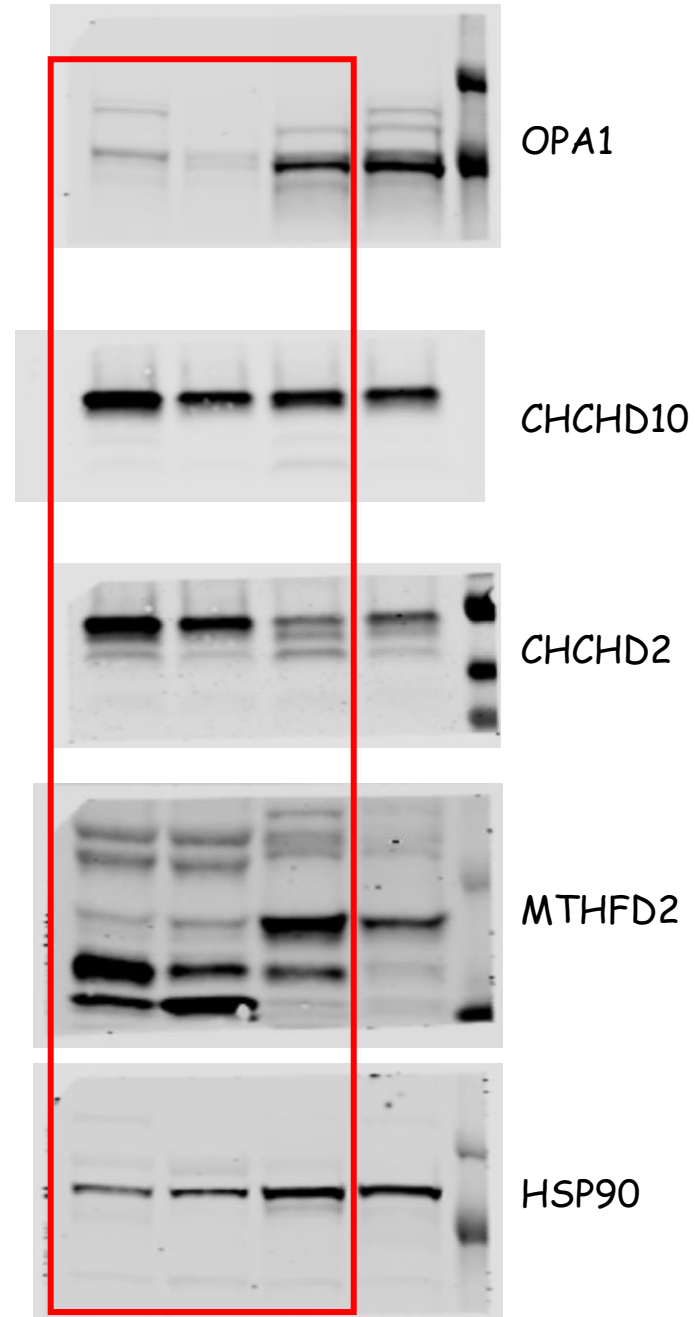

Fig. 6A

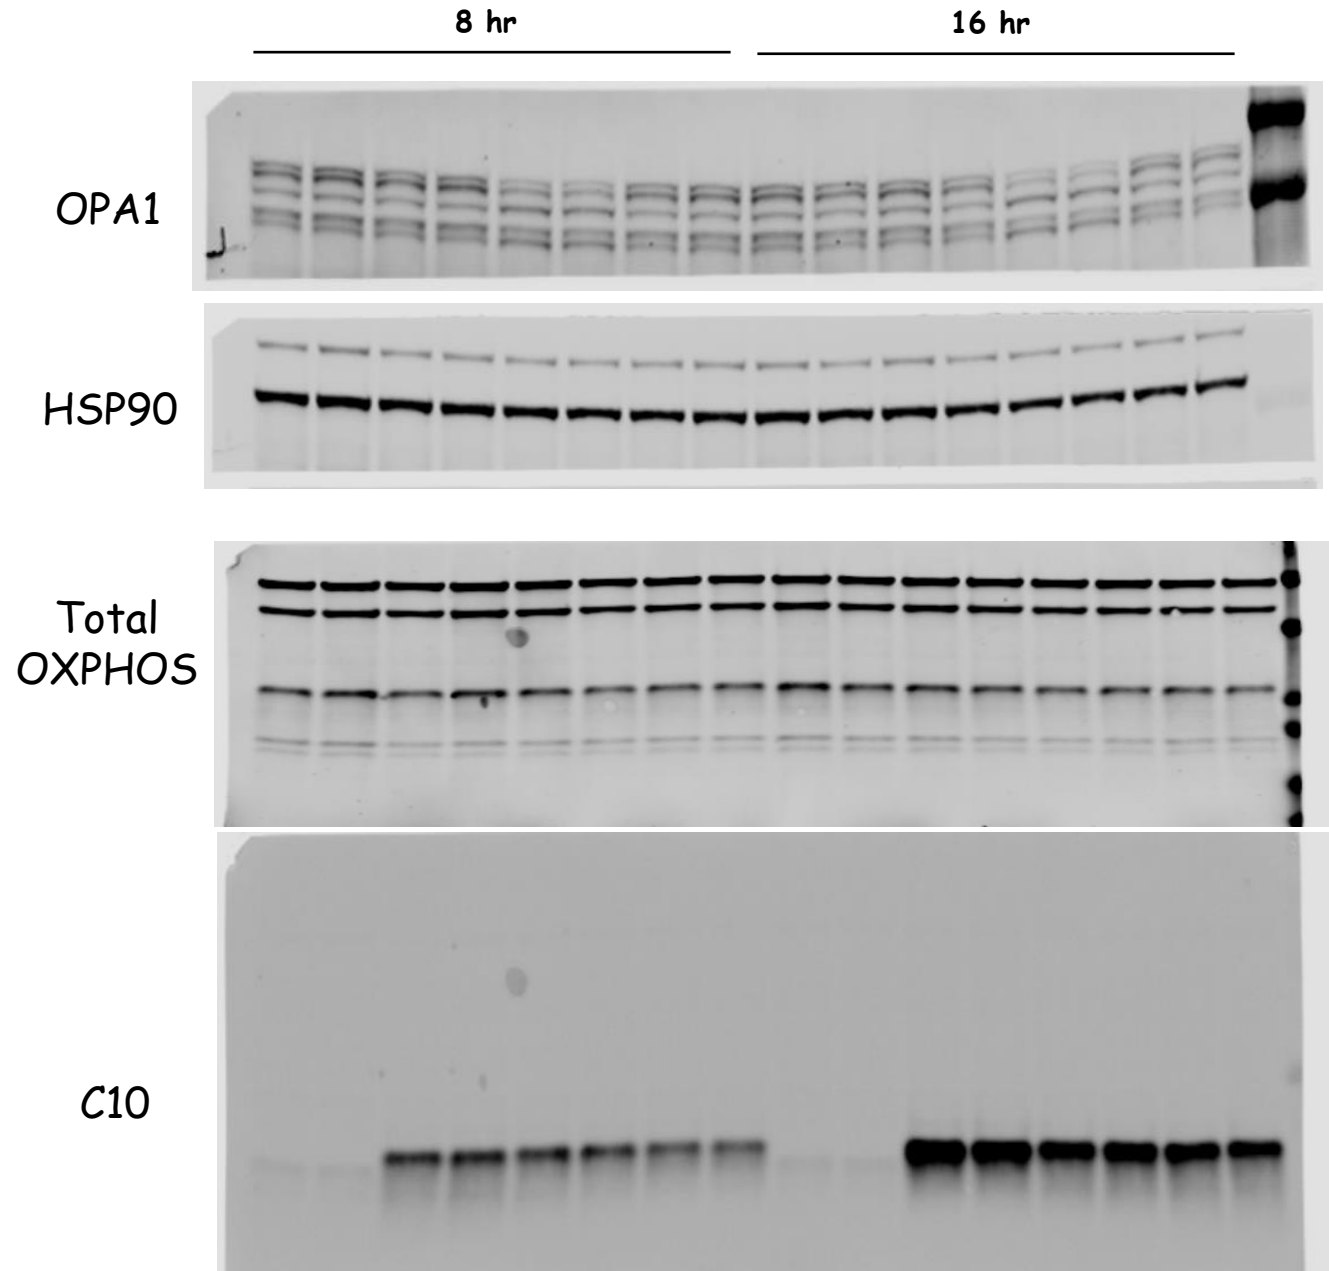

Fig. 7A

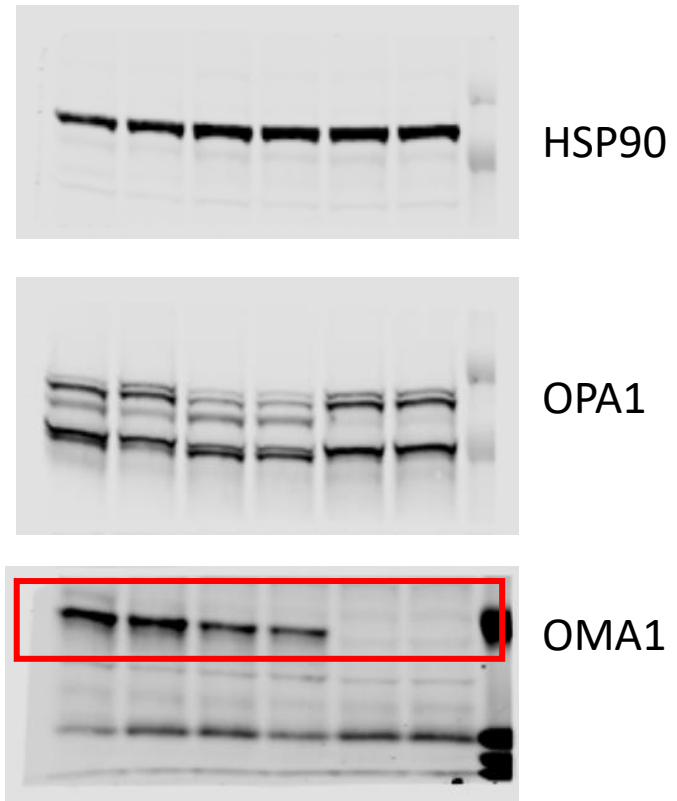

Fig. 7D

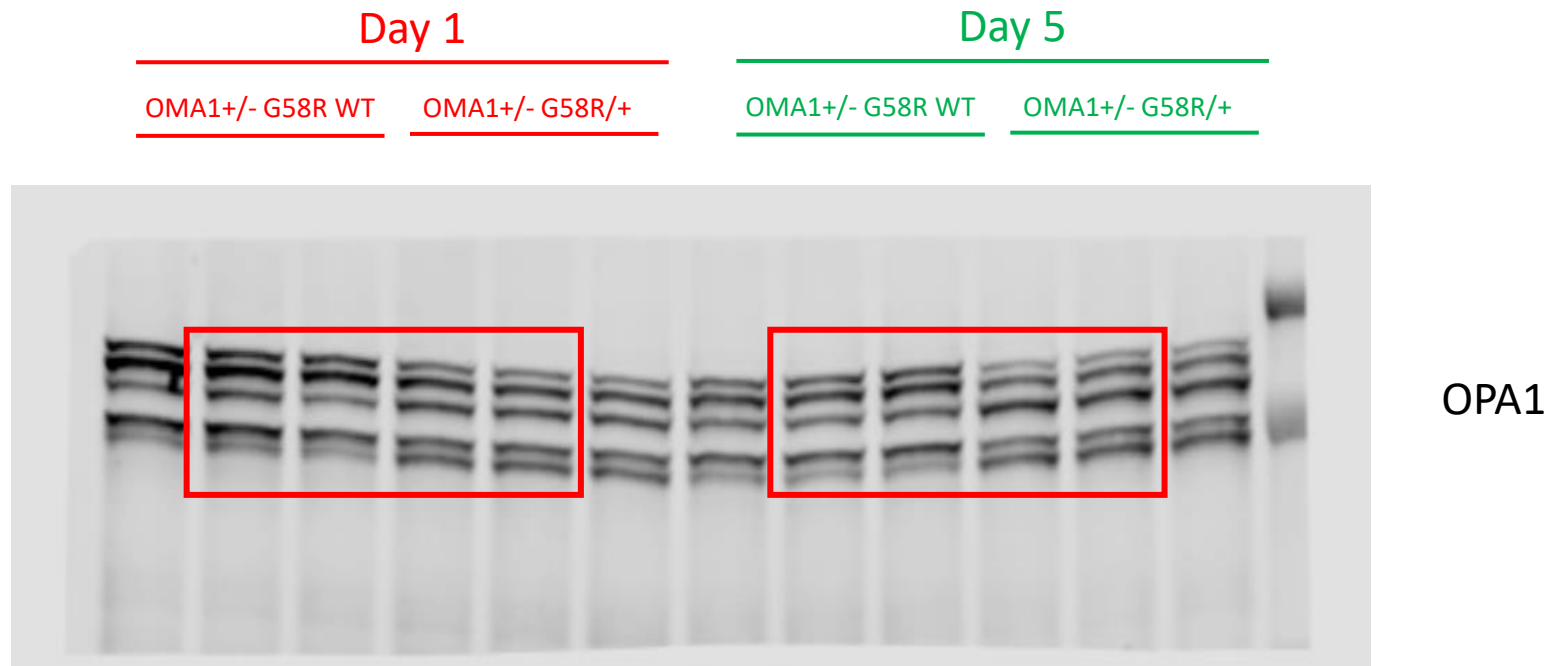

Fig. 9A

Heart

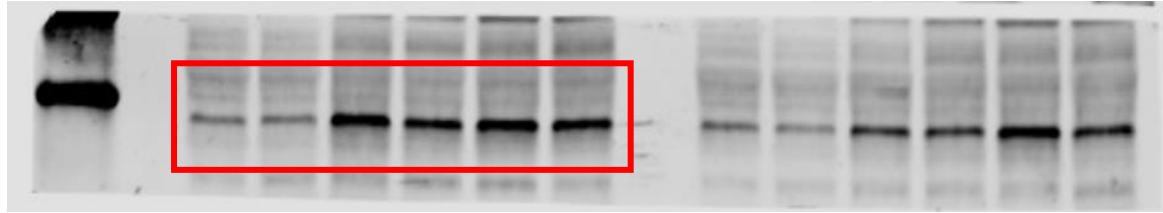

eIF2α

Muscle

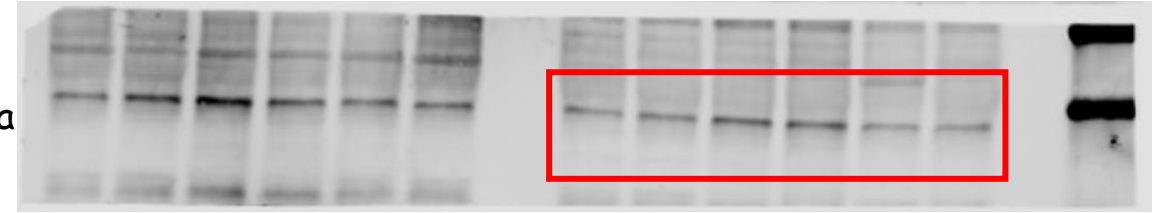

P-eIF2α

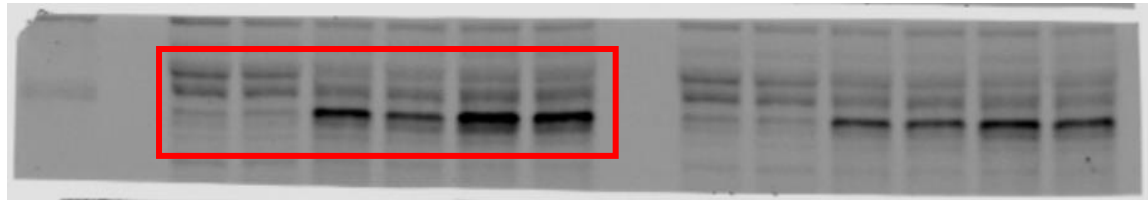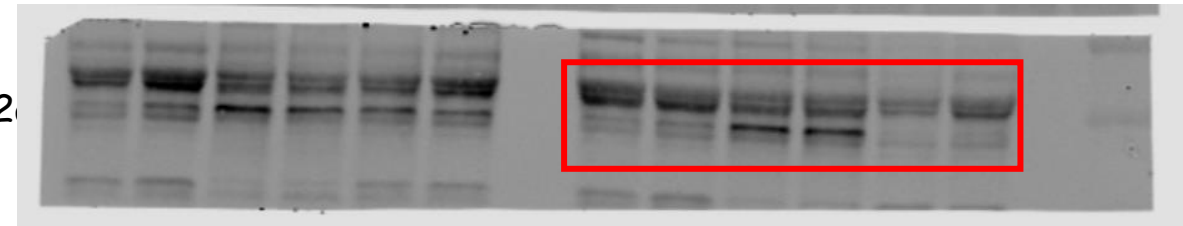

Fig. 9B

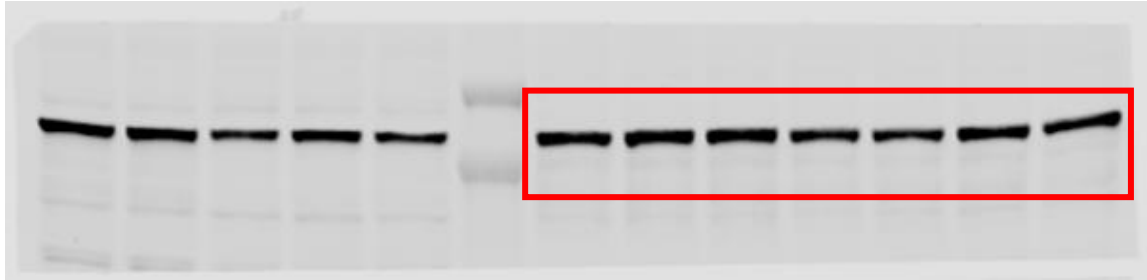

HSP90

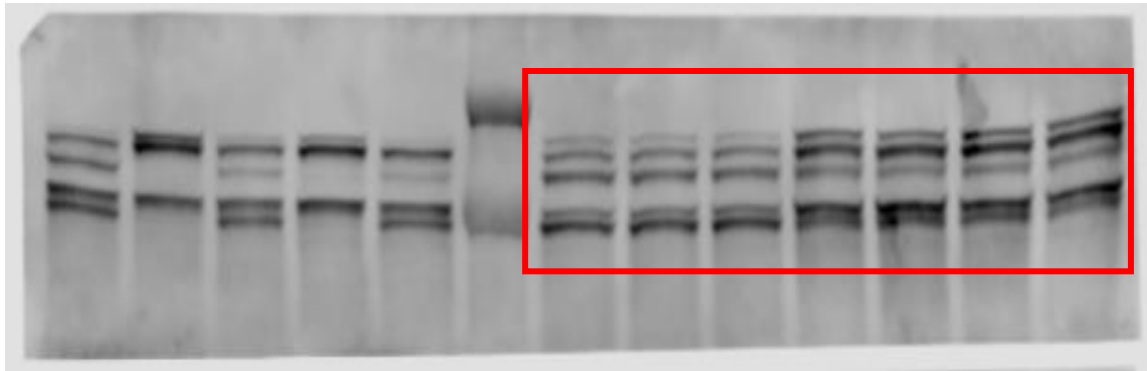

OPA1

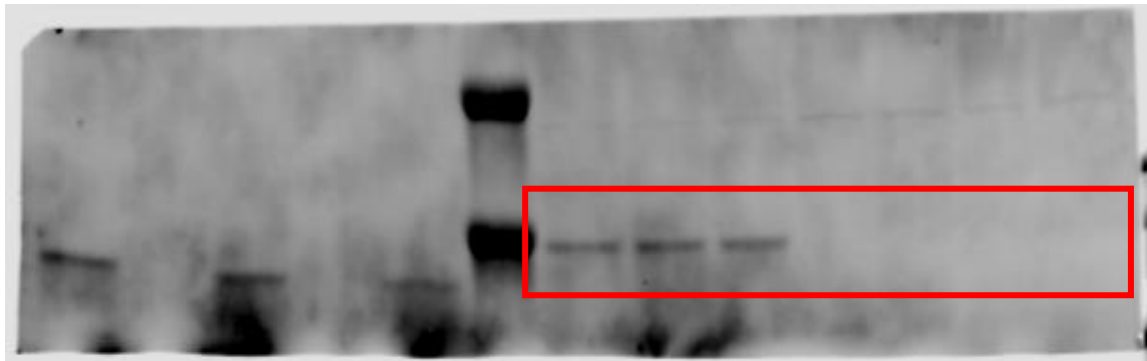

OMA1

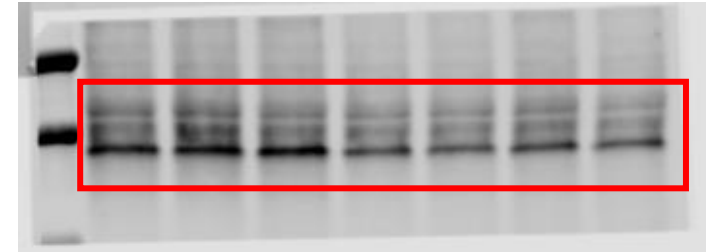

eIF2α

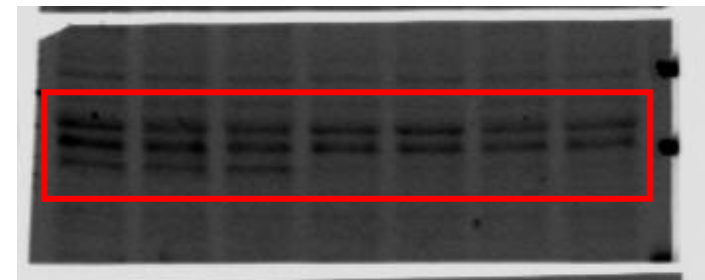

P-eIF2α

Fig. 11B

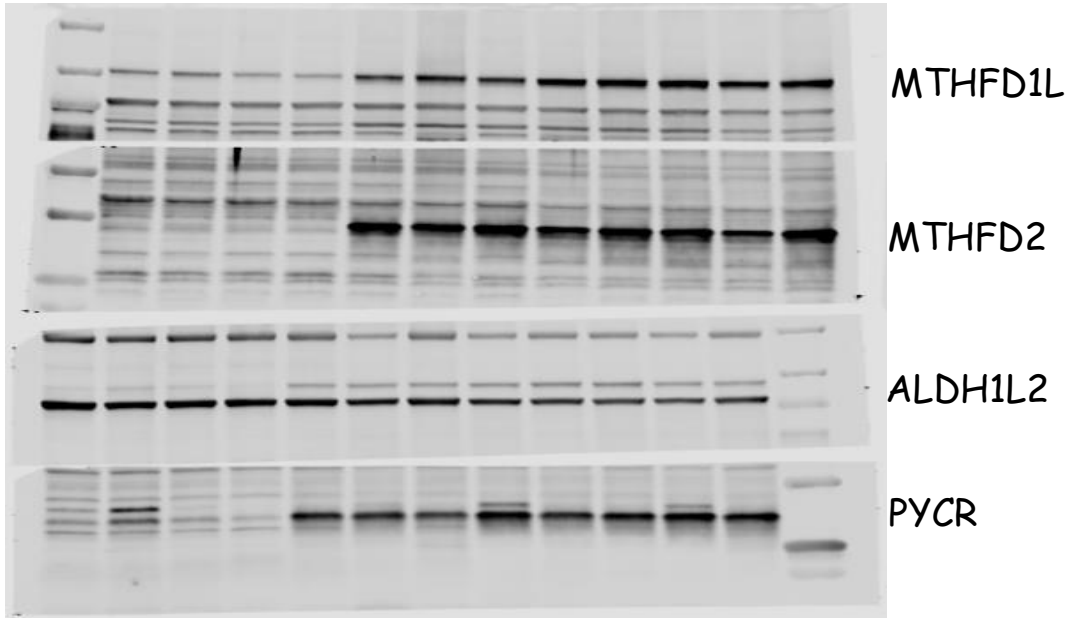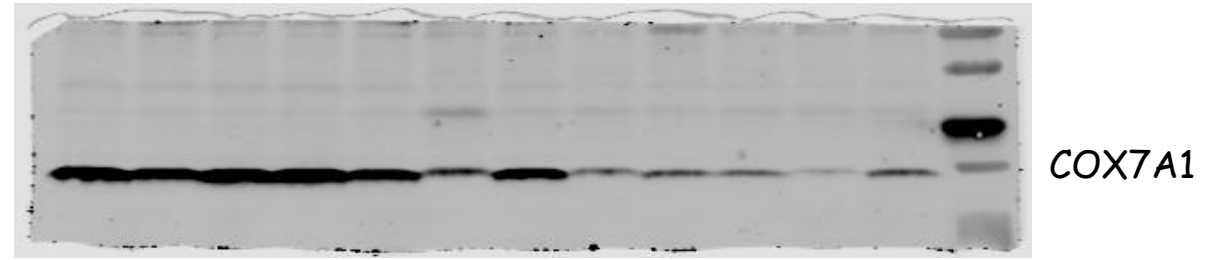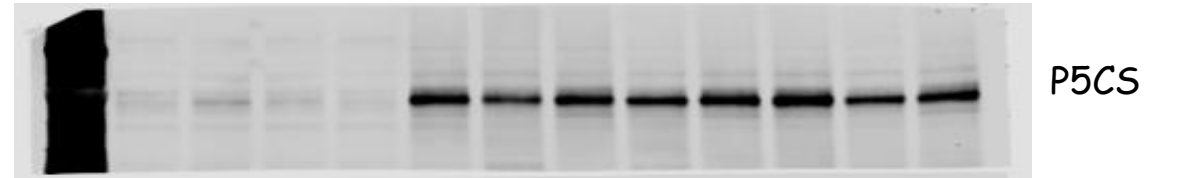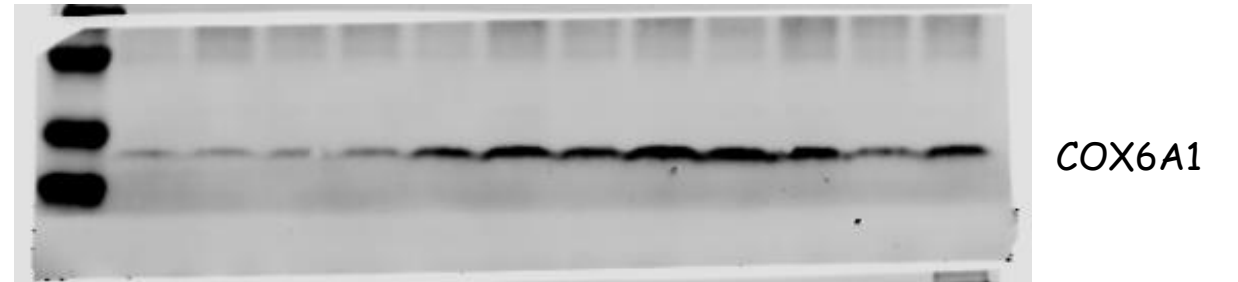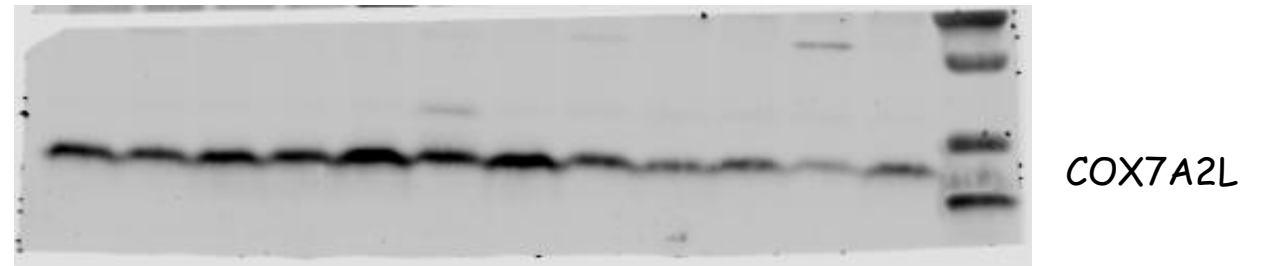

Fig. 11C

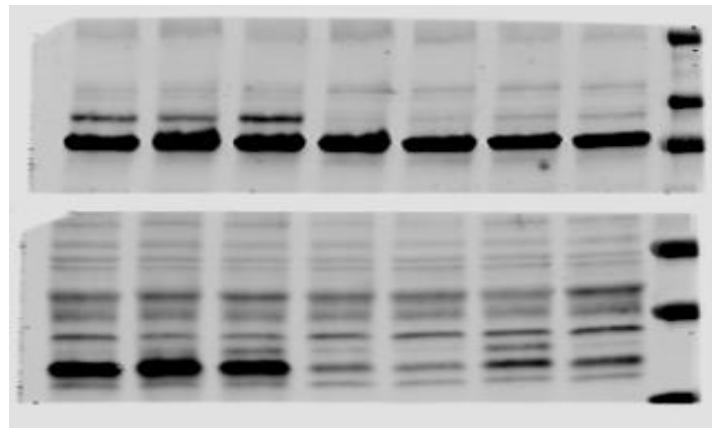

ALDH1L2

PYCR1

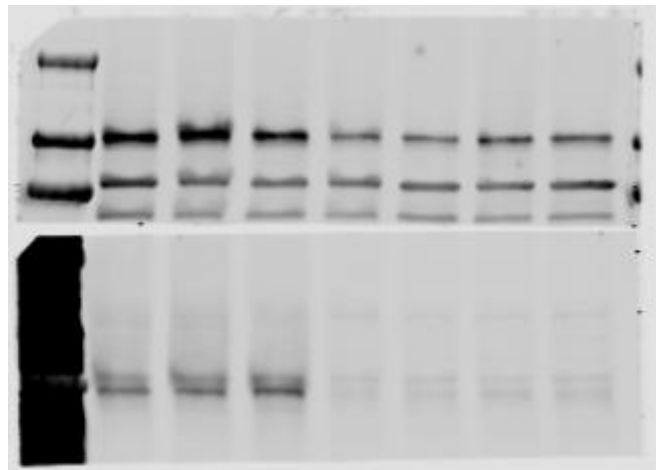

MTHFD1L

P5CS

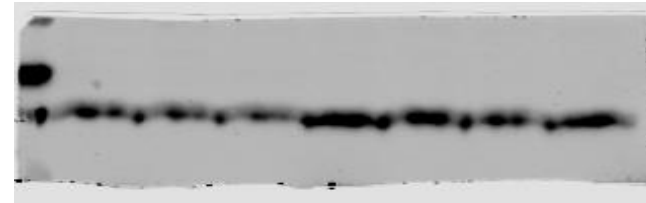

COX7A1

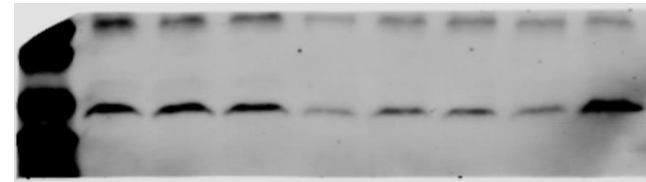

COX6A1

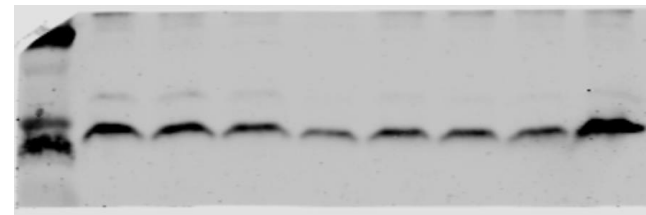

COX7A2L

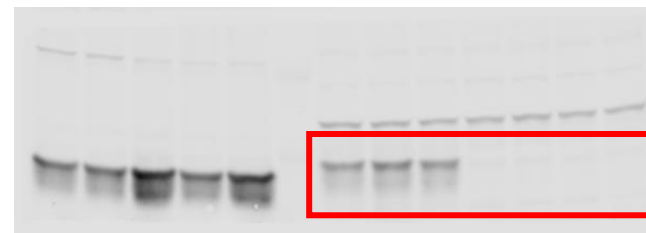

MTHFD2

How the deposited data were processed for this re-analysis (not part of the article)

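Oma1 and the genes of the ISR were compared between hearts of C10 G58R OMA1+/- mice that received CTRL ASO, OMA1 ASO1 or OMA1 ASO2, on Clariom S Mouse arrays with 1 array per mouse. There were 13 arrays, 5 of CTRL ASO, 5 of OMA1 ASO1 and 3 of OMA1 ASO2, named by the treatment and replicate number of their labels. The study's design gives an age of 33 weeks and 12 weekly injections of 50 mg/kg.

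The authors made the deposited log2 signals with Transcriptome Analysis Console 4.0.1 by gene-level SST-RMA, with default settings. SST-RMA corrects the background, normalizes the arrays by quantiles and summarizes the probes of each transcript cluster. The median log2 signal was 5.24 to 5.34 on every array, as it is after normalization between arrays. The deposited table holds 28846 probe sets, of which 6640 control probe sets were left out of the tests and 22206 transcript clusters were kept without a filter on low signals. The annotation of the arrays gives a gene symbol for 19572 of the clusters (19505 distinct genes), several for 0 and none for 2634. Its Entrez gene IDs were matched to the RefSeq assembly GRCm38.p6, which was used for names only, and 0 symbols changed. The genome build behind the array annotation is not given in the sources used here.

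The differences were fitted with limma 3.58.1 in R 4.3.3 on the deposited log2 values, without a trend and not robust, and adjusted by Benjamini-Hochberg over the 22206 clusters. The pooled comparison set all 8 OMA1 ASO arrays against the 5 CTRL ASO arrays. The comparisons of ASO1 and of ASO2 with CTRL ASO, and of ASO2 with ASO1, came from a model of the 3 group means with a shared spread. An adjusted p under 0.01 counted as a change. Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 45 lists with a threshold of 0.05, and again with an estimated correlation. Each gene of a list was taken by its brightest cluster. Oma1 and the median of the Ccl21 clusters were also tested by exact permutation of the arrays. The effect of OMA1 ASO on G58R DEGs was a tally over the transcript clusters of Supplemental data set 3, of which the copy used here ends after 1999 lines sorted by p, past both FDR thresholds used.

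A cluster was taken as above background on an array where its signal exceeded the highest of the 23 groups of background probe sets of that array. Where all arrays of a treatment lay below background, the fold is given as a bound against that background, with the fitted value beside it in places, and where the mean of the other treatment lay there too, no fold is given. On simulated data with the means and spreads of these arrays, the pooled fit over 22206 clusters recovered 47 of 50 clusters lowered by 2 log2 units and 49 of 50 raised by 2, 31 of 50 lowered by 1 and 27 of 50 raised by 1, with the wrong sign for 0 and with 3 unchanged clusters called. The comparison of ASO2 with ASO1 recovered 47 of 50 lowered by 2, 43 of 50 raised by 2, 13 of 50 lowered by 1 and 12 of 50 raised by 1. The test of 45 lists called the 1 list that was changed and 0 of the others. The simulated clusters varied independently of each other, so this does not show how often lists of genes that move together are called wrongly. The number of arrays limits the precision.

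The comparisons, tests, the threshold for clusters, the gene lists, the rule for named genes and most alternatives were chosen before the data were examined. The paper was known by then, and the fold changes of the genes of Fig. 10B, Supplemental Figure 13B and Supplemental Figure 14D had been seen as colours. Tests of lists for pathways that the paper reports, such as the ISR, are therefore not independent of its results from these arrays. The threshold for lists was set before any list was tested, and the alternatives of all clusters of each gene and of a stricter threshold for lists were added after the data were seen. The rule named the genes of Fig. 10B, Supplemental Figure 13B and Supplemental Figure 14D, the complex IV isoforms the paper discusses, the 10 largest falls and 10 largest rises among named clusters whose treatments did not overlap, the 5 largest differences each way between the ASOs, and up to 4 genes of each list by p. Of the clusters it picks, 1 rise (the study's table gives several symbols for it) and 1 difference (a cluster that joins a microRNA and its host RNA) are not named. Trib3, Sars, Cdkn1a, Scn4b, Vsig4, Inhba, Tgfb2, Deptor, Slc3a2, Slc38a1, Slc6a9, Ano3, Suco and the Ccl21 genes fall outside the rule, as do Fos, Egr1 and Thbs1, and were chosen after their values were seen.

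The alternatives were a mean-variance trend with robust fitting, the equal-weight mean of both ASOs in the model of 3 groups, only the groups compared, quantile normalization again, centring on the median, only clusters at or above the median signal, array weights, the mean of 3 Y-linked genes as a covariate (the plan had 4, of which 1 is not named in the annotation), replicate number as a block, a test of each cluster on its own spread, other thresholds, and leaving out each array in turn. No column of the deposited table was left out. The proteomic data and the arrays of other genotypes are not analysed here.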

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

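The tests for a wrong label and for RNA of another tissue on OMA1 ASO1 replicate 5, and for lymphoid tissue behind the rise of Ccl21, and the permutation test of Ccl21, were chosen only after those results were seen.

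Immediate early genes, which respond within minutes to a stimulus, stood out on OMA1 ASO1 replicate 5. In the median they lay 1.92 log2 units above the other OMA1 ASO1 arrays (−0.20 to 0.07 for each of those against the rest), with 10 of 15 genes over 1. Fos was 7.69 higher, Egr1 8.14 and Thbs1 8.27, cardiac stress genes were 1.78 higher in the median, and macrophage markers differed by −1.75. The mean correlation of this array with its group was 0.974, against 0.984 to 0.985 for the other OMA1 ASO1 arrays. A CTRL ASO array under the wrong label is argued against by its Oma1 signal of 4.91, below every CTRL ASO array (9.13 to 9.83). RNA of atrium, skeletal muscle, fat or blood is argued against by the medians of their markers, the highest of which was 0.34. Lower hybridization quality stays open. The separation of positive from negative control probe sets was 0.852, within the 0.850 to 0.879 of the other arrays. However, the median signal (5.24) and the number of clusters above background (9299) were the lowest of all arrays. The array weight was 0.40, against 0.80 to 1.49 for the other arrays. The labels name nothing else that sets this mouse apart and no biological explanation was tested, but the paper reports that 2 of 9 animals on OMA1 ASO died during treatment and 8 arrays exist, so it stays open whether this one is from such an animal.

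Over the named genes and the correlations, 186 groups of 5 arrays, each for 1 measure, were looked at for an array far from the rest. In 15 of these groups such an array was found, in 9 of them OMA1 ASO1 replicate 5. Chance alone gives about 1 in 20 groups, so it may account for a good part of the 15. The groups are not independent, and Ccl21b and Ccl21c, which have the same values, count separately. On OMA1 ASO1 replicate 5, Atf4 was at 12.70 (the others 10.64 to 11.17), Slc3a2, a subunit of amino acid transporters, at 14.92 (12.98 to 13.48), Cyp27a1, a mitochondrial sterol hydroxylase, at 7.93 (7.22 to 7.39) and Myot at 13.96 (10.98 to 11.71). On the same array Ctss was at 9.22 (10.62 to 10.87), Ccl21a at 7.42 (9.62 to 10.22), and Ccl21b and Ccl21c at 7.43 (9.85 to 10.54). On OMA1 ASO1 replicate 4, Fgf21 was at 3.23 (4.09 to 4.21) and Tgfb2 at 7.76 (8.25 to 8.45). On OMA1 ASO1 replicate 2, Timm10 was at 8.46 (8.92 to 9.03) and Gbp4 at 12.21 (10.35 to 10.80). On CTRL ASO replicate 5, Cox8a, a complex IV subunit, was at 13.22 (13.81 to 14.00) and Esrrg, a nuclear receptor of energy metabolism, at 8.73 (9.29 to 9.47).

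Between OMA1 ASO2 and OMA1 ASO1, 23 clusters differed. The genes lower with ASO2 were Me3 (−2.95), Mthfsl (fitted −2.30, at least 1.99-fold) and Mthfs (fitted −2.25, at least 2.72-fold), both below background on all ASO2 arrays, Gsta2, a glutathione transferase (−2.08), and Esrrg (−2.01). Those higher were Kcnj12 (3.94), Chrm2 (3.33), Ptgfr (3.19), Cep128, a centrosomal protein (2.50), Ano3, a scramblase (fitted 2.11, at least 1.52-fold, below background on all ASO1 arrays), and Suco, a protein of collagen secretion (2.07). No single array removed the calls of Me3, Mthfsl, Mthfs, Kcnj12, Chrm2 or Ptgfr. Those of Esrrg (adjusted p = 0.0103 and 0.0171 from limma with Benjamini-Hochberg adjustment) and Ano3 (0.0159 and 0.0185) ended without OMA1 ASO2 replicate 2 or 3, that of Gsta2 (0.0173 and 0.0320) without replicate 1 or 3, that of Cep128 (0.0104 to 0.0369) without any of the 3, and that of Suco (0.0120) without replicate 2.

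Chance is argued against as the source of this count: 1 of 56 splits of the arrays of both ASOs gave as many calls, the real one with 23, and the highest other gave 6. A share of 1 in 56 is the smallest these arrays allow. Splits that mix the ASOs carry any real difference in their spread, which can lower their counts. The sex of the mice as the whole cause is argued against by 21 clusters with the mean of Y-linked genes as a covariate. Sex was not balanced, though: Eif2s3y, a Y-linked gene, was at 2.98, 3.45 and 2.85 on the ASO2 arrays. It was at 11.77 and 12.70 on OMA1 ASO1 replicate 2 and 5 and at 12.41 and 12.26 on CTRL ASO replicate 1 and 4. On the remaining arrays it was no higher than 3.81. A part of the count from sex is not excluded. The array that stands apart is argued against by 38 clusters without OMA1 ASO1 replicate 5, while 8 clusters passed without OMA1 ASO2 replicate 2 and 12 without OMA1 ASO2 replicate 3. The ASOs differ in sequence by design, and effects of either ASO on RNAs other than Oma1, or a different depth of knockdown, which cannot be read from Oma1 below background under both, stay open and were not tested.

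Clusters of Ccl21, a chemokine of lymphatic vessels and lymphoid tissue, rose with OMA1 ASO, which the paper does not report. All 5 clusters with distinct values passed, with log2 fold changes of 1.90 to 3.43 and adjusted p up to 0.00698 from limma with Benjamini-Hochberg adjustment. Their median was 5.47 to 8.11 on the CTRL ASO arrays and 7.43 to 10.54 on the OMA1 ASO arrays, 7 of which lay above every CTRL ASO array (two-sided exact permutation test, p = 0.00155). Since the clusters were picked for their rise, this p is not independent evidence. The exception was replicate 5 of OMA1 ASO1 at 7.43. The calls of Ccl21b and Ccl21c ended without CTRL ASO replicate 1, 2, 4 or 5 (adjusted p = 0.0101 to 0.0163 from limma), and that of Ccl21a without CTRL ASO replicate 1, 2, 4 or 5, OMA1 ASO1 replicate 1 to 4 or OMA1 ASO2 replicate 1 or 2 (adjusted p = 0.0116 to 0.0313 from limma).

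More lymphatic vessels as the whole cause of the Ccl21 rise are argued against by their 7 markers, with a median log2 fold change of 0.29 (−0.09 to 1.04) and 0 called by limma (2 at an unadjusted p under 0.05). Of these, 4 lay above background on all arrays, with a median of 0.26 and at most 0.47, far from the 1.90 to 3.43 of Ccl21, though a smaller share from more vessels is not excluded. The sex of the mice is argued against by a median that moved by 0.11, from 2.52 to 2.42, with Y-linked genes as a covariate. Lymphoid tissue cannot be told apart from other sources: the lymphocyte markers had a median of −0.00812, but 0 of the 11 lay above background on all arrays. The treatment itself stays among the open explanations.

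In all, 51 clusters were higher with OMA1 ASO. Chance is argued against for the pooled count, as 1 of 100 splits drawn from 1287 gave as many calls, the real one with 230, and the highest other gave 1. It is likewise argued against for ASO1 against CTRL ASO (1 of 100 splits drawn from 126, 204 calls, highest other 4) and for ASO2 against CTRL ASO (1 of 56 splits, 169 calls, highest other 1). Here too, mixed splits carry any real difference in their spread.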

How the results depend on the processing

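The alternatives of all clusters of each gene and of a threshold of 0.01 for lists were chosen after the data were seen, and 20 and 14 lists passed with them. No result reversed. Oma1 was lower in every setting (−4.68 to −4.43), and r between the ASOs was 0.591 to 0.676 when 1 array was left out. The largest dependence was on how the spread is estimated. With Welch's test, each cluster on its own spread, the pooled count of 230 was 70, ASO1's 204 was 20, ASO2's 169 was 4 and the 23 that differ between the ASOs were 0 (1217 at an unadjusted p under 0.05, against 1728 in limma), and the G58R tally of 45 was 27; by construction this test shares no spread between clusters, and whether that alone accounts for the lower counts was not tested. At an adjusted p under 0.05 the counts were 506, 412, 355 and 51. The difference between the ASOs also moved to 39 with a trend and robust fitting, 9 with only the 2 groups compared, and 14 with the replicate block, and ASO2's count to 107 with Y-linked genes as a covariate; the cause was not tested. With the replicate block, the pooled count was 196, ASO1's 197, ASO2's 124, the tally 43, the lists 16 and Oma1 −4.56. Whether the numbers pair the mice is not known. Across treatments, 5 of 13 arrays were closest to an array of their own number. With group means removed, the median correlation was 0.038 for pairs of the same number and −0.020 for other pairs. With the G58R list at FDR p under 0.05, the tally was 73 of 252, a longer list by construction. Of the 20 lists, 8 passed with an estimated correlation, which allows for genes that move together. Leaving out 1 array gave pooled counts of 142 to 317 (142 without CTRL ASO replicate 2, 149 without CTRL ASO replicate 4), 140 to 286 for ASO1, 96 to 269 for ASO2 (110 without CTRL ASO replicate 2, 269 without OMA1 ASO1 replicate 5, and 110, 99 and 96 without OMA1 ASO2 replicate 1, 2 and 3), 8 to 38 between the ASOs (38 without OMA1 ASO1 replicate 5, 8 and 12 without OMA1 ASO2 replicate 2 and 3), 38 to 48 for the tally and 17 to 23 for the lists. Of 91 named gene results, 32 kept their side of the threshold in every setting, Welch's test ended 52 calls and the replicate block 11, and 8 of the 20 lists kept theirs. Signal over background limits the folds of genes such as Oma1, which are bounds.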

Differences from the paper's values

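No value from the chosen tests differed from the paper's by more than 1.5 times, and no test in this part was chosen after the result was seen. The paper's share of G58R DEGs moved in the opposite direction is approximately 70%, and 62.5% was found here (45 of 72 clusters, against the paper's 50 of 72 in Fig. 10D). With each cluster tested on its own spread, an alternative set before the data were examined, the share was 37.5%, and no alternative reached the paper's share. The closest were 68.1% at an adjusted p under 0.05 and 66.7% with array weights or without OMA1 ASO1 replicate 5.

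Of the 19 genes that Fig. 10B stars as lower with OMA1 ASO and that are named here, 17 were lower and 19 were at an adjusted p under 0.05. The exceptions were Myc and Gsto1. Myc had a log2 fold change of −3.16 and an adjusted p of 0.0120 from limma with Benjamini-Hochberg adjustment. It passed with the model of 3 groups (0.00859), with array weights (0.000179), at an adjusted p under 0.05 and without OMA1 ASO1 replicate 5 (1.94e-06), in a range of 1.94e-06 to 0.0628 over the alternatives. Gsto1 had −0.94 (0.0334), and passed with the model of 3 groups (0.000702) and at an adjusted p under 0.05, in a range of 0.000702 to 0.118.

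Supplemental Figure 14D shows its genes as lower with OMA1 ASO, and of the 17 named here 14 were lower and 17 were at an adjusted p under 0.05. Cox6a1 (−1.30, adjusted p = 0.0231 from limma with Benjamini-Hochberg adjustment) passed with the model of 3 groups and at an adjusted p under 0.05, in a range of 0.00775 to 0.0882. Timm10 (−0.96, 0.0221) also passed with array weights and without OMA1 ASO2 replicate 2 (0.00991), in a range of 0.00440 to 0.0855. Slc25a5 (−0.80, 0.0118) passed with the same model and threshold, with a trend and robust fitting, quantile normalization again, the brighter clusters only, array weights and without OMA1 ASO1 replicate 5 (0.00385), in a range of 0.00229 to 0.0564. The paper reports the protein of the heart isoform Cox7a1 as increased with OMA1 ASO, and its transcript here, with 0.83, did not pass in any alternative (adjusted p = 0.135 from limma, in a range of 0.0257 to 0.320).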

Other observations

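No test in this part was chosen after the result was seen, though the signals of the skeletal muscle markers on each array were looked at afterwards, Vsig4, Inhba, Tgfb2 and Deptor were chosen after their values were seen, and no explanation was tested. Some single genes of other cell types and pathways were lower with OMA1 ASO, which the paper does not describe. Cd163, a scavenger receptor of resident macrophages, was at least 1.80-fold lower and Vsig4, a complement receptor of the same cells, at least 1.39-fold lower, while the 11 macrophage markers had a median log2 fold change of 0.03 (0.18 with signals raised to background) with 1 lower (1 when adjusted over the list alone). At an unadjusted p under 0.05 in limma, 1 macrophage marker was lower and 3 were higher. Inhba, which encodes the activin A subunit, changed by −3.10 with 2 of 8 OMA1 ASO arrays above background, Tgfb2 by −1.66 and Deptor, an inhibitor of mTOR, by −1.52 (adjusted p = 5.41e-05, 0.00144 and 0.000387 from limma with Benjamini-Hochberg adjustment). None of the 11 lymphocyte markers, the 11 fibroblast and matrix markers or the 10 endothelial markers passed in limma (at an unadjusted p under 0.05, 1, 0 and 2).

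The skeletal muscle markers, with a median of 0.57 (0.32 with signals raised to background), passed the list test (adjusted p = 0.0310 from limma's camera with Benjamini-Hochberg adjustment; adjusted p = 0.566 with an estimated correlation) although none of the 9 passed alone (0 also at an unadjusted p under 0.05). This rests on OMA1 ASO1 replicate 1, where their median lay 3.48 above CTRL ASO, against −0.05 to 0.26 on the other OMA1 ASO arrays, and without that array the adjusted p was 0.260. The call also ended without CTRL ASO replicate 1 (0.0505) or CTRL ASO replicate 4.

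As lists, complex I and complex V subunits moved little. Complex I subunits had a median of 0.21 (none of 37 passed in limma, 7 higher at an unadjusted p under 0.05) and their list passed, a call lost with adjusted p = 0.566 with an estimated correlation. Complex V subunits, with 0.13, and fatty acid oxidation genes, with 0.20, also passed as lists, calls lost with adjusted p = 0.566 and adjusted p = 0.583 with an estimated correlation and when any 1 of several arrays was left out. For complex V these were CTRL ASO replicate 4 and 5, OMA1 ASO1 replicate 1, 3, 4 and 5 and OMA1 ASO2 replicate 3 (adjusted p = 0.0597 to 0.181), and for fatty acid oxidation CTRL ASO replicate 2, 4 and 5 and OMA1 ASO1 replicate 2 and 3 (adjusted p = 0.0507 to 0.0957).

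Among the complex IV isoforms, Cox8a, the isoform of most tissues, changed by −1.08 (adjusted p = 0.000863 from limma with Benjamini-Hochberg adjustment). The changes of Cox7a2 (−0.37), Cox7a2l (−0.14) and the heart isoforms Cox7a1 (0.83) and Cox6a2 (−0.71) did not pass (adjusted p = 0.422, 0.845, 0.135 and 0.221 from limma). The 3 liver isoforms listed passed as a list with a median of −0.37 (1 lower when adjusted over the list alone), a call lost with adjusted p = 0.142 with an estimated correlation and, without CTRL ASO replicate 3, with adjusted p = 0.0597. The 3 heart isoforms, with a median of 0.76, did not (2 higher when adjusted over the list alone, adjusted p = 0.180 from limma's camera).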
